# Integrated multi-omics analysis of adverse cardiac remodeling and metabolic inflexibility upon ErbB2 and ERRα deficiency

**DOI:** 10.1038/s42003-022-03942-4

**Published:** 2022-09-12

**Authors:** Catherine R. Dufour, Hui Xia, Wafa B’chir, Marie-Claude Perry, Uros Kuzmanov, Anastasiia Gainullina, Kurt Dejgaard, Charlotte Scholtes, Carlo Ouellet, Dongmei Zuo, Virginie Sanguin-Gendreau, Christina Guluzian, Harvey W. Smith, William J. Muller, Etienne Audet-Walsh, Alexey A. Sergushichev, Andrew Emili, Vincent Giguère

**Keywords:** Cardiomyopathies, Biochemical networks

## Abstract

Functional oncogenic links between ErbB2 and ERRα in HER2+ breast cancer patients support a therapeutic benefit of co-targeted therapies. However, ErbB2 and ERRα also play key roles in heart physiology, and this approach could pose a potential liability to cardiovascular health. Herein, using integrated phosphoproteomic, transcriptomic and metabolic profiling, we uncovered molecular mechanisms associated with the adverse remodeling of cardiac functions in mice with combined attenuation of ErbB2 and ERRα activity. Genetic disruption of both effectors results in profound effects on cardiomyocyte architecture, inflammatory response and metabolism, the latter leading to a decrease in fatty acyl-carnitine species further increasing the reliance on glucose as a metabolic fuel, a hallmark of failing hearts. Furthermore, integrated omics signatures of ERRα loss-of-function and doxorubicin treatment exhibit common features of chemotherapeutic cardiotoxicity. These findings thus reveal potential cardiovascular risks in discrete combination therapies in the treatment of breast and other cancers.

## Abstract (web summary)

Murine hearts deficient in ErbB2 and/or ERRα are used to profile the adverse cardiac remodeling associated with potential targeted breast cancer treatments by phosphoproteomic, transcriptomic and metabolomic profiling.

## Introduction

The heart relentlessly relies on the coordinated regulation of mitochondria, energy-producing pathways, and signaling conduits to fuel contraction and sustain blood flow, and these functions are dependent on the precise control of metabolite levels, gene expression, and enzyme activities. Any derangement can negatively impact cellular homeostasis and drive pathological remodeling. Heart failure remains an important cause of mortality worldwide posing a tremendous burden on the healthcare system^1^. Characterization of cardiac metabolic, molecular, and structural reprogramming events in response to genetic or extrinsic factors is key to understanding the metabolic flexibilities of the heart, identify causal determinants and risk factors, and ultimately guide drug development and treatment strategies for a wide range of diseases.

The tyrosine kinase receptor ErbB2 (also referred to as HER2) is well-known for its oncogenic activity in breast cancer (BCa), but it also plays an important role in both cardiac embryonic development and in the adult heart^2,3^. Genetic or pharmacological inhibition of ErbB2 has been shown to cause dilated cardiomyopathy (DCM), characterized by chamber dilatation and decreased contractility^4–6^. Treatment regimens for HER2+ BCa typically involve ErbB2-targeted therapies including trastuzumab in combination with chemotherapies such as the anthracycline doxorubicin and alkylating agent cyclophosphamide to enhance the anti-tumor effects of HER2-blockade, albeit increasing the cardiotoxic risk from 3-7% to 27% of patients^7–9^. Impaired stress responses and cardiomyocyte apoptosis consequential to compromised cell survival and repair are implicated in trastuzumab-induced cardiac dysfunction^10^. Doxorubicin-induced adverse cardiac effects are the most severe; however, both doxorubicin and cyclophosphamide can cause mitochondrial damage and dysfunction, oxidative and nitrative stress, calcium deregulation, inflammation, and fibrosis^10,11^. The precise underlying mechanisms for the observed cardiotoxicities remain incompletely understood, and inevitably, treatment cessation due to adverse cardiac events is undesirable, warranting further investigation into the identification of underlying risk factors and causal mechanisms.

Orphan nuclear receptor oestrogen-related receptor α (ERRα, NR3B1) is a key transcriptional regulator of mitochondrial function, redox homeostasis and energy metabolism^12–14^, thus being an attractive therapeutic target for the treatment of metabolic disorders and diseases including type 2 diabetes, obesity and cancer^15–17^. ERRα is also a broad regulator of cardiac programs including intracellular fuel sensing, fatty acid β-oxidation (FAO), citric acid cycle (CAC), ATP transport, and calcium handling^18^. ERRα is essential for the bioenergetic and functional adaptation to cardiac pressure overload induced by transverse aortic constriction via its direct transcriptional regulation of ATP generating programs^19^.

In malignant BCa, ERRα, and ErbB2 are functionally linked and their expression levels correlate positively^20–22^. Notably, attenuation of ERBB2 signaling disrupts ERRα activity^22^, and reciprocally, ERRα ablation reduces ERBB2 amplicon gene transcription and impedes ErbB2-induced murine BCa development^20^. Thus, targeting ERRα in combination with ErbB2 may offer a therapeutic benefit in HER2+ patients^23^. However, as both factors play cardioprotective roles, we investigated the consequence of their combined loss of function on the heart. Herein, we report that in-depth cross-analyses of cardiac phosphoproteomic, transcriptomic and metabolic profiles reveal that while ErbB2 and ERRα play distinct and complementary roles in maintaining myocardial homeostasis and function, combined genetic attenuation of ErbB2 and ERRα severely amplifies adverse cardiac remodeling and metabolic inflexibility observed in mice deficient in a single factor. Furthermore, an integrated omics signature driven by ERRα loss was predictive of doxorubicin response and reciprocally, an assembled cardiac multi-omics doxorubicin signature was found to be characteristic of decreased ERRα activity, identifying a hitherto unsuspected functional link between ERRα and doxorubicin action in the heart.

## Results

### Loss of ErbB2 and ERRα signaling independently contribute to myocardial dysfunction

To investigate the functional consequence and possible molecular and genetic crosstalk between ErbB2 and ERRα in the adult heart, we crossed ERRα knock-out (KO) mice^24^ with the ErbB2 hypomorphic mouse model^25^ (ErbB2 KI) giving rise to ErbB2 KI/ERRα KO mice (herein referred to as KI:KO) in a FVB background. KI:KO mice are viable, fertile and do not display any gross anatomical abnormalities. The concomitant loss of both ErbB2 and ERRα in KI:KO mice was confirmed by RT-qPCR (Supplementary Fig. 1a). Given that ErbB2 KI mice develop age-dependent DCM with earliest signs of pathophysiology at 4-months of age^6^, cardiac function was evaluated on 15-week-old ErbB2 KI, ERRα KO, and KI:KO mice in comparison to WT controls.

Loss of ErbB2 and ERRα had opposite effects on heart size with KI:KO reflecting the average outcome (Fig. 1a–c). Masson’s trichrome staining revealed increased fibrosis in ERRα KO hearts and to a greater extent in KI:KO mice (Fig. 1a, d). Ultrasound echocardiography confirmed the development of DCM in the ErbB2 KI model, marked by a reduction in left ventricular (LV) contractile function as demonstrated by lower LV ejection fraction (LVEF) and LV fractional shortening (LVFS) parameters as well as increased LV dilatation with augmented end-systolic (LVIDs) and end-diastolic dimensions (LVIDd) relative to WT (Fig. 1e–i). ERRα KO mice also presented with DCM similarly to ErbB2 KI mice (Fig. 1e–i), with cardiac fibrogenesis likely playing a crucial role in the pathogenesis. KI:KO displayed a synergistic effect of impaired ErbB2 and ERRα signaling on DCM development (Fig. 1e–i), not associated with greater vascular defects, cardiomyocyte apoptosis or hypertrophy (Supplementary Fig. 1b–e). Consistent with their increased disease severity, KI:KO hearts expressed higher transcript levels of two biomarkers of hemodynamic stress and heart failure, atrial natriuretic peptide (ANP) and brain natriuretic peptide (BNP)^26^ (Fig. 1j), thus supporting both ERRα- and ErbB2-dependent contributions to the observed DCM.

**Fig. 1:**
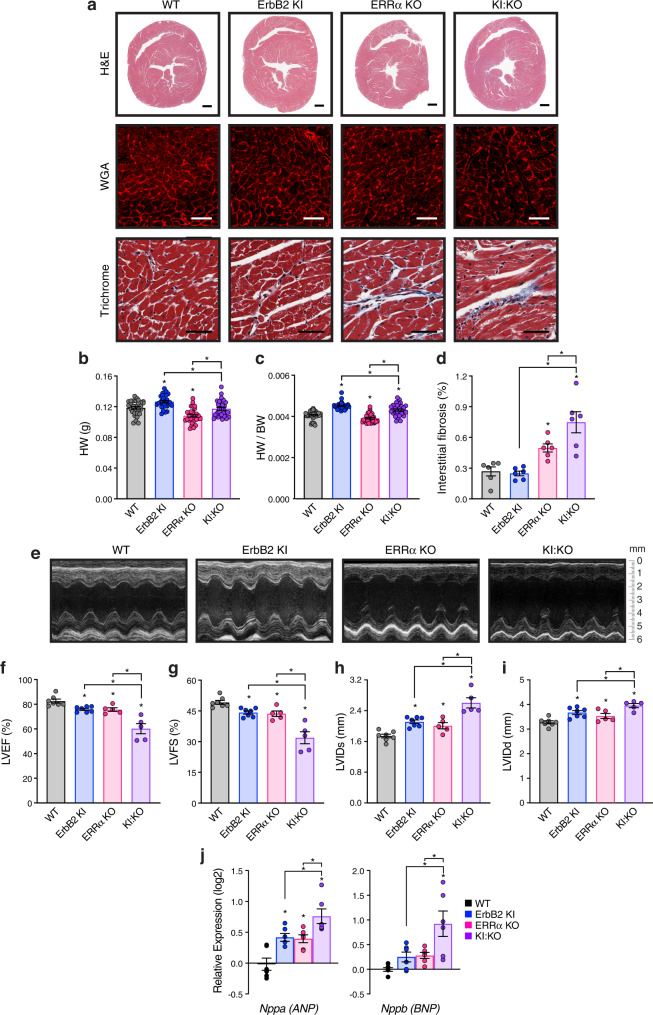
Cardiac phenotype of mice with impaired ErbB2 and/or ERRα activity. **a** Representative Hematoxylin and Eosin (H&E), wheat germ agglutinin (WGA), and Masson’s trichrome staining of heart sections from 15-week old mice with ErbB2 and/or ERRα loss-of-function. Scale bars, 500 μm (H&E) and 50 μm (WGA, Trichrome). **b**, **c** Mean heart weight (HW) (**b**) and normalized HW to body weight (BW) ratios (**c**) of mice (*n* = 30). **d** Quantification of interstitial fibrosis (Trichrome, *n* = 6). **e** Representative M-mode echocardiographic images for each mouse genotype. **f**–**i** Percent of left ventricular ejection fraction (LVEF) (**f**) and LV fractional shortening (LVFS) (**g**) as well as echo-derived LV internal diameter end systole (LVIDs) (**h**) and end diastole (LVIDd) (**i**) in mice (WT and ErbB2 KI, *n* = 7; ERRα KO and KI:KO, *n* = 5). Cardiac RT-qPCR analysis of the genes encoding atrial natriuretic peptide (ANP) and brain natriuretic peptide (BNP), both markers of cardiac dysfunction (**j**) (*n* = 6). Data are normalized to *Rplp0* levels. Data in (**b**–**d**) and (**f**–**j**) represent means ± SEM, *p < 0.05 by ANOVA relative to WT controls, unless otherwise indicated. See also Supplementary Fig. 1.

### Cardiac phosphoproteomics reveals ErbB2 and ERRα dependencies for proper structural and functional integrity

Changes in protein phosphorylation and associated signaling mechanisms have been linked with cardiac dysfunction. Unbiased label-free LC-MS/MS-based phosphoproteomics profiling identified 2066 phosphorylated peptides mapped to 602 proteins using a high confidence site localization probability of the modified residues (≥0.7). Relative to WT, KI:KO hearts displayed 48 to 63% more significant phosphopeptide changes (limma, *p* < 0.05, |FC | ≥ 1.5) than ErbB2 KI and ERRα KO models, respectively, mostly serine modifications, and clustered more closely with ErbB2 KI samples (Fig. 2a, Supplementary Fig. 2a–c, and Supplementary Data 1). Consolidated phosphoserine and phosphothreonine motifs of differentially expressed phosphopeptides were marked by a strong preference for proline at position +1 and arginine at position −3 in all groups compared to WT (Fig. 2b and Supplementary Fig. 2d). The MoMo tool^27^, which expands on the robust algorithm Motif-x^28^, identified the pSP and RXXpS motifs in all 3 models vs WT, the former being the most frequently observed motif (Fig. 2c and Supplementary Fig. 2e). Among the other enriched motifs identified, we found the pTP motif in both ERRα KO and KI:KO as well as pSXXE and RXXpT motifs in the KI:KO model. PhosphoMotif Finder^29^ predicted GSK3 and ERK family kinases to be responsible for a significant number of altered phosphopeptides along with CaMKII, PKA, and PKC (Fig. 2c).

**Fig. 2:**
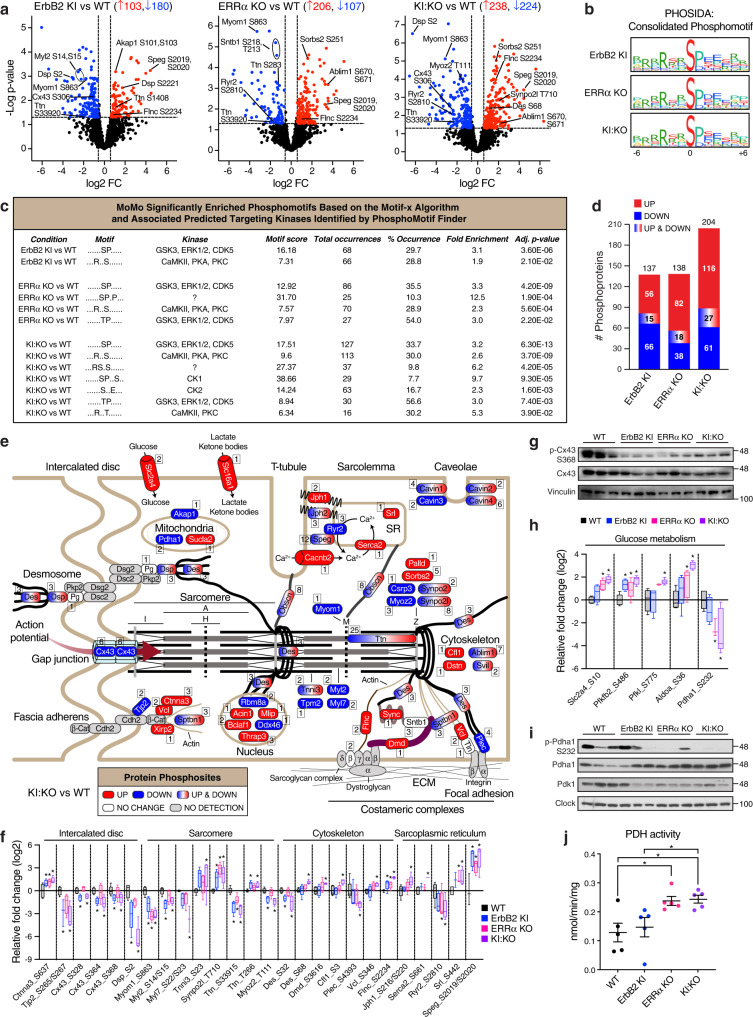
Phosphoproteomics identification of ErbB2 and ERRα post-translational control of cardiomyocyte structure and metabolism. **a** Volcano plots illustrating the significantly up-regulated (red) and down-regulated (blue) phosphopeptides from cardiac phosphoproteomics profiling of mouse models relative to WT (limma, *p* < 0.05, |FC | ≥ 1.5, *n* = 5). **b** Consolidated phosphomotifs generated by PHOSIDA^79^ of pSer-modified phosphopeptides found differentially expressed in the mouse models compared to WT showing site-specific amino acid preferences adjacent to the central serine phosphorylated residue. **c** Phosphopeptide sequence motif discovery by the MoMo^27^ software tool based on the Motif-x^28^ algorithm along with PhosphoMotif Finder^29^ predicted phosphomotif-targeting kinases. **d** Bar chart showing the number of identified DEPPs from (**a**) harboring up- and/or down-regulated site-specific phosphorylation (limma, *p* < 0.05, |FC| ≥ 1.5, *n* = 5). **e** Schematic showing the cardiomyocyte localization of 25% of DEPPs identified in KI:KO hearts from (**d**). Both the number and directional change of protein phosphosites are indicated. Sarcomere regions are shown: M, M line; Z, Z line; I, I band; A, A band, H, H zone. **f** Box plot of relative phosphorylation levels of DEPPs important for cardiomyocyte structural integrity across the genotypes relative to WT (*n* = 5). **g** Immunoblot analysis of total and phospho-Cx43 (S368) levels in heart tissue extracts (*n* = 3). Vinculin levels are shown as a loading control. **h** Box plot of relative phosphorylation levels of DEPPs important for glucose uptake and catabolism across the genotypes relative to WT (*n* = 5). **i** Immunoblot analysis of total and phospho-Pdha1 (S232) levels and its upstream kinase Pdk1 in heart tissue extracts (*n* = 3). Clock levels are shown as a loading control. **j** Scatter dot plot of mouse cardiac pyruvate dehydrogenase (PDH) activities (*n* = 5). Data in (**f**) and (**h**) are shown as box and whiskers plots: center line denotes median, box extends from 25th to 75th percentiles, and whiskers extend to the lowest and highest values; *p < 0.05, |FC| ≥ 1.5 by limma relative to WT controls. Data in (**j**) represent means ± SEM; *p < 0.05 by ANOVA. See also Supplementary Fig. 2.

Kinase Enrichment Analysis 2 (KEA2)^30^ found altered phosphorylation states of gap junction protein alpha 1 (Gja1), also known as connexin 43 (Cx43), among several biological terms (e.g., gap, ion-channel gating, trafficking, junctions, conductance) linked to diminished ErbB2 signaling (Supplementary Fig. 2f). Metabolism-related terms PDK1 (pyruvate dehydrogenase kinase 1) and insulin associated with ERRα loss. GO cellular component enrichment analysis of differentially expressed phosphoproteins (DEPPs) found actin cytoskeleton, focal adhesion, intercalated disc, and the contractile apparatus among the top 10 targets across the models (Fig. 2d, Supplementary Fig. 2g, and Supplementary Data 1). Ingenuity Pathway Analysis (IPA) revealed PKA, DCM and integrin linked kinase (ILK) among common over-represented pathways in the 3 groups compared to WT, with a greater number of associated perturbations found in KI:KO hearts (Supplementary Fig. 2h and Supplementary Data 1).

The cardiomyocyte localization of a subset (51) of KI:KO DEPPs is illustrated in Fig. 2e with selected ErbB2 and/or ERRα-dependent effects shown in Fig. 2f. The data indicate deregulation of protein activities at all three cell-cell junctions in intercalated disks including Cx43 (S306, S314, S328, S364, S365, S368) at gap junctions, desmoplakin (Dsp; S2, S7, S2221) at desmosomes, and catenin alpha 3 (Ctnna3; S637, S647, T649) part of fascia adherens. Immunoblot analysis of phospho-Cx43 S368 levels support the hypophosphorylation of gap junction proteins in hearts with down-regulated ErbB2 signaling (Fig. 2g). Sarcoplasmic reticulum proteins, important for calcium signaling and contraction, as well as sarcomeric proteins exhibited noted phospho-levels changes. In addition, DEPPs involved in anchoring sarcomeres to the costameric complexes and plasma membrane via the actin cytoskeleton were found including vinculin (Vcl; S97, S346), desmin (Des; S28, S32, S68), filamin C (Flnc; S2234, S2237) and dystrophin (Dmd; S3616).

A limited number of DEPPs involved in cellular metabolism were found, many of which were linked to glucose metabolism (Fig. 2h). In particular, hyperphosphorylation of the rate-limiting glycolytic enzyme 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2 (Pfkfb2) at the known activating site S486 was observed in all models compared to WT, indicating their increased reliance on glucose. Phosphorylation of Aldoa at S36, found significantly elevated in ERRα KO and more prominently in KI:KO hearts, was recently found to drive glycolytic metabolism of liver cancer cells^31^. In the absence of ERRα, phosphorylation at the inhibitory site S232 of the E1 alpha 1 subunit (Pdha1) of the pyruvate dehydrogenase (PDH) complex was strongly reduced, an effect confirmed by immunoblot analysis (Fig. 2h, i). As indicated by KEA2 (Supplementary Fig. 2f), this finding is likely attributable to decreased expression of the upstream kinase Pdk1 (Fig. 2i). Consistently, increased PDH activity was found in ERRα KO and KI:KO hearts (Fig. 2j). Taken together, ERRα and ErbB2 contribute to the phospho-level regulation of proteins associated with structural integrity, contractile force, and glucose handling.

### Transcriptomics identifies ERRα-dependent signatures of inflammation and fibrogenesis

Cardiac transcriptome profiling using DNA microarray technology revealed a considerably greater number of differentially expressed genes (DEGs) in KI:KO hearts relative to WT, overlapping 38% and 8% with ERRα KO and ErbB2 KI groups, respectively (ANOVA, *p* < 0.05, |FC| ≥ 1.2) (Fig. 3a, Supplementary Fig. 3a, and Supplementary Data 2). 

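Heart RNA from male FVB mice aged 15 weeks was measured on Affymetrix Mouse Gene 2.0 ST arrays, with 3 hearts per group from WT, ErbB2 KI, ERRα KO and KI:KO mice. Esrra, which encodes ERRα, lies on chromosome 19 of GRCm38 from 6910977 to 6922048. Its log2 value was 7.57 ± 0.17 (SD, n = 3 hearts) in WT, 7.55 ± 0.10 in ErbB2 KI, 6.38 ± 0.06 in ERRα KO and 6.25 ± 0.10 in KI:KO hearts. Esrra fell by 1.19 on the log2 scale in ERRα KO hearts (limma, adjusted p = 1.0e-04) and by 1.32 in KI:KO hearts (adjusted p = 3.4e-05). Erbb2, on chromosome 11 from 98412484 to 98437716, was 6.47 ± 0.08 in WT, 5.76 ± 0.17 in ErbB2 KI, 6.61 ± 0.19 in ERRα KO and 5.81 ± 0.16 in KI:KO hearts. Erbb2 fell by 0.66 in KI:KO hearts (adjusted p = 0.0089), and its value of -0.71 in ErbB2 KI hearts did not pass over all genes (adjusted p = 0.20), although all 3 hearts lay below all 3 WT hearts. The latter value was at the methods' threshold given below. Adjustment was made within each comparison, so the call in KI:KO hearts alone does not show a weaker fall in ErbB2 KI hearts. Whether the probe sets lie in the altered part of either allele was not examined. The authors normalized the arrays by RMA in Expression Console, and the deposited values are on the log2 scale. Of 41345 probe sets, 23521 were paired with 1 gene, 1814 with several and 16010 with no name here. This gave 22180 genes, each represented by its probe set with the highest mean. The methods call DEGs without adjustment at a 1.2 linear fold change. Here, limma was fitted to all 12 arrays, so that the 4 groups share an estimate of the spread, and a gene was called at an adjusted p under 0.05 over all genes. Counts at the methods' threshold (an unadjusted p under 0.05 and at least 1.2-fold) were taken from the same fit. The test, the thresholds and 67 gene lists were set before the data were examined, whereas the lists described in detail were chosen from them after their results were seen. The number of arrays limits the precision: in data simulated for KI:KO against WT over 22180 genes, an adjusted p under 0.05 recovered 36% of genes changed 1.5-fold and 94% of those changed 2-fold. Of 21980 unchanged genes in the simulated data, 1 passed an adjusted p under 0.05, but 830 were at the methods' threshold. The noise was drawn independently for each gene and array, and 50 genes were changed at each fold. Deviations in the real arrays are correlated, and the number of changed genes is not known. These numbers are therefore not the recovery or the error rate of the real comparison.

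**Figure D1:**
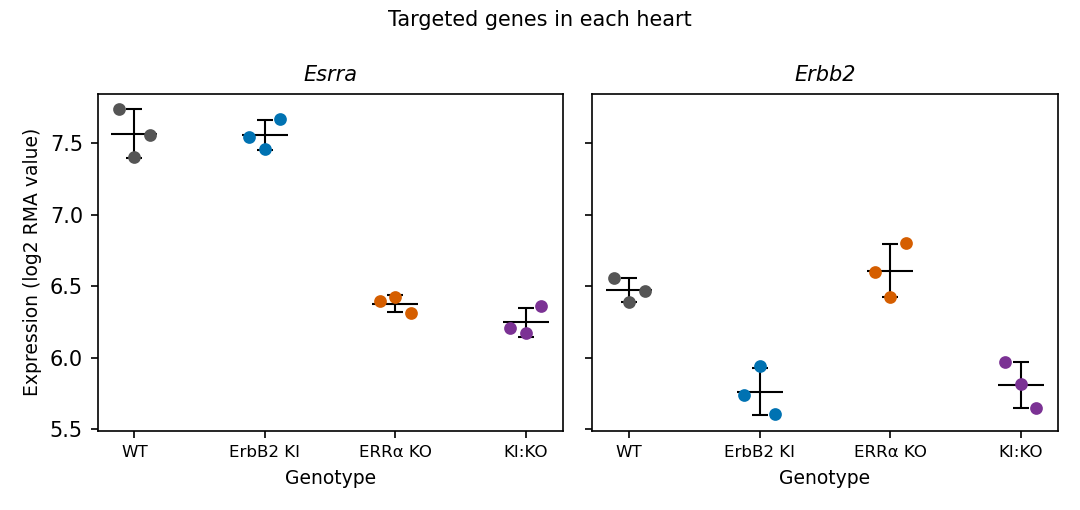
Expression of Esrra and Erbb2 (log2 RMA value) in each of the 3 hearts of the WT, ErbB2 KI, ERRα KO and KI:KO groups. Points are hearts, and bars are the mean ± SD. Esrra lies between 6.38 and 6.25 on average in both groups without ERRα, and Erbb2 between 5.76 and 5.81 in both groups with the ErbB2 KI allele.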

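KI:KO hearts had 652 genes that rose and 591 that fell relative to WT at an adjusted p under 0.05 (limma, 22180 genes tested). ERRα KO hearts had 253 that rose and 268 that fell, and ErbB2 KI hearts had 1 that rose and 2 that fell. In all of these genes the 3 arrays of the genotype lay beyond the 3 WT arrays. Chance gives this order for 10% of genes, and 22.9% of all genes showed in KI:KO, 20.1% in ERRα KO and 11.7% in ErbB2 KI hearts. Compared directly, KI:KO hearts differed from ERRα KO hearts in 73 genes (44 higher, 29 lower) and from ErbB2 KI hearts in 867 (493 higher, 374 lower). At the methods' threshold the counts relative to WT were 953 in ErbB2 KI, 2296 in ERRα KO and 3232 in KI:KO hearts. A departure from the sum of the changes in the single models, tested as an interaction, was called for Kcnt2 and Ddit4 (1547 genes at the methods' threshold). The call of Ddit4 (adjusted p = 0.0495) was lost without any WT array, ErbB2 KI replicate 2, ERRα KO replicate 1 or 3 or KI:KO replicate 1 or 2 (adjusted p = 0.0946 to 0.191), after quantile normalization (0.0804) and with the replicate number as a block (0.109). Several counts at an adjusted p moved when 1 array was left out. This also leaves fewer arrays to test, so a lower count alone does not show that it rests on that array. The ErbB2 KI count was 15 without ErbB2 KI replicate 3. The ERRα KO count was 210, 283 and 252 without WT replicate 1, 2 and 3, and 312, 332 and 253 without ERRα KO replicate 1, 2 and 3. The KI:KO count was 710, 763 and 756 without WT replicate 1, 2 and 3. The count of KI:KO against ERRα KO was 34, 36 and 17 without ERRα KO replicate 1, 2 and 3, and 28, 32 and 248 without KI:KO replicate 1, 2 and 3. Against ErbB2 KI hearts it was 401, 503 and 539 without ErbB2 KI replicate 1, 2 and 3, and 550 without KI:KO replicate 1. The interaction count was 16 without ErbB2 KI replicate 3, 22 without KI:KO replicate 3, and 1 without WT replicate 2, ErbB2 KI replicate 2, ERRα KO replicate 1 or KI:KO replicate 1 or 2.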

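Kcnt2, which encodes a sodium-activated potassium channel and lies on chromosome 1, rose in all 3 mutant groups. Its log2 value was 4.22 ± 0.22 (SD, n = 3 hearts) in WT, 7.21 ± 0.16 in ErbB2 KI, 7.34 ± 0.17 in ERRα KO and 7.28 ± 0.11 in KI:KO hearts. The other genes called in ErbB2 KI hearts were Msl3, of a chromatin-modifying complex, at -0.94 (adjusted p = 0.0028) and Hccs, which attaches haem to cytochrome c, at -0.85 (adjusted p = 0.021). The call of Hccs was lost without any of the WT arrays or without ErbB2 KI replicate 1 or 2 (adjusted p = 0.0511 to 0.193), and with the replicate number as a block (0.100). Msl3 and Hccs are neighbours on chromosome X, where more genes than elsewhere were at the methods' threshold (8 of 37 within 5 Mb of Msl3, Fisher's exact test, p = 1.4e-04). Among the next by p in ErbB2 KI hearts, and not passing, were Epn3, Arhgap6, Tlr7, C7, Prps2 and Mid1 (adjusted p = 0.070 to 0.17). The largest rises in ERRα KO hearts after Kcnt2 were in Ucp1, Ppp1r1c, Npy4r, Wdr72, Cacna1d, Pipox, Car3, Slc24a2 and Ndrg4, from 2.00 to 2.70 on the log2 scale. Ucp1 and Car3 are also markers of fat tissue. Their calls were lost without any WT array or ERRα KO replicate 2 or 3 for Ucp1 (adjusted p = 0.0507 to 0.123), and without any 1 of the 6 arrays for Car3 (adjusted p = 0.0976 to 0.141), which was also lost with the replicate number as a block (0.0791). The largest falls were in Myot, a protein of the sarcomere's Z-disc, at -3.08, in the receptor Gpr22 at -2.78 and in the sodium channel subunit Scn4b at -2.26. They were followed by Lrtm1, Prune2, Lgi1, Polq, Kcnv2, Rap1gap2 and Sh2d4a (from -2.05 to -1.36). Of these, Myot, Gpr22, Scn4b and Lrtm1 were also among the largest falls in KI:KO hearts (-2.67, -2.81, -1.70 and -1.97), with Hamp, Efnb3, Agtr1a, Tmod4, Klhdc8a and Aplnr (from -1.95 to -1.41). The largest rises in KI:KO hearts were in Kcnt2, Hspa1b, Serpina3n, Ppp1r1c, Mt2, Wdr72, Timp1, Pipox, Cacna1d and Nmrk2, from 2.16 to 3.06. The calls of Hspa1b (adjusted p = 0.104 to 0.18) and Timp1 (adjusted p = 0.0638 to 0.102) were lost without any of the WT arrays or without KI:KO replicate 2, and that of Hspa1b also without KI:KO replicate 1, after quantile normalization (0.0525) and with the replicate number as a block (0.0575). Between KI:KO and ERRα KO hearts, the smallest p were those of Fkbp5, Fam107a, Serpina3n, Pvr, Lcn2 and Lyve1, all higher in KI:KO hearts by 1.02 to 1.52 (adjusted p = 0.0025). Against ErbB2 KI hearts they were those of Gpr22 and Myot (lower) and of Ndrg4, Slc2a1, Pfkp and Npy4r (higher in KI:KO hearts by 1.39 to 1.62). The smallest p of the interaction after Kcnt2 and Ddit4 were those of Pvr, Ucp1, Ngfr and Npy4r, which did not pass (adjusted p = 0.068 to 0.16).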

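At the methods' threshold, 1275 of the 3232 KI:KO genes (39.4%) were also DEGs in ERRα KO hearts, 607 higher in both, 659 lower in both and 9 in opposite directions. Independent lists of these sizes would share 84.5 higher and 82.8 lower genes. The comparisons share the WT arrays, and unchanged groups simulated against them shared 22.2% (17.9% to 25.9% over 100 draws), so part of the excess may come from the shared controls. With ErbB2 KI hearts, 314 genes (9.72%) were shared, 150 higher, 152 lower and 12 opposite, where independent lists would share 41.4 and 28.3. Unchanged groups shared 22.1%. No group had an effect in the simulation, so its lists held only false calls. These simulated shares are therefore no baseline for the shares of lists that also hold changed genes. Across genes, which are not independent replicates, the log2 fold changes in ERRα KO and KI:KO hearts had r = 0.643 (0.500 simulated with no effect) and a covariance of 0.0403 (0.0123 simulated). For ErbB2 KI and KI:KO hearts, r was 0.409 and the covariance 0.0199, where the simulation gave 0.499 and 0.0123. Of the 1805 KI:KO genes at the threshold in neither single model (961 higher, 844 lower), 34 differed between KI:KO and ERRα KO hearts and 282 between KI:KO and ErbB2 KI hearts at an adjusted p under 0.05. In limma's interaction test, 0 of these 1805 passed an adjusted p and 295 were at the methods' threshold. Without single arrays the count of 34 became 9, 11 and 4 (ERRα KO replicate 1, 2 and 3) and 12, 12 and 117 (KI:KO replicate 1, 2 and 3). That of 282 became 82, 116 and 136 (ErbB2 KI replicate 1, 2 and 3), 134 and 169 (KI:KO replicate 1 and 2). That of 0 became 1 without WT replicate 3 or ErbB2 KI replicate 3, and 11 without KI:KO replicate 3.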

As such, a larger subset of KI:KO DEGs were linked to cardiac disease phenotypes (Supplementary Fig. 3b and Supplementary Data 2). 

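Genes of the intercalated disc, which couples cardiomyocytes end to end, fell as a list in KI:KO hearts relative to WT. The median log2 change of 25 genes was -0.26 (camera, adjusted p = 1.7e-05, and adjusted p = 0.0765 with an estimated correlation). Of these genes, 7 fell at an adjusted p over all genes, and 13 fell and 1 rose adjusted over the list alone. They include the desmosomal genes Dsg2 at -0.52 (limma, adjusted p = 0.0023), Dsp at -0.49 (adjusted p = 0.0028) and Dsc2 at -0.68 (adjusted p = 0.0037). Of 42 actin cytoskeleton genes, 8 rose and 3 fell in KI:KO hearts (17 and 6 adjusted over the list alone), with a median of 0.17 (camera, adjusted p = 8.1e-06, and adjusted p = 0.199 with an estimated correlation). Cnn2, a calponin that binds actin, rose by 0.80 (adjusted p = 6.3e-04) and the tropomyosin gene Tpm4 by 0.64 (adjusted p = 0.0057). Of 33 focal adhesion genes, 4 rose and 2 fell (10 and 3 adjusted over the list alone), among them the α-actinin gene Actn4 at 0.56 (adjusted p = 0.0043) and Sorbs3, a partner of vinculin, at 0.61 (adjusted p = 0.0041). As a list, the focal adhesion genes did not pass (median 0.13, camera, adjusted p = 0.0655), but they did without WT replicate 1 (adjusted p = 0.0377), KI:KO replicate 2 (0.0428) or KI:KO replicate 3 (0.00429). The counts moved when 1 array was left out, which also leaves fewer arrays to test. For the intercalated disc 4, 3 and 4 genes were called without WT replicate 1, 2 and 3, and 4 without KI:KO replicate 2. Of the actin cytoskeleton genes 6, 7 and 6 were called without WT replicate 1, 2 and 3, and of the focal adhesion genes 3 without any of the WT arrays or KI:KO replicate 1 or 2. For the 3 lists the medians in ERRα KO hearts were -0.12, 0.13 and 0.01 (camera, adjusted p = 0.0221, 0.0033 and 0.872). With an estimated correlation the first pair gave adjusted p = 0.328 and 0.431, and the call of the intercalated disc genes was lost without WT replicate 1 (adjusted p = 0.0634) and after quantile normalization (0.116). Set directly against ERRα KO hearts, KI:KO hearts had medians of -0.18, 0.12 and 0.11 (camera, adjusted p = 3.8e-04, 0.0058 and 0.0068, which became 0.197, 0.431 and 0.431 with an estimated correlation). For ErbB2 KI hearts limma called 0 genes of these lists (1, 0 and 1 at an unadjusted p under 0.05, and 0 by the methods' test after adjustment).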

Similar to phosphoproteomics analyses (Supplementary Fig. 2g), GO enrichment component analysis showed a stronger enrichment of DEGs related to cardiomyocyte structural framework in KI:KO hearts, specifically the intercalated disk, actin cytoskeleton and focal adhesion (Supplementary Fig. 3c). Cross-examination of DEGs and DEPPs showed marginal overlap in ErbB2 KI with ~20% of ERRα KO and KI:KO DEPPs displaying altered transcriptional regulation (Supplementary Fig. 3d). 

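Of the genes that Supplementary Fig. 3d names as both DEGs and DEPPs, 54 were measured here, and since the study chose them on these hearts their counts are not independent evidence. In KI:KO hearts 6 of them rose and 18 fell relative to WT at an adjusted p over all genes (14 and 28 adjusted over the list alone). The counts in ERRα KO hearts were 4 and 7 (8 and 18 adjusted over the list alone). Among ErbB2 KI hearts limma called 0 of them (2 at an unadjusted p under 0.05, and 0 by the methods' test after adjustment), with 1 lower adjusted over the list alone. Genes of the contractile apparatus were among those that fell in KI:KO hearts, such as Tcap, which caps titin at the Z-disc, at -0.93 (adjusted p = 0.0036) and the myosin-binding protein gene Mybpc3 at -0.48 (adjusted p = 0.0052). The microtubule regulator Clasp1 fell by 0.70 and Akap1, which anchors protein kinase A at mitochondria, by 0.65 (adjusted p = 6.8e-04 and 5.3e-04). Dstn, an actin-depolymerizing factor, rose by 0.61 (adjusted p = 0.0065), and the largest rise was that of Ahsg, which encodes fetuin-A (1.53, adjusted p = 6.8e-04). The actin-binding Synpo2 fell in ERRα KO hearts by 0.67 (adjusted p = 0.0053). The smallest p in ErbB2 KI hearts was that of the endocytic adaptor Epn3, which did not pass (-0.79, adjusted p = 0.070) and was at 0.00 in KI:KO hearts. The counts moved when 1 array was left out, which also leaves fewer arrays to test. The 24 called in KI:KO hearts became 10 without any of the WT arrays and 15 without KI:KO replicate 1. The 11 in ERRα KO hearts became 1, 2 and 1 without WT replicate 1, 2 and 3, and 3, 2 and 1 without ERRα KO replicate 1, 2 and 3. Protein amounts were not analysed here.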

The data support operative transcriptional and post-translational mechanisms underlying the pathological cardiac remodeling.

**Fig. 3:**
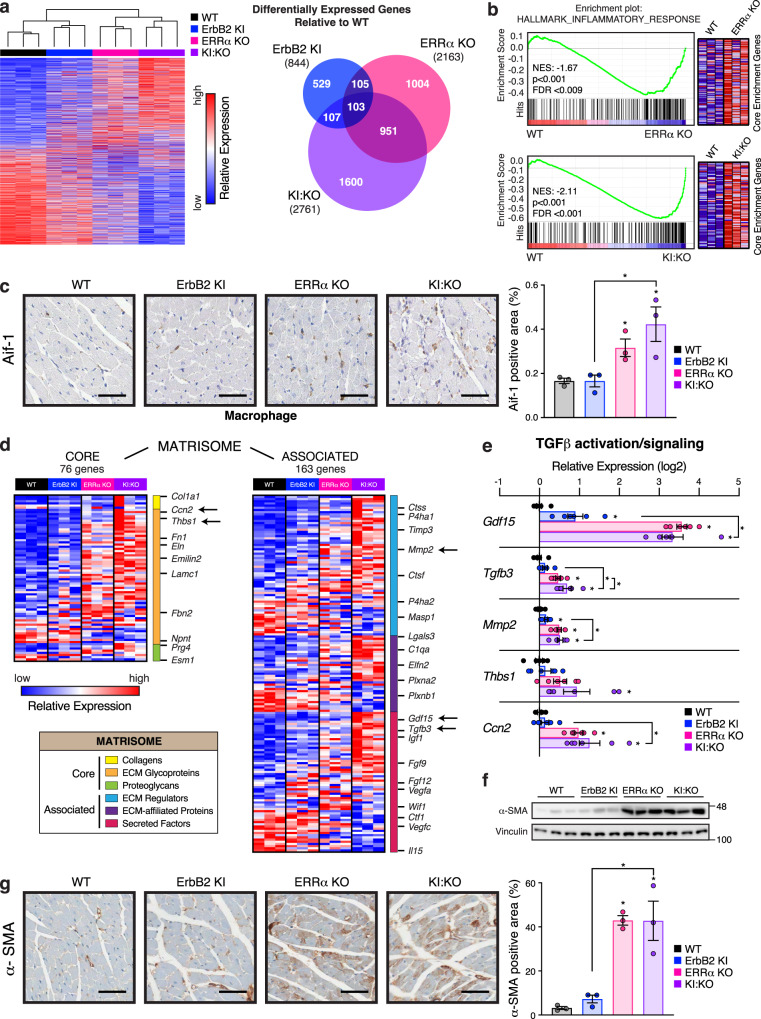
ERRα ablation in mice induces a transcriptional inflammatory and fibrogenic response. **a** Heatmap and Venn diagram illustrating cardiac DEGs (ANOVA, *p* < 0.05, |FC| ≥ 1.2, *n* = 3) identified across the genotypes relative to WT by microarray analysis. For the heatmap, DEGs were first sorted from most up-regulated to most down-regulated in KI:KO hearts compared to WT prior to unsupervised sample clustering using Euclidean distance measure and average linkage. **b** Gene Set Enrichment Analysis showing an up-regulated hallmark inflammatory gene signature in ERRα KO and KI:KO cardiac transcriptomes vs WT. Normalized enrichment scores (NES), representative plots and gene heatmaps are shown. **c** Representative images and quantification of Aif-1 staining of mouse heart sections as a marker of macrophage infiltration (*n* = 3). Scale bar, 50 μm. **d** Heatmap of matrisome DEGs. Arrows adjacent to genes signify that their expression was validated by RT-qPCR in (**e**). **e** Cardiac RT-qPCR analysis of key genes in (**d**) linked to TGF-β activation and signaling (n = 6). Data are normalized to *Rplp0* levels. **f** Immunoblot analysis of α-SMA in heart tissue extracts (*n* = 3). Vinculin levels are shown as a loading control. **g** Representative images and quantification of α-SMA staining of mouse heart sections (*n* = 3). Scale bar, 50 μm. Data in (**c**, **e**, and **g**) represent means ± SEM; *p < 0.05 by ANOVA relative to WT controls, unless otherwise indicated. See also Supplementary Fig. 3.

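Genes of the inflammatory response rose as a list in KI:KO hearts. Of 81 measured, 16 rose and 2 fell relative to WT at an adjusted p over all genes (25 and 2 adjusted over the list alone). Their median log2 change was 0.24 (camera, adjusted p = 3.7e-08, and adjusted p = 0.0842 with an estimated correlation). Ccl12, a chemokine that attracts monocytes, rose by 2.09 (limma, adjusted p = 3.0e-04), the oncostatin M receptor gene Osmr by 1.26 (adjusted p = 2.9e-04) and the interleukin-4 receptor gene Il4ra by 1.14 (adjusted p = 6.8e-04). Ccl12 and Osmr were also higher in KI:KO than in ERRα KO hearts (1.69 and 0.79, adjusted p = 0.0087 and 0.033). The first of these differences was lost without ERRα KO replicate 3 (adjusted p = 0.0653) or KI:KO replicate 1 (0.0506), and that of Osmr without any ERRα KO array or KI:KO replicate 1 or 2 (adjusted p = 0.0637 to 0.161). Il15, a cytokine for lymphocytes, fell in both ERRα KO (-1.17, adjusted p = 4.3e-04) and KI:KO hearts (-1.18, adjusted p = 2.5e-04). The list's median in ERRα KO hearts was 0.16 (camera, adjusted p = 7.2e-05, and adjusted p = 0.282 with an estimated correlation). Only Slc7a2 and Il15ra rose there over all genes, as adjusted over the list alone, and both calls were lost without any 1 of the 6 arrays (adjusted p = 0.0647 to 0.173 and 0.0743 to 0.18) and with the replicate number as a block (0.0903 and 0.0718), and that of Slc7a2 after quantile normalization (0.0637). The median in ErbB2 KI hearts was -0.00 (camera, adjusted p = 0.358), and limma called 0 of the genes (8 at an unadjusted p under 0.05, and 0 by the methods' test after adjustment). Markers of macrophages moved with the inflammatory genes. Of 26 macrophage markers, 14 rose in KI:KO hearts (18 higher and 1 lower adjusted over the list alone), with a median of 0.79 (camera, adjusted p = 1.1e-13, and adjusted p = 0.132 with an estimated correlation). Among them were Cd14 at 0.78 (adjusted p = 0.0037), Itgam at 1.05 (adjusted p = 0.0048) and C1qc at 0.82 (adjusted p = 0.0044). Their median in ERRα KO hearts was 0.37 (camera, adjusted p = 1.4e-06, and adjusted p = 0.328 with an estimated correlation). There limma called 0 of them, with 12 at an unadjusted p under 0.05, and 0 by the methods' test after adjustment. The 18 inflammatory genes called in KI:KO hearts became 11 without WT replicate 1 and 9 without WT replicate 3, and the 14 macrophage markers became 9 without either of these. A larger share of macrophages in the tissue and higher expression per cell were not separated by these arrays.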

Gene Set Enrichment Analysis uncovered a significant up-regulation of inflammation-related gene signatures in ERRα KO and KI:KO hearts (Fig. 3b and Supplementary Data 2). In agreement, ERRα loss triggered macrophage infiltration (Fig. 3c), noting a general switch from pro-inflammatory M1-type to an anti-inflammatory and pro-fibrotic M2-type macrophage gene expression profile (Supplementary Fig. 3e). 

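Of the genes that Fig. 3d and the text name for the matrisome and TGF-β, 33 were measured. In KI:KO hearts 14 rose and 2 fell relative to WT (20 and 7 adjusted over the list alone), and in ERRα KO hearts 7 rose and 2 fell (13 and 4 adjusted over the list alone). Of these, limma called 0 in ErbB2 KI hearts (7 at an unadjusted p under 0.05, and 0 by the methods' test after adjustment), with 3 higher adjusted over the list alone. The study chose these genes on the same hearts, so the counts are not independent evidence. Prg4, which encodes the lubricating proteoglycan lubricin, rose by 1.75 in KI:KO hearts (limma, adjusted p = 0.0043), the galectin gene Lgals3 by 1.01 (adjusted p = 0.0062) and the collagen hydroxylase gene P4ha1 by 0.84 (adjusted p = 0.010). Thbs1, an activator of TGF-β, rose by 1.48 in KI:KO hearts (adjusted p = 0.016), a call lost without WT replicate 1 or 3 or KI:KO replicate 1 or 2 (adjusted p = 0.0504 to 0.0704). Fibronectin (Fn1) rose by 0.93 (adjusted p = 0.041), a call lost with array weights and without any WT array or KI:KO replicate 1 or 3 (adjusted p = 0.0613 to 0.133), and Col1a1 at 0.97 did not pass (adjusted p = 0.16). Wif1, an inhibitor of Wnt ligands, rose in ERRα KO hearts (0.99, adjusted p = 0.0059) and was lower in KI:KO than in ERRα KO hearts (-1.10, adjusted p = 0.013), the latter lost without ERRα KO replicate 1 (adjusted p = 0.0553) or 3 (0.075). Lists written from general knowledge before the data were examined were tested as well. Their topics, matrix and TGF-β, are ones the paper reports from the same arrays, and these lists were picked for description after their results were seen. They are therefore not independent evidence either. Of 49 genes of collagens and fibrillar matrix, 12 rose and 1 fell in KI:KO hearts (21 and 1 adjusted over the list alone), with a median of 0.40 (camera, adjusted p = 7.2e-11, and adjusted p = 0.232 with an estimated correlation). Among them were the fibulin gene Fbln2 at 1.05 and the microfibril gene Mfap4 at 1.10 (adjusted p = 0.0029 and 0.0075). Thbs4 (1.14, adjusted p = 0.0084) and Emilin2 rose in ERRα KO hearts, the latter lost without WT replicate 2 or 3 or ERRα KO replicate 1 or 3 (adjusted p = 0.0757 to 0.0872). Adjusted over the list alone, 3 genes rose there, and the median was 0.29 (camera, adjusted p = 6.5e-09, and adjusted p = 0.331 with an estimated correlation). Of 37 genes of matrix-modifying enzymes and their inhibitors, 12 rose and 1 fell in KI:KO hearts (24 and 2 adjusted over the list alone), with a median of 0.39 (camera, adjusted p = 5.4e-12, and adjusted p = 0.0917 with an estimated correlation). Among the enzymes were the transglutaminase gene Tgm2 at 1.00 and the protease gene Adamts1 at 0.91 (adjusted p = 0.0019 and 0.0021). TGF-β signalling genes had medians of 0.23 in KI:KO and 0.19 in ERRα KO hearts (32 genes, camera, adjusted p = 2.9e-07 and 1.2e-05, and adjusted p = 0.0765 and 0.225 with an estimated correlation). Markers of fibroblasts moved with them, with medians of 0.26 and 0.29 (20 genes, camera, adjusted p = 9.8e-08 and 2.1e-07, and adjusted p = 0.0765 and 0.209 with an estimated correlation). Of these markers 6 rose in KI:KO hearts (9 higher and 1 lower adjusted over the list alone), such as Meox1 at 1.09 (adjusted p = 0.0011). Of the genes the paper names, the 16 called in KI:KO hearts became 10 without WT replicate 1, and the 9 in ERRα KO hearts became 5 and 4 without WT replicate 1 and 3, and 5 without ERRα KO replicate 1 or 3. The collagens and the enzymes had 13 genes called each in KI:KO hearts, which became 6, 7 and 6 for the former and 6, 8 and 7 for the latter without WT replicate 1, 2 and 3. More fibroblasts and more matrix mRNA per fibroblast were not separated here.

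**Figure D2:**
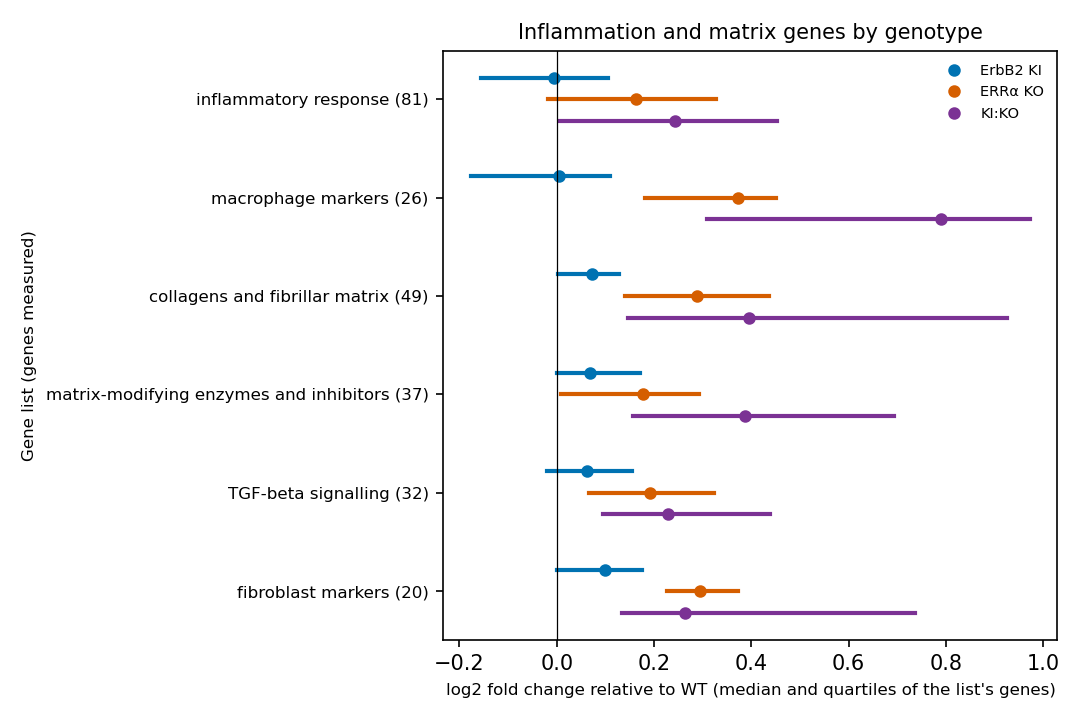
Log2 fold changes relative to WT of the genes of 6 lists in ErbB2 KI, ERRα KO and KI:KO hearts. Points are the medians and lines the quartiles over the genes of a list, with the number of genes measured in brackets. The medians in KI:KO hearts lie from 0.23 to 0.79 and those in ErbB2 KI hearts from -0.00 to 0.10.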

ERRα KO and KI:KO hearts displayed the highest expression of matrisome genes encoding extracellular matrix (ECM) and ECM-associated proteins including key genes involved in transforming growth factor β (TGF-β) activation and signaling (Fig. 3d, e). TGF-β signaling is known to promote ECM deposition and fibrosis associated with tissue inflammation and injury^32^. Indeed, Masson’s trichrome showed augmented fibrogenesis in ERRα KO and KI:KO hearts (Fig. 1a, d), further supported by their elevated expression of α-smooth muscle actin (α-SMA) encoded by *Acta2* (Fig. 3f, g and Supplementary Data 2).

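Acta2 lies on chromosome 19 of GRCm38 from 34240336 to 34255585. Its log2 value was 10.81 ± 0.30 (SD, n = 3 hearts) in WT, 11.06 ± 0.35 in ErbB2 KI, 12.30 ± 0.01 in ERRα KO and 12.46 ± 0.16 in KI:KO hearts. It rose by 1.49 in ERRα KO (limma, adjusted p = 9.7e-04) and by 1.65 in KI:KO hearts (adjusted p = 3.0e-04). Each of these hearts lay above all WT hearts, for which 3 hearts against 3 allow an exact permutation p of 0.1 at the smallest. The value of 0.25 in ErbB2 KI hearts did not pass (adjusted p = 0.97), nor did the difference of 0.16 between KI:KO and ERRα KO hearts (adjusted p = 0.84). Myl9, a myosin light chain of smooth muscle and myofibroblasts, rose alike, by 1.03 in ERRα KO (adjusted p = 0.0059) and 1.05 in KI:KO hearts (adjusted p = 0.0027). Both genes are expressed by the smooth muscle of vessels as well as by myofibroblasts, and the arrays of whole hearts do not tell these cells apart.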

### Computational identification of cardiac metabolic gene modules

To establish a regulatory link between ErbB2 and ERRα and cardiac metabolism, we applied an in-house bioinformatics tool capable of identifying networks of interconnected transcriptionally-regulated metabolic genes (modules) capable of multi-condition comparisons^33–35^. Our analysis discovered seven differentially regulated modules (Fig. 4a). Impaired ErbB2 signaling alone had minimal impact but essentially neutralized the effects of ERRα inhibition on modules II and V (Fig. 4a and Supplementary Fig. 4). In stark contrast, concomitant loss of ErbB2 and ERRα significantly perturbed five modules (I, III, IV, VI, VII), with modules I and VI largely ascribed to ERRα loss alone (Fig. 4a–c). 

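Metabolic genes were followed here as gene lists written from general knowledge, and the network modules themselves were not rebuilt. Peroxisomal genes were lower as a list in both models without ERRα with camera at its preset correlation, but not with an estimated one. Their medians were -0.20 in ERRα KO and -0.21 in KI:KO hearts relative to WT (29 genes, camera, adjusted p = 2.5e-08 and 2.4e-07, and adjusted p = 0.209 and 0.0765 with an estimated correlation), and KI:KO did not differ from ERRα KO hearts (0.01, adjusted p = 0.764). Among them, Abcd2, which carries very long-chain fatty acids into the peroxisome, fell by 0.91 in KI:KO hearts (limma, adjusted p = 6.8e-04), and was lower than in ERRα KO hearts (-0.64, adjusted p = 0.035), a difference lost without any ERRα KO array or KI:KO replicate 1 or 2 (adjusted p = 0.075 to 0.128). Of these genes 4 fell in each model over all genes, and 9 in ERRα KO and 12 in KI:KO hearts adjusted over the list alone. The 4 called in ERRα KO hearts became 1, 0 and 1 without WT replicate 1, 2 and 3, and 0, 1 and 0 without ERRα KO replicate 1, 2 and 3. The fatty acid oxidation genes were slightly lower in KI:KO than in ERRα KO hearts (-0.06, camera, adjusted p = 0.011, and adjusted p = 0.573 with an estimated correlation). By comparison, genes of branched-chain amino acid degradation were lower in KI:KO than in ERRα KO hearts (-0.16, camera, adjusted p = 2.0e-05), as were those of the citric acid cycle (-0.09, adjusted p = 0.0019), and those of N-glycan biosynthesis were higher (0.15, adjusted p = 2.0e-05). With an estimated correlation these gave adjusted p = 0.351, 0.434 and 0.231. Of these lists, only N-glycan biosynthesis departed from the sum of the single models (interaction median 0.13, camera, adjusted p = 3.9e-04, and adjusted p = 0.398 with an estimated correlation), and branched-chain amino acid degradation (adjusted p = 0.138) and the citric acid cycle (0.101) did not. Of 66 lists tested, camera called 14 in ErbB2 KI, 32 in ERRα KO and 41 in KI:KO hearts relative to WT, and 0 in each with an estimated correlation. With fry, a test of whether a list moves one way, the counts were 0, 19 and 40. The ErbB2 KI count was 6 without WT replicate 3 and 5 without ErbB2 KI replicate 2.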

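Genes of fatty acid oxidation fell as a list in KI:KO hearts, with 10 of 26 lower at an adjusted p over all genes (15 adjusted over the list alone). The median log2 change was -0.29 (camera, adjusted p = 1.1e-11, and adjusted p = 0.132 with an estimated correlation). Hadh, which catalyses a dehydrogenation step of β-oxidation, fell by 0.79 (limma, adjusted p = 8.8e-04), the fatty acid transporter gene Slc27a1 by 0.67 (adjusted p = 0.0024) and Hadha, of the mitochondrial trifunctional protein, by 0.43 (adjusted p = 0.011). The ERRα KO hearts had 4 genes lower (12 lower and 1 higher adjusted over the list alone) and a median of -0.27 (camera, adjusted p = 2.5e-08, and adjusted p = 0.282 with an estimated correlation). These 4, Hadha, Acaa2, Acadvl and Slc25a20, were each lost when any 1 of the 6 arrays was left out (adjusted p = 0.0527 to 0.183) and with the replicate number as a block (0.0713 to 0.102), and all but Slc25a20 after quantile normalization (0.0578 to 0.0635). Genes of branched-chain amino acid degradation had a median of -0.28 in KI:KO hearts, with 8 of 23 lower (12 adjusted over the list alone; camera, adjusted p = 2.4e-09, and adjusted p = 0.188 with an estimated correlation). They include Bckdha of the rate-limiting dehydrogenase at -0.80 and Pccb at -0.59 (adjusted p = 0.0013 and 0.0044). For pyruvate entry into mitochondria, 3 of 21 genes were lower (6 lower and 1 higher adjusted over the list alone; median -0.14, camera, adjusted p = 0.0059, and adjusted p = 0.319 with an estimated correlation). These were the alanine aminotransferase gene Gpt at -1.08 (adjusted p = 7.6e-04), Pdpr, a regulator of pyruvate dehydrogenase phosphatase, at -0.61 (adjusted p = 0.0029) and Pdp2, whose call was lost without WT replicate 1 (adjusted p = 0.0622) or KI:KO replicate 1 (0.0615), and without KI:KO replicate 3 the number was 5. Of 17 genes of the citric acid cycle, only Idh2 fell over all genes (-0.60, adjusted p = 0.0022) and 2 adjusted over the list alone, with a median of -0.14 (camera, adjusted p = 0.0030, and adjusted p = 0.427 with an estimated correlation). Without KI:KO replicate 1 neither the pyruvate list (adjusted p = 0.0829) nor the citric acid cycle (0.0642) passed. Cardiomyocyte markers were lower as a list as well, with a smaller median of -0.12 in KI:KO hearts (22 genes, camera, adjusted p = 0.0088, and adjusted p = 0.232 with an estimated correlation), lost without KI:KO replicate 3 (adjusted p = 0.0573). Of these only Hrc, a calcium-binding protein of the sarcoplasmic reticulum, fell over all genes (-0.96, adjusted p = 9.3e-04) and adjusted over the list alone. The 10 fatty acid oxidation genes called became 4, 5 and 5 without WT replicate 1, 2 and 3, 4 without KI:KO replicate 1 and 6 without KI:KO replicate 3, and the 8 of branched-chain amino acid degradation became 4 without WT replicate 1, 5 without WT replicate 3 and 5 (4 lower and 1 higher) without KI:KO replicate 1. In limma, 0 genes of these lists were called in ErbB2 KI hearts, and the methods' test after adjustment 0, with 1 fatty acid oxidation and 2 branched-chain amino acid genes at an unadjusted p under 0.05.

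**Figure D3:**
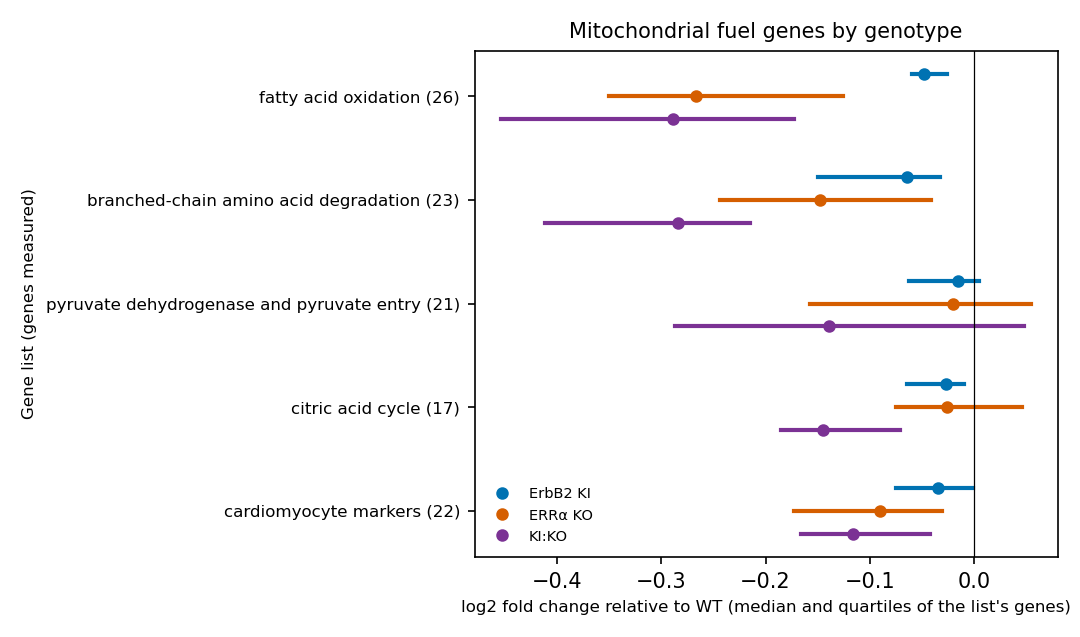
Log2 fold changes relative to WT of the genes of 5 lists in ErbB2 KI, ERRα KO and KI:KO hearts. Points are the medians and lines the quartiles over the genes of a list, with the number of genes measured in brackets. In KI:KO hearts the median is -0.29 for fatty acid oxidation and -0.12 for cardiomyocyte markers.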

Interconnected gene networks involved in FA degradation, amino acid, pyruvate, CAC, and phospholipid metabolism were most significantly down-regulated in KI:KO hearts (Fig. 4b). On the other hand, a more prominent up-regulation of networks linked to N-glycan biosynthesis, glycolysis, arachidonic acid, phospholipid, and sphingolipid metabolism was found in these mice (Fig. 4c). 

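Of 19 genes of glycolysis and glucose uptake, 4 rose and 2 fell in KI:KO hearts over all genes (6 and 3 adjusted over the list alone), with a median log2 change of 0.16 (camera, adjusted p = 0.0034, and adjusted p = 0.224 with an estimated correlation). The platelet-type phosphofructokinase gene Pfkp rose by 1.63 (limma, adjusted p = 4.7e-06), the glucose transporter gene Slc2a1 by 1.38 (adjusted p = 1.6e-05) and Hk1 by 0.93 (adjusted p = 1.3e-04), whereas Hk2, the hexokinase typical of adult muscle, fell by 0.41 (adjusted p = 0.0081). All 3 rises were also called in ERRα KO hearts (1.20, 0.96 and 0.94), and their differences between KI:KO and ERRα KO hearts of 0.43, 0.42 and -0.01 did not pass (adjusted p = 0.0888, 0.0934 and 0.99). Of 39 genes of N-glycan biosynthesis, 3 rose and 1 fell in KI:KO hearts (4 and 2 adjusted over the list alone; median 0.17, camera, adjusted p = 0.0018, and adjusted p = 0.256 with an estimated correlation). The mannosidase gene Man2a1 rose by 0.59 (adjusted p = 0.0059), and Alg8, Mgat2 and Man2a2 were called as well. The latter calls were lost without any of the WT arrays, or without KI:KO replicate 1 or 2 for Alg8 and Mgat2 and replicate 3 for Man2a2 (adjusted p = 0.0591 to 0.146). Of 27 genes of arachidonic acid metabolism, 9 rose (10 higher and 1 lower adjusted over the list alone; median 0.20, camera, adjusted p = 0.0012, and adjusted p = 0.0765 with an estimated correlation). They include Ephx1, an epoxide hydrolase (0.78, adjusted p = 0.0021), the phospholipase gene Pla2g5 (0.75, adjusted p = 0.0087) and the prostaglandin D synthase gene Ptgds (0.89, adjusted p = 0.0097). The 9 became 5 and 4 without WT replicate 1 and 2, and 5 without KI:KO replicate 2. In phospholipid metabolism (34 genes), 8 genes rose and 1 fell over all genes (8 and 2 adjusted over the list alone), and as a list they did not pass (median 0.06, camera, adjusted p = 0.0655), but they did without KI:KO replicate 1 (0.0318). For this list 4, 3 and 4 genes were called without WT replicate 1, 2 and 3, and 5 without KI:KO replicate 2. The lysophospholipase gene Pnpla7 (0.69, adjusted p = 0.0010) and Cds2, which makes CDP-diacylglycerol (0.44, adjusted p = 0.0056), were called in KI:KO hearts and also in ERRα KO hearts (0.93 and 0.62).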

Phospholipid metabolism was paradoxically found as both activated and repressed.

**Fig. 4:**
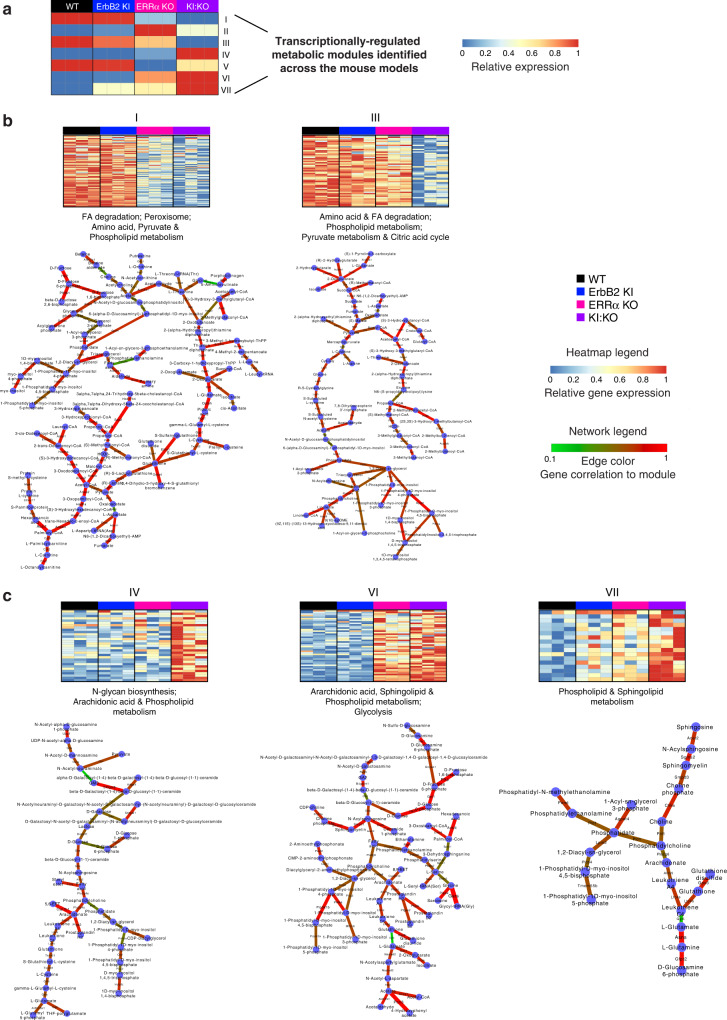
Computational integrative analysis of mouse heart gene expression profiles and metabolic networks. **a** Simultaneous multi-comparison analysis of mouse heart transcriptomes integrated into metabolic networks identified 7 significantly perturbed metabolic modules among the genotypes. Genes found with the greatest correlation in expression and distance in a metabolic reaction network are scored higher and the relative expression of metabolic modules identified for a pattern of scoring genes was calculated across the groups. Heatmap expression patterns for each metabolic module across the groups are shown. **b**, **c** Gene signature heatmap and gene/metabolic network for 5 metabolic modules found in (**a**) displaying the strongest down-regulation (**b**) and up-regulation (**c**) upon the loss of both ErbB2 and ERRα signaling. Key significantly enriched pathways associated with DEGs within the metabolic networks are also shown. See also Supplementary Fig. 4.

### Cardiac metabolomics reveals ERRα- and ErbB2-dependent metabolic reprogramming

To validate the power of our computational tool to predict the dysregulation of precise metabolic programs, we proceeded to characterize the mouse cardiac metabolomes. Cardiac large-scale UPLC/MS-based untargeted profiling resulted in the detection of 571 biochemicals (Supplementary Data 3). KI:KO hearts displayed 287 differentially expressed metabolites (DEMs; ANOVA, p < 0.05) relative to WT, that were primarily down-regulated, mostly ERRα-dependent, and largely related to lipid metabolism (Fig. 5a, b). Supervised clustering using partial least squares-discriminant analysis (PLS-DA) showed a similar group separation as to unsupervised clustering (Fig. 5b), highlighting ADP-ribose, pyruvate and AICAR as the most distinguishing metabolites (strongest VIP scores), though 40% of the top 15 were annotated to lipid metabolism (e.g., acetyl-CoA, corticosterone) (Supplementary Fig. 5a). Random Forest classification differentiated all four groups with an overall predictive accuracy of ∼88%, substantially greater than random chance alone (25% accuracy), with most top classifying metabolites related to lipid metabolism including myo-inositol, L-carnitine, and phospholipid species (Supplementary Fig. 5b).

**Fig. 5:**
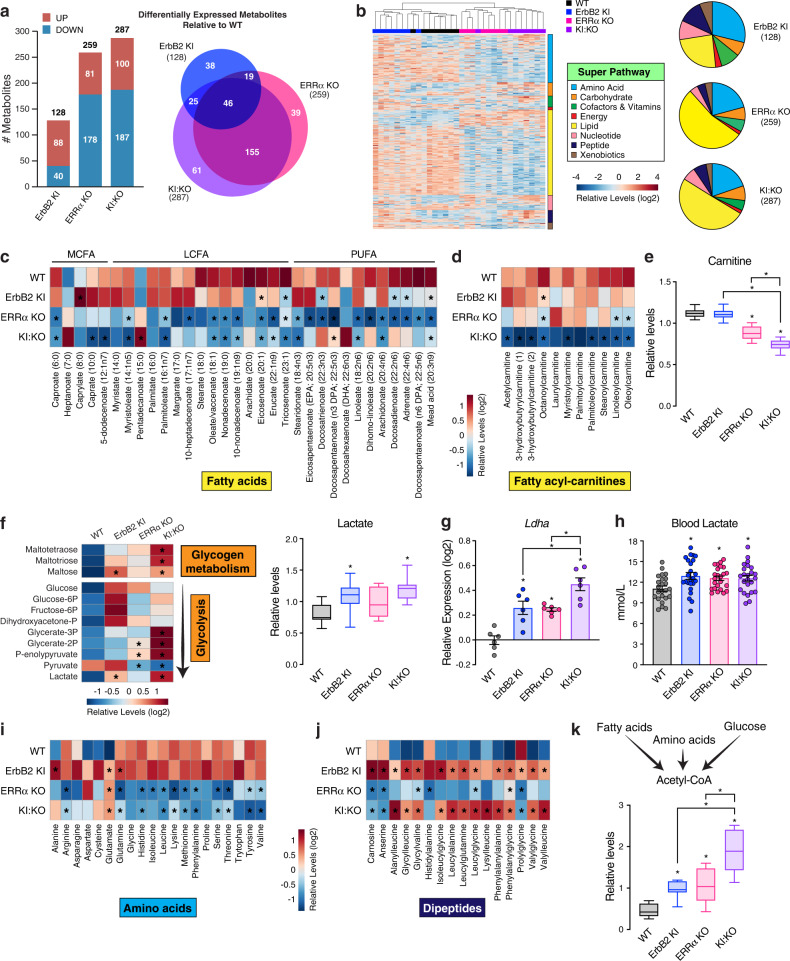
Characterization of ErbB2 KI, ERRα KO and KI:KO cardiac metabolomes. **a** Bar chart and Venn diagram illustrating cardiac DEMs identified across genotypes relative to WT using a large-scale unbiased LC/MS-based screen (ANOVA, *p* < 0.05, *n* = 8). **b** Heatmap and pie charts of the cardiac mouse metabolomes subdivided into 8 major metabolic pathways. For the heatmap, DEMs were sorted from most up-regulated to most down-regulated in KI:KO hearts compared to WT within each metabolic category prior to unsupervised hierarchical sample clustering using Euclidean distance measure and average linkage. **c**, **d** Heatmap of cardiac fatty acid (**c**) and fatty acyl-carnitine (**d**) levels detected among the genotypes. **e** Box plot of free carnitine levels in mouse hearts (*n* = 8). **f** Heatmap of relative glycogen metabolite and glycolytic intermediate levels in the mouse hearts and box plot of heart lactate levels (*n* = 8). **g** RT-qPCR analysis of *Ldha* expression in mouse hearts (*n* = 6). Data are normalized to *Rplp0* levels. **h** Bar chart of circulating lactate levels in the mice (*n* = 24). **i**, **j** Heatmap of amino acid (**i**) and dipeptide (**j**) profiles in the mouse hearts. **k** Box plot of mouse cardiac acetyl-CoA levels (*n* = 8), produced by the breakdown and oxidation of lipids, carbohydrates, and protein. Data in (**e**, **f**, and **k**) are shown as box and whiskers plots: center line denotes median, box extends from 25th to 75th percentiles, and whiskers extend to the lowest and highest values; *p < 0.05 by ANOVA relative to WT controls, unless otherwise indicated. Data in (**g** and **h**) represent means ± SEM; *p < 0.05 by ANOVA relative to WT controls, unless otherwise indicated. Metabolites with an asterix (*) in the heatmap representations (**c**, **d**, **f**, **i**, **j**) were found significantly altered in the indicated mouse model versus WT, *p < 0.05 by ANOVA. See also Supplementary Fig. 5 and 6.

Impaired ErbB2 signaling modestly impacted FA levels, mostly poly-unsaturated FAs (PUFAs), whereas ERRα ablation reduced medium- and long-chain FAs along with PUFAs including linoleic and arachidonic acid (Fig. 5c). Diminished circulating FA pools mirrored cardiac FA profiles (Supplementary Fig. 6a). ERRα loss significantly lowered arachidonic acid-derived eicosanoids with lowest levels in KI:KO hearts (Supplementary Fig. 6b). These findings contrasted with the up-regulation of two metabolic modules encompassing arachidonic acid metabolism in KI:KO, driven by increased transcription of cyclooxygenase-1 (COX-1) and COX-2-encoding genes, *Ptgs1* and *Ptgs2*, respectively, required for prostaglandin synthesis from arachidonic acid (Fig. 4c). 

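Ptgs2, on chromosome 1 of GRCm38 from 150100031 to 150108234, had a log2 value of 5.01 ± 0.10 (SD, n = 3 hearts) in WT, 4.90 ± 0.32 in ErbB2 KI, 5.12 ± 0.23 in ERRα KO and 6.85 ± 0.92 in KI:KO hearts. It rose by 1.84 in KI:KO hearts relative to WT (limma, adjusted p = 0.0085), where it also varied most between hearts. Its values in ErbB2 KI and ERRα KO hearts were -0.11 and 0.11 (adjusted p = 1.00 and 0.95). The difference of 1.73 between KI:KO and ERRα KO hearts (adjusted p = 0.063) and the interaction of the alleles (adjusted p = 0.40) did not pass over all genes. Some genes the paper names are not analysed here.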

Higher COX-2 protein levels in KI:KO hearts were validated by immunoblot analysis (Supplementary Fig. 6c). Although the prostaglandin subclass of eicosanoids was not measured in our metabolomics study, the data indicate their augmentation in KI:KO mice. Further, ERRα inhibition promoted the biosynthesis of phosphatidylcholine (PC) and phosphatidylethanolamine (PE) phospholipids, while a general marked decline in PC- and PE-containing glycerophospholipids, lysolipids, plasmalogens and lysoplasmalogens was observed (Supplementary Fig. 6d–f and Supplementary Data 3). These data corroborate the inferred bi-directional transcriptional control of phospholipid metabolism (Fig. 4b, c). 

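Of 31 genes of sphingolipid metabolism, 7 rose in KI:KO hearts relative to WT over all genes and 9 adjusted over the list alone, with a median log2 change of 0.09 (camera, adjusted p = 1.4e-04, and adjusted p = 0.0765 with an estimated correlation). Sgms2, which makes sphingomyelin from ceramide, rose by 0.68 (limma, adjusted p = 0.0050), and Smpd1, whose product breaks sphingomyelin down, by 0.63 (adjusted p = 0.0022). The ganglioside synthesis genes St3gal5 and B4galnt1 rose by 1.05 (adjusted p = 8.1e-05) and 1.09 (adjusted p = 0.0042). These 4 genes were at 0.36, 0.32, 0.26 and 0.62 in ERRα KO hearts and did not pass (adjusted p = 0.175, 0.119, 0.239 and 0.115). Of the 4, only the difference of St3gal5 between KI:KO and ERRα KO hearts passed (0.79, adjusted p = 0.0040). The list's median in ERRα KO hearts was 0.05 (camera, adjusted p = 0.016, and adjusted p = 0.323 with an estimated correlation), with 6 genes higher adjusted over the list alone. Its call was lost without WT replicate 3 (adjusted p = 0.0594) or ERRα KO replicate 1 (0.0889). Over all genes only the ceramide synthase gene Cers4 rose there (0.55, adjusted p = 0.013), a call lost without WT replicate 1 (adjusted p = 0.0707) or WT replicate 3 (0.0525). The 7 genes that rose in KI:KO hearts became 4 without any of the WT arrays.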

ERRα deficiency also stimulated sphingomyelin production (Supplementary Fig. 6g), supported by up-regulation of sphingolipid metabolic genes (Fig. 4c). Remarkably, while several fatty-acyl carnitine species were decreased in ERRα KO hearts, dual inhibition of ERRα and ErbB2 led to their robust global decline (Fig. 5d). KI:KO also displayed the highest and lowest levels of free CoA and carnitine, respectively (Fig. 5e and Supplementary Fig. 6h).

Disturbances in carbohydrate metabolism were found, with more prominent elevations in glycogen metabolites and many glycolytic intermediates in KI:KO (Fig. 5f). Albeit increased, several metabolites including glucose did not reach statistical significance, likely due to the non-static flux of glucose through the glycolytic pathway. Higher myocardial and serum levels of lactate were observed in conjunction with increased cardiac mRNA expression of lactate dehydrogenase alpha (Ldha) (Fig. 5f–h). Hearts lacking ERRα exhibited markedly diminished pyruvate levels with accumulating upstream glycolytic intermediates found more striking in KI:KO (Fig. 5f). While the activity of pyruvate kinase was not perturbed (Supplementary Fig. 6i), ERRα KO and KI:KO hearts exhibited augmented PDH activities (Fig. 2j). This significant up-regulation of pyruvate oxidation and pattern of upstream glycolytic intermediates denotes a “bottleneck” of pyruvate entry into the CAC in the absence of ERRα.

Regarding amino acid metabolism, loss of ErbB2 alone resulted in either no change or an increase in a few amino acids (e.g., alanine and glutamine) in stark contrast to ERRα inhibition which generally lowered amino acid profiles (Fig. 5i). Glutamate accumulation was a common feature, a precursor for glutathione (GSH) synthesis important for antioxidant response, also found augmented (Supplementary Fig. 6j). Dipeptide levels (Fig. 5j), an indicator of protein synthesis, reflected the mouse heart to body weight ratios (Fig. 1c).

FA, glucose, and ketogenic amino acid oxidation each contribute to the intracellular acetyl-CoA pool, found independently fostered by impaired ErbB2 and ERRα signaling, denoting decreased incorporation into the CAC (Fig. 5k). Several perturbations in CAC intermediates were observed including increased succinate and decreased fumarate levels in KI:KO (Supplementary Fig. 6k). In addition, loss of either factor augmented α-ketoglutarate derivative 2-hydroxyglutarate (2-HG), found highest in KI:KO hearts (Supplementary Fig. 6k).

### Integrative omics analysis of ErbB2- and ERRα-dependent signatures

To gain a more holistic understanding of ErbB2 and ERRα contributions to increased DCM severity in KI:KO mice, integrated omics signatures comprising molecules with a greater likelihood for disease causality were generated (Fig. 6a and Supplementary Data 4). Perturbations occasioned by the loss of one factor and counterbalanced by loss of the other were deemed unlikely to be causal. Multi-omics signatures of ErbB2 KI and ERRα KO effects sustained in KI:KO were constructed alongside a KI:KO only signature requiring the concomitant loss of both factors. 

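The gene parts of these signatures (Supplementary Data 4) were chosen on the same arrays, so what follows describes the lists and is not independent evidence. Of 1044 probe sets in the ERRα KO & KI:KO signature (494 up, 550 down), all had the listed direction in both models, and 94.3% in ERRα KO and 96.2% in KI:KO hearts were also at the methods' threshold in limma. An adjusted p under 0.05 was reached by 263 of them in ERRα KO and by 543 in KI:KO hearts. The former count was 89, 108 and 101 without WT replicate 1, 2 and 3, and 110, 128 and 99 without ERRα KO replicate 1, 2 and 3, and the latter 258, 303 and 266 without WT replicate 1, 2 and 3 and 340 without KI:KO replicate 1. Of 201 probe sets in the ErbB2 KI & KI:KO signature (97 up, 104 down), 82.1% were at the threshold in ErbB2 KI hearts and 2 passed an adjusted p, against 92.5% and 81 in KI:KO hearts. The 2 became 1 without WT replicate 1 or 3 or ErbB2 KI replicate 1 or 2, and the 81 became 42, 53 and 43 without WT replicate 1, 2 and 3, and 50 and 49 without KI:KO replicate 1 and 2. As for ERRα KO hearts, which this signature leaves aside, 94.5% of them had the listed direction and 56.2% were at the threshold. Of 1614 probe sets in the KI:KO only signature (778 up, 836 down), 83.7% were at the threshold in KI:KO hearts and 221 passed an adjusted p. This count of 221 became 50, 77 and 65 without WT replicate 1, 2 and 3, and 78 and 111 without KI:KO replicate 1 and 2. In limma, 0 of them passed an adjusted p in either single model, with 46 in ErbB2 KI and 185 in ERRα KO hearts at the methods' threshold. Their direction was the listed one for 78.6% in ErbB2 KI and 88.7% in ERRα KO hearts, shares that the common WT arrays raise above chance.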

Pathway enrichment analysis and prediction of pathway activation (z-score ≥ 2) or repression (z-score ≤ −2) states were assessed by IPA (Fig. 6b, Supplementary Fig. 7a, and Supplementary Data 4). 

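The growth factor genes Fgf6, Fgf16, Igf1 and Pgf had log2 changes of 0.50, -0.47, 0.43 and 0.56 in ErbB2 KI hearts relative to WT, and did not pass over all genes (limma, adjusted p = 0.74, 0.49, 0.89 and 0.69). In KI:KO hearts Fgf6 rose by 0.98 (adjusted p = 0.0023), Igf1 by 0.89 (adjusted p = 0.0077) and the placental growth factor gene Pgf by 1.02 (adjusted p = 0.0029), and Fgf16, a fibroblast growth factor made by cardiomyocytes, fell by 0.74 (adjusted p = 0.0020). Their values in ERRα KO hearts were 0.21, -0.32, 0.49 and 0.64 in the order first given, none of them past an adjusted p (0.63, 0.18, 0.19 and 0.063). The interaction of the alleles did not pass for any of them (adjusted p = 0.83 to 0.99). Of 33 growth factor genes of the heart, limma called 0 in ErbB2 KI hearts over all genes (7 at an unadjusted p under 0.05, and 0 by the methods' test after adjustment), and 4 were higher and 1 lower adjusted over the list alone.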

The ErbB2 KI-driven signature, harboring the least molecules, showed less modulated pathways underscored by phosphoprotein- and/or gene-level changes including perturbed phosphorylation of sarcomeric Myl2 and Tnni3 proteins associated with ILK, PKA and/or DCM signaling and deregulated expression of several growth factors (e.g., *Fgf6/16*, *Igf1*, *Pgf*). S15 and S14/S15 of myosin light chain 2 (Myl2) in human and mouse, respectively, are critical regulatory phosphorylation sites targeted by myosin light chain kinase in which their reduced phosphorylation associates with DCM and heart failure via impacts on cross-bridge cycling kinetics and contractile force^36^. In support of Myl2 S14/S15 dephosphorylation in hearts with down-regulated ErbB2 activity, we detected lower levels of p-Myl2 using a phospho S15-specific antibody (Supplementary Fig. 7b). Accumulation of protein aggregates marked by hyperphosphorylation of Tau is a well-known hallmark of Alzheimer’s disease, but it has also been linked to the pathogenesis of heart disease^37^. Using an antibody recognizing phospho-Tau S385 in mice, corresponding to S396 in human, we observed lower levels of phosphorylated Tau in hearts lacking ErbB2 and/or ERRα, suggesting that this proteotoxic stress is not an underlying cause of the observed DCM in these mice (Supplementary Fig. 7b). 

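Ccn2, a matricellular protein induced by TGF-β, rose by 0.88 on the log2 scale in ERRα KO (limma, adjusted p = 0.0049) and by 1.70 in KI:KO hearts relative to WT (adjusted p = 3.4e-05), and was higher in KI:KO than in ERRα KO hearts (0.82, adjusted p = 0.029). This difference was lost without any ERRα KO array or KI:KO replicate 1 or 2 (adjusted p = 0.0683 to 0.109). Tgfb3 rose by 0.96 in KI:KO hearts (adjusted p = 0.0050), and neither its value of 0.32 in ERRα KO hearts (adjusted p = 0.47) nor the difference of 0.64 between KI:KO and ERRα KO hearts (adjusted p = 0.14) passed. The thiolase gene Acaa2 fell by 0.38 in ERRα KO hearts (adjusted p = 0.047) and by 0.47 in KI:KO hearts (adjusted p = 0.0085). Acadm, a dehydrogenase for medium-chain fatty acids, was at -0.25 in ERRα KO hearts and did not pass (adjusted p = 0.19), and fell by 0.37 in KI:KO hearts (adjusted p = 0.026), a call lost without any WT array or KI:KO replicate 1 (adjusted p = 0.0689 to 0.101) and with the replicate number as a block (0.0547). Atp5e, a subunit of ATP synthase, fell by 0.43 in ERRα KO (adjusted p = 0.020) and by 0.42 in KI:KO hearts (adjusted p = 0.013). The complex I subunit gene Ndufv3 fell by 0.39 in ERRα KO hearts (adjusted p = 0.048), and its value of -0.30 in KI:KO hearts did not pass (adjusted p = 0.089). Several of these calls in ERRα KO hearts did not hold with fewer arrays. Acaa2 (adjusted p = 0.0915 to 0.165) and Ndufv3 (0.0976 to 0.185) were lost without any 1 of the 6 arrays, and Atp5e without any but ERRα KO replicate 2 (0.0608 to 0.0861). With the replicate number as a block Acaa2 (adjusted p = 0.095) and Ndufv3 (0.0872) were lost there, and after quantile normalization Acaa2 and Atp5e (0.0539). For Atp5e the call in KI:KO hearts was lost without WT replicate 3 (adjusted p = 0.057) or KI:KO replicate 1 (0.0503). Of 33 complex I genes, Ndufv3 was the only gene called in ERRα KO hearts, also adjusted over the list alone, and the list had a median of -0.09 there (camera, adjusted p = 3.1e-04, and adjusted p = 0.455 with an estimated correlation) and -0.11 in KI:KO hearts (camera, adjusted p = 8.3e-04, and adjusted p = 0.426 with an estimated correlation), the latter lost without KI:KO replicate 1 (0.0642). The study chose the named genes on these hearts, so their calls are not independent evidence.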

The ERRα KO-driven signature was marked by the up-regulation of fibrosis signaling (e.g., *Acta2*, *Ccn2*, *Tgfb3*), validated previously (Figs. 1a, d, and 3e–g), as well as perturbations in metabolic processes, noting the transcriptional down-regulation of several mitochondrial FAO (e.g., *Acaa2*, *Acadm*, *Acsl1*) and Oxphos genes (e.g., *Atp5e*, *Ndufb2*, *Ndufv3*). Diminished protein levels of Acadm and Acsl1 in hearts lacking ERRα supported their transcriptional repression with further analysis revealing reduced cardiac mtDNA abundance in ERRα KO and KI:KO mice, consistent with lower expression levels of the mitochondrial transcription factor A (Tfam) (Supplementary Fig. 7c, d). 

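Mapk11, which encodes the p38β kinase, had a log2 change of 0.40 in KI:KO hearts relative to WT, Myd88, an adaptor of Toll-like receptors, 0.38 and the transcription factor gene Stat3 0.38. None of the 3 passed over all genes (limma, adjusted p = 0.053, 0.058 and 0.082), and all were at the methods' threshold. Myd88 and Stat3 passed with array weights and without KI:KO replicate 3 (adjusted p = 0.0144 to 0.0308). Their values were 0.03, 0.20 and 0.17 in ERRα KO and, in ErbB2 KI hearts, 0.08, -0.04 and 0.06. The difference between KI:KO and ERRα KO hearts did not pass either (adjusted p = 0.20, 0.59 and 0.57), nor did the interaction of the alleles (adjusted p = 0.73, 0.79 and 0.89). Of the 14 genes named for the integrated signatures that were measured, 6 rose and 4 fell in KI:KO hearts over all genes (9 and 5 adjusted over the list alone), and 2 rose and 3 fell in ERRα KO hearts (4 and 5 adjusted over the list alone). These 5 were 3 without ERRα KO replicate 2 and 2 without any other of the 6 arrays. Of them, limma called 0 in ErbB2 KI hearts (5 at an unadjusted p under 0.05, and 0 by the methods' test after adjustment), with 2 higher and 1 lower adjusted over the list alone. The study chose these genes on the same arrays.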

The largest signature, KI:KO only, displayed an up-regulation of molecules associated with immune/inflammation (e.g., *Mapk11*, *Myd88*, *Stat3*) as well as multiple changes linked to cardiac remodeling including altered ILK, PI3K/AKT, PKA, RHOA, ERK/MAPK, mTOR, and actin cytoskeleton. Examination by Western blotting showed increased phosphorylation and hyperactivation of AKT (S473 and T308) and ERK1/2 (T202 and Y204) signaling as well as a prominent elevation in S3 phospho-Cofilin 1 (Cfl1) linked to ILK, RHOA, and actin cytoskeleton (Supplementary Fig. 7e). Cofilins 1 and 2 (Cfl1/2), which functionally overlap, play a key role in sarcomeric actin dynamics and their deactivation by phosphorylation at the conserved S3 residue inhibits their actin severing function, thus impairing actin turnover. Notably, increased Cfl2 S3 phosphorylation was previously observed in human idiopathic DCM patients^38^.

**Fig. 6:**
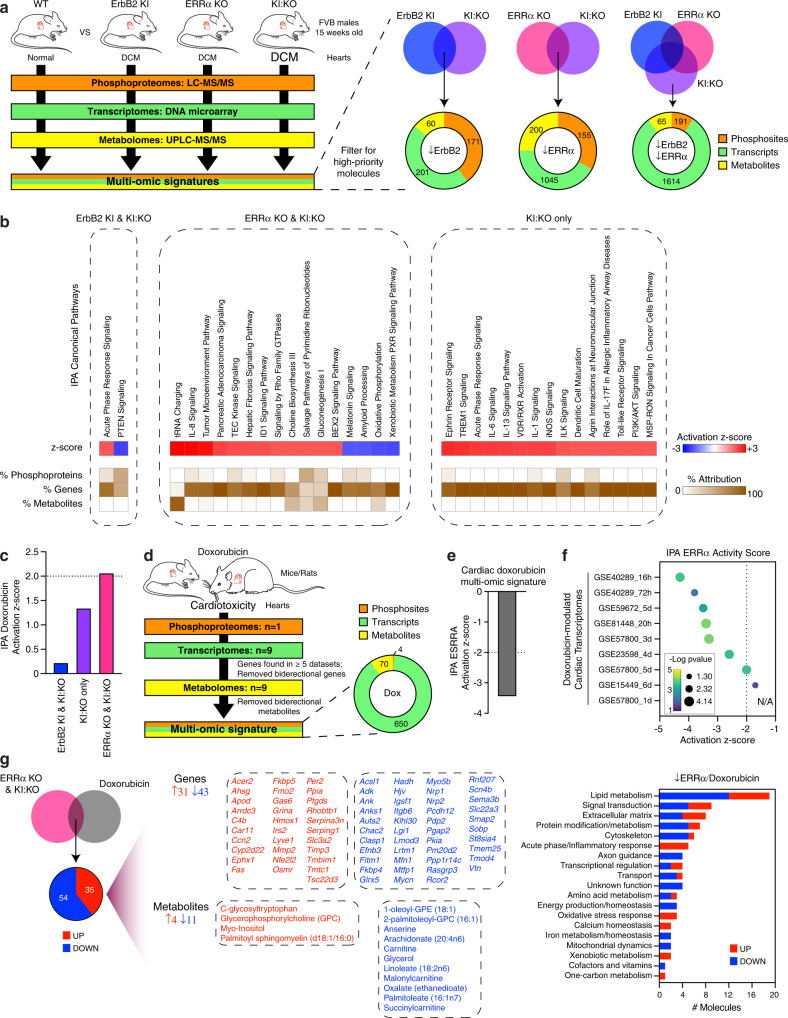
Characterization of cardiac ErbB2- and ERRα-dependent multi-omics signatures. **a** Schematic illustration showing the integration of multi-omics signatures filtered for prioritizing deregulated DCM-causing molecules that are ErbB2- and/or ERRα-dependent. **b** IPA canonical pathway activity relationships with the 3 identified multi-omics signatures identified in (**a**). Pathways with significantly associated activation (z-score ≥ 2) or inhibition (z-score ≤ −2) states are shown with the relative contribution of each omics layer (phosphoprotein, gene, metabolite) to the predictions. **c** IPA identified doxorubicin as an upstream chemical drug with a significant activation score (z-score ≥ 2) uniquely in the ERRα-driven signature identified in (**a**). **d** Schematic illustration showing the integration of multi-omics signatures from doxorubicin-treated animals using publicly available phosphoproteomics^39^, transcriptomics^40–45^, and metabolomics^46–54^ datasets. **e** IPA identified ESRRA (ERRα) as a transcriptional regulator with a significant down-regulated activation score (z-score ≤−2) in the doxorubicin-driven multi-omics signature identified in (**d**). **f** IPA attributed a significant down-regulated activation score (z-score ≤−2) to ESRRA (ERRα) in 7 of 9 doxorubicin-modulated transcriptomes used to construct the multi-omics signature in (**d**). **g** Intersection of the ERRα KO & KI:KO and doxorubicin cardiac multi-omics signatures identified in (**a**, **d**) resulted in 89 commonly deregulated molecules, mainly down-regulated and most largely associated with lipid metabolism. See also Supplementary Fig. 7.

Given that mitochondria are a primary target of doxorubicin action, that loss of ERRα triggers mitochondrial dysfunction, and that both facets augment cardiotoxicity induced by ErbB2-targeted approaches, we surmised a strong inverse relationship between doxorubicin and ERRα signaling. Fittingly, a doxorubicin response was deemed activated exclusively in the ERRα KO-driven signature (Fig. 6c), suggesting that impaired ERRα function is a molecular facet of doxorubicin-driven cardiotoxicity. To explore this notion, we constructed a cardiac-specific doxorubicin-dependent multi-omics signature comprising 724 molecules established from 1 phosphoproteomics^39^, 9 transcriptomics^40–45^ and 9 metabolomics^46–54^ datasets derived from doxorubicin-treated animals (Fig. 6d and Supplementary Data 5). Genes/metabolites with inconsistent directional changes across studies were removed and only DEGs found in 5 of 9 transcriptomes were retained. Noteworthy, *Esrra*, found down-regulated in 4 of 9 datasets, did not meet our inclusion criteria. Functional analysis showed enrichment and/or deregulation of pathways linked to doxorubicin including oxidative stress, antioxidant response, ferroptosis, fibrosis, autophagy, and cardiac and metabolic remodeling^55–58^ (Supplementary Fig. 7f, g and Supplementary Data 5). Importantly, ERRα activity was strongly down-regulated in the doxorubicin signature (Fig. 6e). Independent analysis of the integrated doxorubicin-modulated transcriptomes, overlapping ∼10–25% with respect to the ERRα KO & KI:KO signature, revealed significantly decreased ERRα activity in 7 of 9 datasets (Fig. 6f and Supplementary Fig. 7h). Remarkably, ERRα was the most consistently and strongly down-regulated transcriptional regulator across the datasets (Supplementary Fig. 7i). Cross-examination of ERRα- and doxorubicin-dependent signatures identified 89 similarly deregulated molecules, 74 genes and 15 metabolites, linked to multiple functions most notably lipid metabolism (Fig. 6g and Supplementary Data 5). 

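The doxorubicin signature (Supplementary Data 5) comes from other studies and is independent of these hearts. Of its 293 genes listed up and 357 listed down, 259 and 321 were measured. Genes at the methods' threshold in the same direction in both ERRα KO and KI:KO hearts held 35 of the doxorubicin-induced genes among the 607 that were higher, where 7.09 would be expected by chance (odds ratio 5.83, Fisher's exact test, two-sided p = 6.4e-15). They held 44 of the doxorubicin-repressed genes among the 659 that were lower, where 9.54 would be expected (odds ratio 5.49, Fisher's exact test, p = 2.4e-17). Overlaps in the opposite direction were smaller, with 13 induced genes lower (7.70 expected, Fisher's exact test, p = 0.062) and 16 repressed genes higher (8.78 expected, Fisher's exact test, p = 0.023). At an adjusted p in both models, 16 induced genes were among the 169 that were higher (1.97 expected, Fisher's exact test, p = 1.6e-10) and 21 repressed genes among the 192 that were lower (2.78 expected, p = 7.3e-13). In that set, too, more repressed genes than expected were higher (10 against 2.45 expected, odds ratio 4.39, Fisher's exact test, p = 1.8e-04), and induced genes that were lower numbered 4 (2.24 expected, p = 0.29). All these expected counts take every gene tested as background, dim ones included. An overlap in either direction may exceed them for that reason. The 16 became 4, 7 and 4 without WT replicate 1, 2 and 3, 5, 9 and 5 without ERRα KO replicate 1, 2 and 3 and 10 without KI:KO replicate 2, and the 21 became 12 without WT replicate 1 and 13 without WT replicate 3 or ERRα KO replicate 3. The 10 repressed genes that were higher became 8, 8 and 7 and then 9, 9 and 8 without the same WT and ERRα KO arrays, and so were at least as many as the induced genes that were higher whenever 1 of these arrays was left out. The 2 lists differ in size, and by odds ratio the induced genes led with all arrays (9.36 against 4.39). They also led without WT replicate 2, ERRα KO replicate 2 or any KI:KO array. The repressed genes led without WT replicate 1 or 3 or ERRα KO replicate 1 or 3. Among higher genes at an adjusted p, whether the sign of the change under doxorubicin is kept thus varied with the array left out. As whole lists they shifted little. The induced genes had a median log2 change of 0.04 in ERRα KO hearts (18 rose and 7 fell, 23 and 16 adjusted over the list alone; camera, adjusted p = 0.028, and 0.172 without WT replicate 3). That of the repressed genes was -0.08 (12 rose and 24 fell, 13 and 43 adjusted over the list alone; camera, adjusted p = 6.4e-04). With an estimated correlation both gave adjusted p = 0.117. The 25 induced genes called were 8, 12 and 10 without WT replicate 1, 2 and 3, and 10, 14 and 8 without ERRα KO replicate 1, 2 and 3, and the 36 repressed genes 21 without WT replicate 1 or 3 and 22 without ERRα KO replicate 3. The median of the induced genes in KI:KO hearts was 0.07 (50 rose and 13 fell, 72 and 25 adjusted over the list alone; camera, adjusted p = 1.4e-05, and adjusted p = 0.0077 with an estimated correlation). For the repressed genes it was -0.04 (21 rose and 60 fell, 39 and 86 adjusted over the list alone; camera, adjusted p = 0.0076, and adjusted p = 0.229 with an estimated correlation). Neither passed in ErbB2 KI hearts (camera, adjusted p = 0.151 for both), although both did without WT replicate 2 (adjusted p = 0.0246), the induced genes after quantile normalization (0.0297) and the repressed genes without ErbB2 KI replicate 3 (0.0342). Of the 74 common genes that the paper lists, 64 were measured, and all had the listed direction in both models, which follows from how the study chose them. The paper concludes that doxorubicin and loss of ERRα activity are connected in the heart. Besides the shared genes and metabolites, it draws on pathway software that predicted a doxorubicin response in the ERRα KO signature. The software also predicted lower ERRα activity in the doxorubicin signature and in most of the doxorubicin transcriptomes. Those predictions were not rerun here.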

Decreased FAs (palmitoleate, linoleate, arachidonate) and FAO-associated *Acsl1*, *Hadh*, and carnitine as well as perturbed membrane lipids were noted. Key targeted processes included p53 (↑*Fas*), insulin (↑*Irs2*), PKA (↓*Pkia*), and RAS signaling (↓*Rasgrp3*), ECM (e.g,. ↑*Ccn2*, ↑*Mmp2*, ↓*Itgb6*, ↓*Sema3b*), cytoskeleton (e.g., ↑*Rhobtb1*, ↓*Auts2*, ↓*Lmod3*), immune/inflammation (e.g., ↑*C4b*, ↑*Osmr*), axon guidance (e.g., ↓*Nrp1*, ↓*Nrp2*), transcription (↑*Per2*, ↑*Tsc22d3*, ↓*Mycn*, ↓*Rcor2*), ATP homeostasis (↓*Adk*, ↓*Rnf207*), oxidative stress response (e.g., ↑*Nfe2l2*, ↑*Hmox1*), calcium homeostasis (↑*Grina*, ↑*Tmbim1*), and iron metabolism/homeostasis (↓*Glrx5*, ↓*Hjv*). These findings establish a previously unknown molecular connection between doxorubicin and loss of ERRα activity in the heart.

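Of the genes the text names here, 27 were measured. In KI:KO hearts 12 rose and 13 fell relative to WT over all genes (12 and 15 adjusted over the list alone), and in ERRα KO hearts 8 rose and 5 fell (12 and 15 adjusted over the list alone). Again limma called 0 in ErbB2 KI hearts (4 at an unadjusted p under 0.05, and 0 by the methods' test after adjustment), with 1 higher and 1 lower adjusted over the list alone. The study chose them on these hearts, so the counts are not independent evidence. Pkia, an inhibitor of protein kinase A, fell by 0.78 in ERRα KO and by 0.72 in KI:KO hearts (limma, adjusted p = 0.0014 in each), the corepressor gene Rcor2 by 0.89 and 0.84 (adjusted p = 2.9e-04 and 2.6e-04), and Hjv, a regulator of hepcidin and iron uptake, by 1.00 and 0.78 (adjusted p = 5.3e-04 and 0.0018). Some were called in KI:KO hearts only, such as the death receptor gene Fas (0.74, adjusted p = 0.0021), the haem oxygenase gene Hmox1 (1.61, adjusted p = 0.0042) and Rnf207, a ubiquitin ligase that affects cardiac excitability (-1.07, adjusted p = 1.7e-04). Their values in ERRα KO hearts were 0.28, 0.78 and -0.43 (adjusted p = 0.26, 0.20 and 0.066), and of the differences between KI:KO and ERRα KO hearts only that of Rnf207 passed (adjusted p = 0.11, 0.26 and 0.031), and it was lost without any ERRα KO array or KI:KO replicate 1 (adjusted p = 0.051 to 0.161). Nrp2 was the only gene of the 27 that did not pass over all genes in either model (-0.26 in ERRα KO and -0.35 in KI:KO hearts, adjusted p = 0.36 and 0.11). The calls of Irs2, Mycn and Grina were lost without several single arrays in both models (adjusted p = 0.0552 to 0.169), each without WT replicate 3. Those of Mmp2 were also lost without single arrays in both models (adjusted p = 0.0523 to 0.0896). Calls of C4b, Glrx5 and Nfe2l2 in ERRα KO hearts and of Adk, Nrp1, Sema3b and Lmod3 in KI:KO hearts were lost without at least 1 array. With the replicate number as a block, the calls of Mycn in ERRα KO hearts (adjusted p = 0.0563) and of Grina in both models (0.096 and 0.0831) were lost, and that of Grina in KI:KO hearts after quantile normalization (0.0612). The block also cost the calls of Nfe2l2 in ERRα KO hearts (0.0661) and of Adk, Nrp1 and Sema3b in KI:KO hearts (0.0513 to 0.0719). The 13 genes called in ERRα KO hearts became 6 and 7 without WT replicate 1 and 3, and 8 and 7 without ERRα KO replicate 1 and 3.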

## Discussion

The limited access to human heart tissue specimens increases the reliance on animal model systems to study cardiovascular disorders. Herein, we used genetically engineered whole-body mouse models to mimic systemic exposure to candidate drug therapies against BCa. Using a systems biology approach, we characterized ErbB2- and ERRα-dependent molecular features of the DCM developed in these mice whereby their dual inhibition worsened the disease. Our integrated phosphoproteomics, transcriptomics, and metabolomics studies uncovered profound effects of concomitant ErbB2 and ERRα loss-of-function on cardiomyocyte architecture, inflammatory response, and metabolism. To the best of our knowledge, no prior investigation globally mapped the ERRα-dependent phosphoproteome or metabolome in any cellular context and no prior study performed phosphoproteomics or metabolomics profiling downstream loss of ErbB2 signaling in the adult heart. Moreover, integrated multi-omics signatures of ERRα loss-of-function and doxorubicin treatment revealed common features of chemotherapeutic cardiotoxicity. Taken together, our findings highlight previously unrecognized potential cardiovascular risks associated with current and prospective combination therapeutic approaches for the management of BCa.

This study allowed for the delineation of ERRα- and ErbB2-dependent molecular mechanisms. First, reduced ErbB2 signaling lowered PUFAs, up-regulated glycolysis, and altered growth hormone and DCM signaling. Proteins at cell-cell junctions (e.g., Cx43) and within distinct regions of the sarcomere were major targets for altered phospho-dependent regulation, implying that DCM occasioned by ErbB2 inhibition involves decreased mechanical coupling and electrophysiological properties as well as sarcomeric dysfunction via altered structural assembly and force. Notably, our results uncover ErbB2 signaling as a positive regulator of sarcomeric protein Myl2 S14/S15 phosphorylation, key regulatory sites important for cardiac muscle contraction. The phosphorylation of intercalated disc protein Cx43 at residues S306, S328, S364, S365, and S368 have reported positive actions on gap junction trafficking/assembly and gating^59,60^, all found hypophosphorylated in hearts with suppressed ErbB2 signaling. Second, ERRα ablation impacted several signaling processes (e.g., DCM, ILK, PKA), fibrosis, immune/inflammation, and reprogrammed energy metabolism. The strong inflammatory signature, ECM deposition, and observed macrophage infiltration further solidify the important role of ERRα in attenuating inflammatory responses found in other tissue/cellular contexts^61–63^. Metabolomics corroborated key transcriptome-based predicted metabolic remodeling events including deregulation of phospholipid metabolism, up-regulation of glycolysis and sphingolipid metabolism, and down-regulation of FAO, pyruvate, and amino acid metabolism, extending the role of ERRα in metabolism to the control of lipid membrane homeostasis. Diminished pyruvate levels were attributed to increased PDH activity, a gatekeeper of glucose oxidation, due to decreased phosphorylation of the inhibitory site of Pdha1 at S232. Increased glycolytic rates in failing hearts have been conflictingly associated with either depressed or enhanced pyruvate oxidation^64,65^. Third, several commonalities between loss of ErbB2 and ERRα signaling were determined. Key effects included cardiomyocyte structural and contractile force protein modifications with links to perturbed GSK3, ERK, CaMKII, PKA, and PKC signaling. Mutations or variants of several co-targets serve as markers of human DCM and/or other cardiomyopathies such as desmoplakin (Dsp), filamin C (Flnc), myomesin 1 (Myom1), striated muscle enriched protein kinase (Speg), troponin I, cardiac muscle (Tnni3), and titin (Ttn)^66–68^. Loss of either factor contributed independently to acetyl-CoA and 2-HG accumulation, both biomarkers of failing hearts^69,70^, with implications for epigenetic reprogramming events. While inhibition of either ErbB2 or ERRα signaling increased the reliance on a fetal metabolic program, a hallmark of declining heart health^71^, their combined loss-of-function resulted in a sharp decrease in fatty acyl-carnitine species further increasing the dependence of the heart on glucose as cellular energy fuel. The observed up-regulation of AKT and ERK1/2 signaling as well as phosphorylation of Cofilin 1 at S3 upon dual inhibition of ErbB2 and ERRα signaling is an indication of profound cardiac remodeling and deregulated sarcomeric structure and function, underlying features of the aggravated DCM pathogenesis in KI:KO mice. Overall, altered structural integrity/mechanical stress and metabolic inflexibility are likely major contributing factors to increased reliance on glucose upon ErbB2 and ERRα loss, respectively. Finally, several mechanisms implicated in doxorubicin-induced cardiotoxicity were instilled by ERRα ablation including decreased FAO, increased glucose utilization, inflammation, and fibrosis, as well as perturbed calcium signaling^72^. Consistently, a compiled cardiac doxorubicin multi-omics signature was characteristic of decreased ERRα activity, harboring 89 molecules found similarly modulated by ERRα inhibition including key genes (eg *Acsl1*, *Hadh*, *Hmox1*, *Mmp2*, *Mycn*, *Nfe2l2*, *Pkia*) and metabolites (e.g. carnitine, arachidonate, myo-inositol). Doxorubicin is the most widely prescribed anthracycline, supporting the wide-ranging efforts for identification of the precise causal mechanisms underlying its cardiotoxicity. Whether impaired ERRα activity is indeed a contributor to doxorubicin-induced cardiotoxicity in the clinical setting remains to be validated. Intriguingly, statins, which harbor anti-oxidative and anti-inflammatory benefits, display ERRα agonism in vitro^73^, and their use has been shown to reduce the cardiotoxic risk of HER2 + patients treated with trastuzumab and/or anthracyclines such as doxorubicin^74,75^.

This multi-omics study provides a rich resource of data supporting key roles for both ErbB2 and ERRα in the maintenance of normal cardiac function, however, we note several limitations. First, the phosphoproteomics and metabolomics studies involve MS-based identifications which will not capture all molecules present in each sample and can lead to false positives. Second, proteome-level changes were not evaluated and thus could not serve to normalize the phosphoproteome-level changes. Third, albeit the construction of integrated omics signatures filtered for increased potential for DCM causality, further investigation is needed to identify the precise causal pathogenic mechanisms instilled by ErbB2 and/or ERRα loss.

Our comprehensive investigation of cardiac regulomes provides key insights into the critical roles of ErbB2 and ERRα in the heart, characterizing integrated omics signatures of impaired ErbB2 and/or ERRα signaling linked to the pathogenesis of DCM, found most prominent upon their combined loss of action. In conclusion, the combinatory use of defined mouse models with integration of in-depth multi-omics analyses has proven to be a valuable approach to reveal several disturbed signaling pathways and thus potential cardiovascular risks in both prospective and current therapeutic strategies to treat cancer and metabolic diseases.

## Methods

### Animals

All animal experimentations were conducted in accord with accepted standards of humane animal care and all protocols were approved by the McGill Facility Animal Care Committee and the Canadian Council on Animal Care. For all mouse experiments, male mice aged 15 weeks were sacrificed by cervical dislocation at Zeitgeber time (ZT) 4 for serum and tissue isolations. WT, ERRα KO^24^, ErbB2 cDNA knock-in (ErbB2 KI)^25^, and KI:KO mice generated from the cross of ErbB2 KI mice with ERRα KO mice in an FVB genetic background were housed at 22 °C under a 12-h light/dark cycle and fed ad libitum with free access to water in an animal facility at McGill University.

### Mouse Echocardiography

Mice were lightly anaesthetized using 1-1.5% isoflurane in oxygen and placed on a heated platform to maintain body temperature. Cardiac function and morphology were assessed by transthoracic echocardiography using a Vevo 2100 High-Resolution Imaging System with a 40 MHz MS 550D transducer (VisualSonics). Parasternal long-axis projection was used for orientation and left ventricular end-systolic and end-diastolic internal diameters were determined by two-dimensional M-mode images of a short-axis view at the proximal level of the papillary muscles. Ejection fraction and fractional shortening were calculated using VisualSonics Cardiac Measurements software included in the Vevo 2100 system following manual delineation of endocardial and epicardial borders in the parasternal short-axis cine loop.

### Histology

Mouse hearts were cut on the short axis (transverse cut) and fixed in 10% buffered formalin for 48 h followed by paraffin embedding and serial sectioning (5 μm sections). For histological examination, slides were stained with Hematoxylin and Eosin (H&E) or Masson’s trichrome (fibrosis marker). For immunohistochemistry analysis, heart sections were immunostained with allograft inflammatory factor 1 (Aif-1, also known as Iba-1, macrophage infiltration marker, FUJIFIILM Wako Pure Chemical Corporation, Cat# 019-19741, RRID:AB_839504), CD31 (PECAM-1, endothelial marker for blood vessel density, Cell Signaling Technology, Cat# 77699, RRID:AB_2722705), or α-SMA (α-smooth muscle actin, Thermo Fisher Scientific, Cat# 14-9760-82, RRID:AB_2572996). Immunofluorescence staining with wheat germ agglutinin (WGA) conjugated to Alexa Fluor 488 (Invitrogen, W11261) was performed to determine mean cardiomyocyte cross-sectional area. Apoptotic levels were evaluated using terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) assay with the ApopTag Peroxidase In Situ Apoptosis Detection Kit (Millipore, S7100). Images of WGA-stained slides were taken with a Zeiss Axio Scan.Z1 instrument using a 20x objective and *Fiji* software^76^ was used to quantify cardiomyocyte cross-sectional area from manual delineation of cell contours. Other slides were scanned with an Aperio ScanScope instrument (Aperio Technologies Inc.) and viewed with Aperio’s ImageScope software. Quantification of interstitial fibrosis and Aif-1, CD31, and α-SMA immunoreactivity was performed using optimized Aperio digital analysis algorithms. TUNEL-positive cells were detected using HALO software (Indica Labs). Aside from WGA and TUNEL staining, histological procedures were performed by the Histology Core Facility of the Rosalind and Morris Goodman Cancer Institute (GCI).

### Biochemistry measurements and enzymatic assays

Blood lactate was measured from the submandibular vein of mice using a Lactate Scout meter (Lactate.com). Collected blood was incubated at RT for 30 min prior to centrifugation at 5000 rpm for 30 min for serum separation. Serum free fatty acid levels were determined using a commercial quantification kit (Abcam, Cat# ab65341). Mouse cardiac pyruvate dehydrogenase (PDH) and pyruvate kinase (PK) enzymatic activities were measured using frozen tissue powder with commercial kits (Biovision, Cat# K679-100 and Abcam, Cat# ab83432, respectively).

### Mitochondrial content

Cardiac mitochondrial (mt) content was assessed by measuring the ratio of mtDNA to nuclear DNA. DNA from frozen mouse heart tissue (*n* = 6/genotype) was isolated using a Qiagen DNeasy Blood & Tissue kit (Cat# 69504). mtDNA and nuclear DNA were amplified by qPCR using SYBR Green Master Mix (Roche) and a LightCycler 480 instrument (Roche) with specific primers for mitochondrial cytochrome b (*mt-Cytb*) and nuclear-encoded *Pgk2*, respectively, listed in Supplementary Data 6.

### Immunoblot analysis

Whole-cell extracts from mouse hearts were prepared using Buffer K (sodium phosphate 20 mM, NaCl 150 mM, NP40 1%, EDTA 5 mM) containing protease and phosphatase inhibitor cocktail tablets (Roche) and quantified using the Bradford method (Bio-Rad Protein Assay, Cat# 5000006). Proteins (40 μg) were resolved on 8–12% SDS-PAGE gels then transferred onto PVDF membranes (Amersham Biosciences) and blocked for 1 h at RT in PBS-T (PBS + 0.1% Tween-20) containing 5% milk. Membranes were incubated overnight with primary antibodies (see below) diluted in PBS-T containing 5% milk. Following three washes in PBS-T + 5% milk, the membranes were incubated for 1 h with a secondary antibody either anti-rabbit (GE Healthcare, Cat# NA9340, Research Resource Identifier (RRID):AB_772191), anti-mouse (GE Healthcare, Cat# NA934, RRID:AB_772206), or anti-goat (Santa Cruz Biotechnology, Cat# sc-2020, RRID:AB_631728) diluted in PBS-T containing 5% milk. After washing three times with PBS-T, proteins were detected using ECL or ECL Prime Western Blotting detection reagent (Amersham). Primary antibodies used were: anti-phospho-Cx43 Ser368 (Cell Signaling Technology, Cat# 3511, RRID:AB_211016), anti-Cx43 (Millipore, Cat# 3512, RRID:AB_229459), anti-Vinculin (Santa Cruz Biotechnology, sc-25336, RRID:AB_628438), anti-phospho-Pdha1 Ser232 (Millipore, Cat# AP1063, RRID:AB_10616070), anti-Pdha1 (Cell Signaling Technology, Cat# 3205, RRID:AB_2162926), anti-Pdk1 (Enzo Life Sciences, Cat# ADI-KAP-PK112, RRID:AB_10618932), anti-Clock (Santa Cruz Biotechnology, sc-6927, RRID:AB_2082577), anti-α-SMA (Thermo Fisher Scientific, Cat# 14-9760-82, RRID:AB_2572996), anti-COX-2 (Cell Signaling Technology, Cat# 12282, RRID:AB_2571729), phospho-Myl2 Ser15 (Thermo Fisher Scientific, Cat# PA5-104265, RRID:AB_2816014), Myl2 (Cell Signaling Technology, Cat# 3672, RRID:AB_10692513), phospho-Tau Ser396 (Ser385 in mouse) (Abclonal, Cat# AP1028, RRID:AB_2863912), Tau (Abclonal, Cat# A0002, RRID:AB_2756869), Acadm (St John’s Laboratory, Cat# STJ96389, RRID:AB_2922676), Acsl1 (Cell Signaling Technology, Cat# 4047, RRID:AB_2222411), Tfam (Abcam, Cat# ab131607, RRID:AB_11154693), phospho-AKT Ser473 (Cell Signaling Technology, Cat# 9271, RRID:AB_329825), phospho-AKT Thr308 (Cell Signaling Technology, Cat# 9275, RRID:AB_329828), AKT (Cell Signaling Technology, Cat# 9272, RRID:AB_329827), phospho-ERK1/2 (p44/42 MAPK) T202/Y204 (Cell Signaling Technology, Cat# 9101, RRID:AB_331646), ERK1/2 (p44/42 MAPK) (Cell Signaling Technology, Cat# 9102, RRID:AB_330744), phospho-Cfl1 S3 (Cell Signaling Technology, Cat# 3313, RRID:AB_2080597), and Cfl1 (Abclonal, Cat# A2658, RRID:AB_2922675). Immunoblot images were generated from film scanned with an Epson Perfection V700 Photo scanner or obtained using a ChemiDoc MP imaging system (Bio-Rad, Cat# 12003154). Scanned images were cropped using Adobe Photoshop. Uncropped immunoblots are presented in Supplementary Fig. 8.

### Phosphoproteomics—protein lysis and digestion

For each sample (*n* = 5 per group), 20 mg of frozen heart tissue powder (corresponding to an approximate protein amount of 1 mg) were lysed, reduced, and alkylated in lysis buffer (8 M Urea, 2 mM DTT, 100 uM Orthovanadate, supplemented with 40 mM iodoacetamide (IAA) after half an hour). The samples were then diluted in 50 mM ammonium bicarbonate to a Urea concentration of 1 M. Proteins were digested overnight at 25 °C with trypsin (Promega) with an enzyme/substrate ratio of 1:250. After digestion, samples were supplemented with 2 volumes of acetonitrile (ACN) and 6% trifluoroacetic acid (TFA) and precipitate was eliminated after a 10 min centrifugation in an Eppendorf centrifuge at 14,000 rpm.

### Phosphoproteomics—phosphorylated peptide enrichment

The supernatant was transferred to Eppendorf tubes containing 10 μL of 5 μm TiO_2_ beads (Canadian Biosciences) and incubated for 30 min on a rotating wheel. The supernatant was collected and the TiO2 beads were washed twice with 50% ACN/0.5% TFA in 200 mM NaCl and once with 50% ACN/0.1% formic acid (FA). Phosphopeptides were eluted with 10% ammonia in 50% ACN. This process was repeated once, to ensure quantitative phosphopeptide capture. Samples were dried down in a speed vac, resuspended in 20 μL of 0.1% FA in water and stored frozen, if not processed immediately.

### Phosphoproteomics — Mass Spectrometry: RP-nanoLC-MS/MS

The data were acquired using an UHPLC Easy nLC 1000 (Thermo Scientific) coupled to an Orbitrap Q Exactive HF mass spectrometer (Thermo Scientific). 50% of the phosphopeptide enriched samples were first trapped (Acclaim PepMap 100 C18, 3 μm, 2 cm) before being separated on an analytical column (Acclaim, C18 2 μm, 25 cm). Trapping was performed in solvent A (0.1% FA in water), and the gradient was as follows: 2-20 % solvent B (0.1% FA in ACN) in 90 min, 20-38 % in 60 min, 38-90% in 10 min, maintained at 90% for 10 min, then, back to 0% solvent B in 10 min. The mass spectrometer was operated in data-dependent mode. Full-scan MS spectra from *m*/*z* 375–1500 were acquired at a resolution of 120,000 at *m*/*z* 400 after accumulation to a target value of 5 × 10^6^. Up to 25 most intense precursor ions were selected for fragmentation. HCD fragmentation was performed at normalized collision energy of 35% after the accumulation to a target value of 1 × 10^5^. MS/MS was acquired at a resolution of 30,000. A dynamic exclusion was set at 6 seconds.

### Phosphoproteomics—Mass spectrometry searches and data analysis

Raw mass spectrometry data was searched using MaxQuant software (version 1.6.1.0) allowing for 3 missed trypsin cleavage sites, a fixed carbamidomethyl modification on cysteine (C) residues, and variable modifications on specified residues, including: oxidation (M), phosphorylation (S, T, Y), deamidation (N, Q), acetylation (protein N-terminus). First search peptide tolerance was set at 20 ppm and main search peptide tolerance was set at 4.5 ppm. Protein identification tolerance was set at a 1% false discovery calculated based on the search of a reverse sequence decoy database. Second peptide search and matching between run (0.7 min match time window, 20 min alignment time window) settings were enabled. Phosphorylation site search results (Phospho(STY)Sites.txt) were processed using Perseus (version 1.6.0.7). MaxQuant label-free intensities were used for quantification of phosphorylation site data (based on precursor ion intensity) after first filtering to remove identifications from the reverse database, phosphorylation sites with localization probability lower than 0.7, and those sites for which quantitative values were not found in at least 3 samples from at least one experimental group. The label-free intensities reflect the sum of all peptide intensities attributed to a specific protein group. There was no imputation of missing values and data were log2 transformed and normalized by width adjustment in Perseus. For this normalization, the first, second and third quartile (q1, q2, q3) are calculated from the distribution of all values. The second quartile (which is the median) is subtracted from each value to center the distribution. Then we divide by the width in an asymmetric way. All values that are positive after subtraction of the median are divided by q3 - q2 while all negative values are divided by q2 - q1. Significant deregulated phosphopeptides between groups were determined using the limma^77^ R/bioconductor package (p < 0.05) and 1.5 linear fold changes as the cut-offs. False discovery rates were estimated for each comparison using Benjamini–Hochberg adjusted *p*-values. Volcano plots and heatmap were generated using GraphPad Prism (version 9) and Morpheus (https://software.broadinstitute.org/morpheus/), respectively. For the latter, unsupervised hierarchical clustering was performed using Euclidean distance measure and average linkage. Principal component analysis (PCA) was performed using Phantasus version 1.11.0 (https://artyomovlab.wustl.edu/phantasus/) with the total list of 709 differentially expressed phosphopeptides as input identified across all 3 models relative to WT controls. Normalized quantitative values and group comparisons of phosphoproteomics data are summarized in Supplementary Data 1. Raw MS phosphoproteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^78^ partner repository with the dataset identifier PXD032766.

Phosphopeptides significantly altered in the genetic mouse models relative to WT were searched for consensus motifs in 13-mer pSer and pThr sequences separately using PHOSIDA^79^, iceLogo^80^, and MoMo^27^ algorithms after filtering to remove duplicates due to multiplicity effect and ambiguous identifications. For PHOSIDA, the De Novo Motif Finder tool was used with default parameters (minimum score = 15, which denotes a cutoff *p*-value 10^-15^, and minimum proportion of matching sites = 5%). For iceLogo, a mouse precompiled Swiss-Prot composition was used as the reference set with a percentage scoring method and cutoff *p*-value 0.05. For MoMo (version 5.4.1), the analysis was based on the Motif-x^28^ algorithm using a shuffled peptide mix from the foreground sequences as the background, minimum occurrence threshold of 5%, and cutoff *p*-value 1^−6^. Kinases predicted to target the significantly enriched phosphomotifs were determined using the PhosphoMotif Finder tool^29^ (http://www.hprd.org/PhosphoMotif_finder).

KEA2^30^ (https://www.maayanlab.net/KEA2/) analysis of significant differentially phosphorylated phosphosites between groups served to identify enriched biological terms. As this software tool was limited to human phosphosite data, the altered mouse phosphosites were first mapped to human (Supplementary Data 1). IPA (Qiagen, Spring release version 2022) analysis using genes mapped to significant DEPPs between groups was used to identify enriched canonical pathways. GO Cellular Component (2018) enrichment analysis of genes mapped to significant DEPPs between groups was performed using the gene set search engine Enrichr^81^ (https://maayanlab.cloud/Enrichr/).

### RNA isolation, reverse transcription and RT-qPCR

Total RNA was extracted from mouse hearts using the RNeasy Fibrous Tissue Mini Kit (Qiagen, Cat# 74704). cDNA was made from 1 μg of RNA by reverse transcription with Random Primer Mix, dNTPs, 5X ProtoScript II RT Reaction buffer, DTT, RNAse inhibitor and ProtoScript II Reverse Transcriptase (NEB). cDNA was amplified by RT-qPCR using SYBR Green Master Mix (Roche) and a LightCycler 480 instrument (Roche) with specific primers listed in Supplementary Data 6. Relative expression was normalized to *Rplp0* levels.

### Microarray and transcriptome analysis

Mouse heart microarray analyses were performed at the McGill University Génome Québec Innovation Centre. Samples were run on Affymetrix Genechip Mouse gene 2.0 ST arrays following Affymetrix’s standard procedures (n = 3 per group). Microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE199150. The data were analyzed using Expression Console (version 1.4.1) and Transcriptome Analysis Console (TAC, version 3.0) software (Affymetrix, Inc.). Significant DEGs between groups were determined by one-way ANOVA (p < 0.05) and 1.2 linear fold changes as the cut-offs (Supplementary Data 2). Unsupervised hierarchical clustering heatmap of DEGs using RMA expression values was generated using Morpheus with Euclidean distance measure and average linkage (https://software.broadinstitute.org/morpheus/). Matrisome genes, encoding ECM and ECM-associated proteins, were retrieved from the matrisome project^82^ web platform (http://matrisomeproject.mit.edu) to generate heatmaps by Morpheus of matrisome DEGs using RMA expression values.

Functional enrichment analysis of DEGs was performed using Gene Set Enrichment Analysis (GSEA, https://www.gsea-msigdb.org/gsea/index.jsp) to identify enriched hallmark signatures within the Molecular Signature Database (MSigDB, version 5.2), IPA (Qiagen, Spring release version 2022) to identify enriched cardiac-related toxicological functions, and Enrichr^81^ (https://maayanlab.cloud/Enrichr/) to identify enriched GO Cellular Components (2018).

The transcriptome-based metabolic network clustering analysis was done as described previously^34,35^. Briefly, similar to GAM metabolic network analysis^33^, a metabolic network (graph) of reactions from KEGG database is considered. In the graph, the method tries to find a set of connected subgraphs (metabolic modules), with each corresponding well to a certain gene expression pattern. The initial patterns are defined using k-means clustering on gene expression matrix and then are refined in an iterative process using the network connections. Each derived metabolic module is presented as a graph that has vertices corresponding to metabolites and the edges corresponding to the reactions with the expressed genes. Edge color represents the correlation score for a given DEG-encoding enzyme (green – lower correlation, red – higher correlation). Edge label size and width increase proportionally with the correlation score. Metabolic pathways associated with DEGs found within each metabolic module were determined by KEGG and REACTOME pathway enrichment analyses.

### Metabolomics—sample preparation

Hearts were isolated from 15-week-old male WT, ErbB2 KI, ERRα KO, and KI:KO mice, washed in ice-cold PBS, and quickly flash-frozen in liquid nitrogen. Frozen whole mouse hearts (*n* = 8 per group) were submitted to Metabolon Inc. (Durham, NC, USA) for sample preparation and global cardiac metabolomics profiling analysis. Samples were prepared using the automated MicroLab STAR® system from Hamilton Company. Several recovery standards were added prior to the first step in the extraction process for QC purposes. To remove protein, dissociate small molecules bound to protein or trapped in the precipitated protein matrix, and to recover chemically diverse metabolites, proteins were precipitated with methanol under vigorous shaking for 2 min (Glen Mills GenoGrinder 2000) followed by centrifugation. The resulting extract was divided into five fractions: two for analysis by two separate reverse phase (RP)/ultrahigh performance (UP)LC-MS/MS methods with positive ion mode electrospray ionization (ESI), one for analysis by RP/UPLC-MS/MS with negative ion mode ESI, one for analysis by HILIC/UPLC-MS/MS with negative ion mode ESI, and one sample was reserved for backup. Samples were placed briefly on a TurboVap® (Zymark) to remove the organic solvent and stored overnight under nitrogen before preparation for analysis.

### Metabolomics—quality controls

Several types of controls were analyzed in concert with the experimental samples: a pooled matrix sample generated by taking a small volume of each experimental sample (or alternatively, use of a pool of well-characterized human plasma) served as a technical replicate throughout the dataset; extracted water samples served as process blanks; and a cocktail of QC standards that were carefully chosen not to interfere with the measurement of endogenous compounds were spiked into every analyzed sample, allowed instrument performance monitoring and aided chromatographic alignment. Instrument variability was determined by calculating the median relative standard deviation (RSD) for the standards that were added to each sample prior to injection into the mass spectrometers. Overall process variability was determined by calculating the median RSD for all endogenous metabolites (i.e., non-instrument standards) present in 100% of the pooled matrix samples. Experimental samples were randomized across the platform run with QC samples spaced evenly among the injections.

### Metabolomics—UPLC-MS/MS

All methods utilized a Waters ACQUITY ultra-performance liquid chromatography (UPLC) and a Thermo Scientific Q-Exactive high resolution/accurate mass spectrometer interfaced with a heated electrospray ionization (HESI-II) source and Orbitrap mass analyzer operated at 35,000 mass resolution. The sample extract was dried then reconstituted in solvents compatible to each of the four methods. Each reconstitution solvent contained a series of standards at fixed concentrations to ensure injection and chromatographic consistency. Method 1/Pos 1: One aliquot was analyzed using acidic positive ion conditions, chromatographically optimized for more hydrophilic compounds. In this method, the extract was gradient-eluted from a C18 column (Waters UPLC BEH C18-2.1×100 mm, 1.7 µm) using water and methanol, containing 0.05% perfluoropentanoic acid (PFPA) and 0.1% formic acid (FA). Method 2/Pos 2: A second aliquot was also analyzed using acidic positive ion conditions; however, it was chromatographically optimized for more hydrophobic compounds. In this method, the extract was gradient-eluted from the same aforementioned C18 column using methanol, acetonitrile, water, 0.05% PFPA and 0.01% FA, and was operated at an overall higher organic content. Method 3/Neg 1: A third aliquot was analyzed using basic negative ion optimized conditions using a separate dedicated C18 column. The basic extracts were gradient-eluted from the column using methanol and water, however with 6.5 mM Ammonium Bicarbonate at pH 8. Method 4/Neg 2: The fourth aliquot was analyzed via negative ionization following elution from a HILIC column (Waters UPLC BEH Amide 2.1 × 150 mm, 1.7 µm) using a gradient consisting of water and acetonitrile with 10 mM Ammonium Formate, pH 10.8. The MS analysis alternated between MS and data-dependent MS^n^ scans using dynamic exclusion. The scan range varied slightly between methods but covered 70-1000 m/z.

### Metabolomics—data extraction and compound identification

Raw data were extracted, peak-identified, and QC processed using Metabolon’s hardware and software. These systems are built on a web-service platform utilizing Microsoft’s.NET technologies, which run on high-performance application servers and fiber-channel storage arrays in clusters to provide active failover and load-balancing. Peaks were quantified using area-under-the-curve. Compounds were identified by comparison to library entries of purified standards or recurrent unknown entities. Metabolon maintains a library based on authenticated standards that contains the retention time/index (RI), mass to charge ratio (*m/z)*, and chromatographic data (including MS/MS spectral data) on all molecules present in the library. Furthermore, biochemical identifications are based on three criteria: retention index within a narrow RI window of the proposed identification, accurate mass match to the library ±10 ppm, and the MS/MS forward and reverse scores between the experimental data and authentic standards. The MS/MS scores are based on a comparison of the ions present in the experimental spectrum to the ions present in the library spectrum. While there may be similarities between these molecules based on one of these factors, the use of all three data points can be utilized to distinguish and differentiate biochemicals. More than 3300 commercially available purified standard compounds had been acquired and registered into a Laboratory Information Management System (LIMS) for analysis on all platforms for determination of their analytical characteristics. Additional mass spectral entries have been created for structurally unnamed biochemicals, which have been identified by virtue of their recurrent nature (both chromatographic and mass spectral). These compounds have the potential to be identified by future acquisition of a matching purified standard or by classical structural analysis.

A variety of curation procedures were carried out to ensure that a high-quality dataset was made available for statistical analysis and data interpretation. The QC and curation processes were designed to ensure accurate and consistent identification of true chemical entities, and to remove those representing system artifacts, mis-assignments, and background noise. Metabolon data analysts use proprietary visualization and interpretation software to confirm the consistency of peak identification among the various samples. Library matches for each compound were checked for each sample and corrected if necessary. Raw LC/MS metabolomics data have been deposited to the EMBL-EBI metabolomics repository, MetaboLights^83^, with the dataset identifier MTBLS795.

### Metabolomics—data analysis

For each of the 571 biochemicals identified with known identity across the mouse models, metabolite values expressed as raw area counts were rescaled to set the median equal to 1 and missing values were imputed with the minimum. Significant DEMs between groups were determined by one-way ANOVA contrasts (*p* < 0.05). False discovery rates were estimated for each comparison using the q-value method of Storey and Tibshirani^84^. Metabolomics data are summarized in Supplementary Data 3 with metabolites associated to 8 Super Pathways (amino acid, carbohydrate, cofactors/vitamins, energy, lipid, nucleotide, peptide, and xenobiotics).

Unsupervised hierarchical clustering heatmap generation using Euclidean distance and average linkage, supervised clustering using partial least squares-discriminant analysis (PLS-DA) and Random Forest classification of groups were performed with the statistical analysis module of MetaboAnalyst (version 5.0) using DEMs mapped (352 of 383) in the software tool. All other heatmaps of selected biochemical classes were generated with MetaboAnalyst.

### Integrated Omics Analysis

Significant differentially expressed phosphosites, genes, and metabolites identified in ErbB2 KI, ERRα KO and KI:KO versus WT controls were first compiled (Supplementary Data 1–3). As loss of ErbB2 and ERRα independently contributed to the increased severity of DCM in KI:KO mice, biomolecules altered in ErbB2 KI and ERRα KO mice and commonly found modulated in KI:KO hearts were considered causal. Accordingly, integrated signatures from ErbB2 KI or ERRα KO hearts were filtered to contain only deregulated molecules commonly found in KI:KO hearts. Also, a third integrated signature found only in KI:KO hearts that necessitated the combined loss of both ErbB2 and ERRα was created. The ErbB2-, ERRα-, and ErbB2/ERRα-dependent integrated omics signatures are summarized in Supplementary Data 4. IPA (Qiagen, Spring release version 2022) analysis of these signatures was used to identify enriched and predicted activity states of canonical pathways (Supplementary Data 4) and upstream regulator analysis for doxorubicin activity prediction. Significant activity scores were considered as follows: activation, z-score ≥ 2; repression, z-score ≤−2. Identifiers used for IPA analysis of the multi-omics signatures, DEGs identified by microarray analysis were mapped using Affymetrix IDs, DEMs identified by metabolomics were mapped using HMBD or CAS IDs, and DEPPs were mapped using UniProt IDs.

A cardiac doxorubicin multi-omics signature comprised of 724 molecules was created using available public datasets of differentially expressed phosphosites, genes, and metabolites limited to in vivo studies meeting specific inclusion criteria and summarized in Supplementary Data 5. Our search found 1 phosphoproteomics^39^ investigation in doxorubicin-treated rats, however, due to technical limitations of the study, only 4 of 27 candidate altered phosphosites (*p* < 0.05) were included given their exact identification of the phosphorylated residue by MS or immunoblot validation. Transcriptomics studies with ≥ 500 identified DEGs (*p* < 0.05, |FC| ≥ 1.2) were considered. DEGs identified from 9 transcriptome datasets from 6 independent^40–45^ studies on doxorubicin-treated animals (studies: rats *n* = 4; mice *n* = 5) were integrated together. DEGs with inconsistent directional changes within or across the datasets were removed and only filtered DEGs with consistent deregulations in 5 of 9 datasets were retained resulting in 650 genes. Metabolomics studies involving detection of ≥5 metabolites were considered. DEMs (*p* < 0.05) identified from 9 independent metabolomics^46–54^ studies in doxorubicin-treated animals (studies: rats *n* = 7; mice *n* = 2) were integrated together. Non-specific metabolite determinations (mixtures) were disregarded and a total of 23 metabolites (Alanine, AMP, Arginine, Fumarate, Hexanolycarnitine, Histidine, Isoleucine, Lactate, Leucine, Lysine, Malate, N-delta-acetylornithine, Nicotinamide, Ornithine, Palmitate, Phenylalanine, Proline, Serine, Serotonin, Stearate, Threonine, Tyrosine, and Valine) with inconsistent directional changes across the datasets were removed resulting in 70 DEMs. Noteworthy, the number of reliably perturbed metabolites by doxorubicin is likely higher given that most of the metabolomics studies employed targeted approaches. IPA (Qiagen, Spring release version 2022) analysis of the doxorubicin multi-omics signature was used to identify enriched and predicted activity states of canonical pathways (Supplementary Data 5) and upstream regulators (transcription factors/nuclear receptors). Significant activity scores were considered as follows: activation, z-score ≥ 2; repression, z-score ≤−2. Identifiers used for IPA analysis of the multi-omics signature, DEGs identified by mouse/rat microarray analyses were mapped using gene symbols, DEMs identified by metabolomics were mapped using HMBD or CAS IDs, and DEPPs were mapped using UniProt IDs.

### Statistics and reproducibility

Data are presented as means ± SEM unless otherwise stated in the legends. For experimental group comparisons, statistical analyses were performed using limma or ANOVA with statistical significance defined as *p < 0.05. The number of biological replicates “*n*” define the number of individual mouse samples used per group/genotype for each experiment as indicted in the legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information Files

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

• Phosphoproteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^78^ partner repository with the dataset identifier PXD032766. Microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE199150. Metabolomics data have been deposited to the EMBL-EBI metabolomics repository, MetaboLights^83^, with the dataset identifier MTBLS795. All omics datasets involving doxorubicin studies in mice or rats analyzed in the current study are publicly available and summarized in Supplementary Data 5. • This paper does not report original code. • Source data underlying the graphs are presented in Supplementary Data 7. Uncropped immunoblots are shown in Supplementary Fig. 8. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Integrated multi-omics analysis of adverse cardiac remodeling and metabolic inflexibility upon ErbB2 and ERRα deficiency
**Source:** Commun Biol. 2022 Sep 12;5:955. doi: 10.1038/s42003-022-03942-4
**Supplement:** Supplementary file 2 — Supplementary Information Files

Integrated multi-omics analysis of adverse cardiac remodeling and metabolic inflexibility upon ErbB2 and ERR α deficiency

Catherine R. Dufour, Hui Xia, Wafa B'chir, Marie-Claude Perry, Uros Kuzmanov, Anastasiia Gainullina, Kurt Dejgaard, Charlotte Scholtes, Carlo Ouellet, Dongmei Zuo, Virginie Sanguin-Gendreau, Christina Guluzian, Harvey W. Smith, William J. Muller, Etienne Audet-Walsh, Alexey A. Sergushichev, Andrew Emili, Vincent Giguère

Supplementary Information

Supplementary Figures 1-8

Supplementary Figure 1

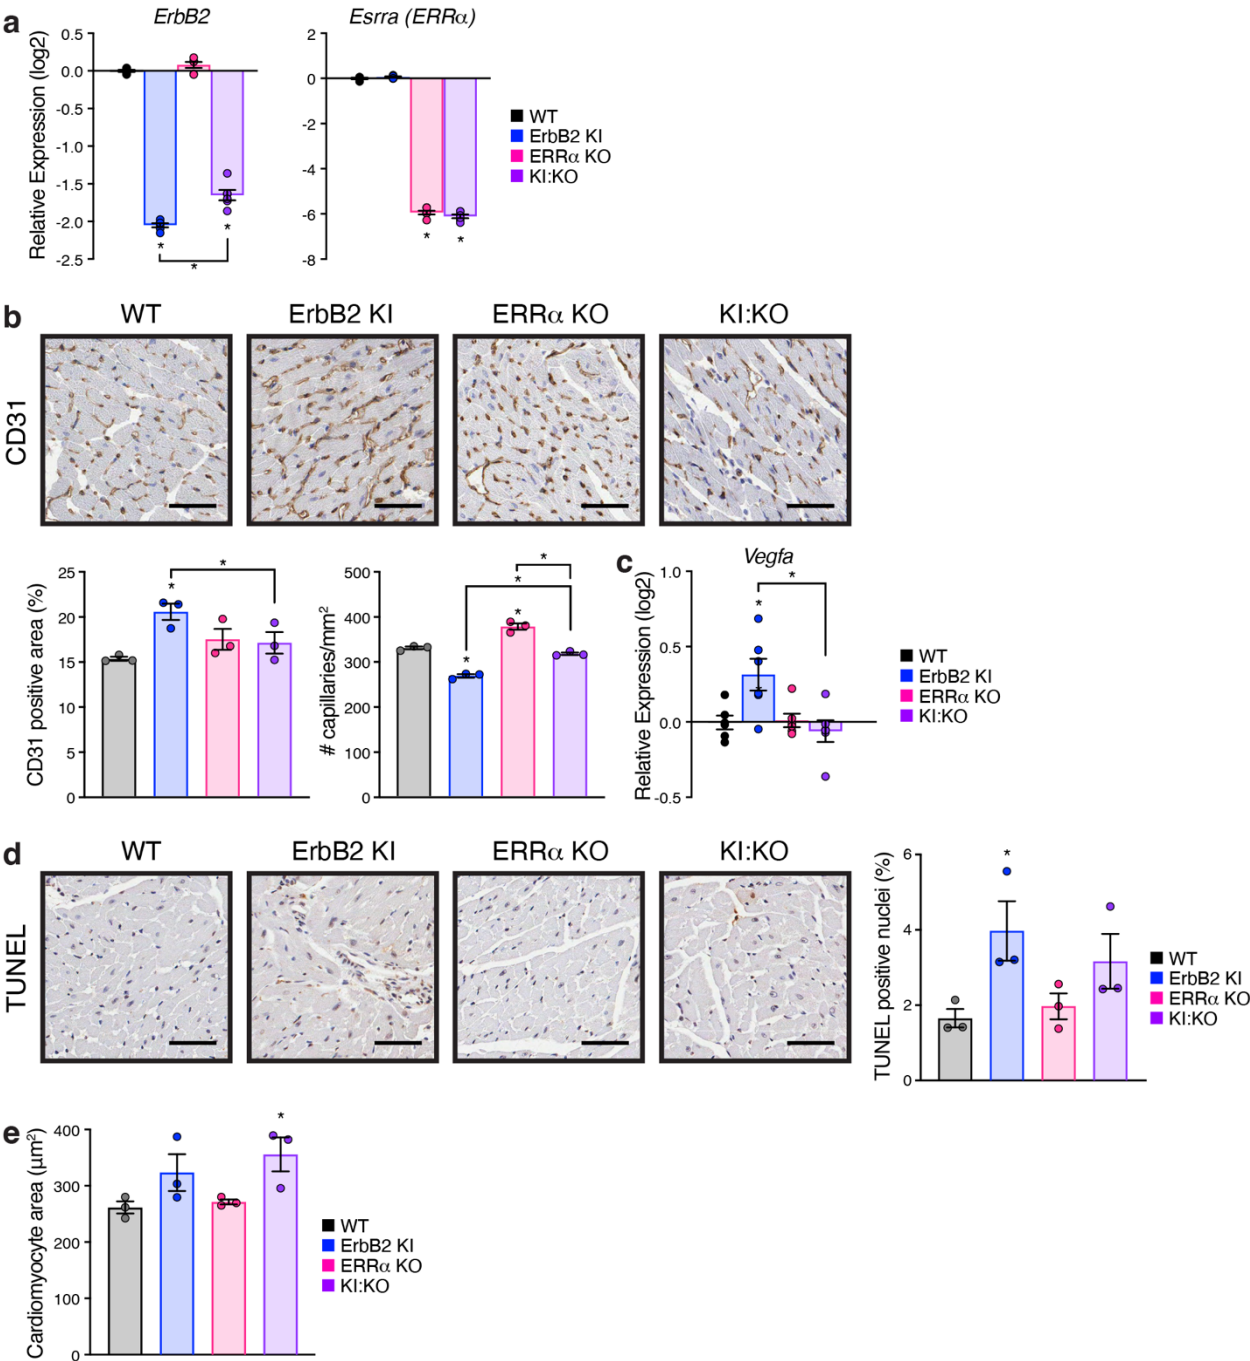

Supplementary Fig. 1 | Histological examination of mouse hearts. **a**, Cardiac qRT-PCR analysis of the *ErbB2*- and *ERR α* -encoding genes normalized to *Rplp0* levels (n=6). **b**, Representative staining of mouse heart sections with endothelial marker, CD31, for capillary density assessment. Quantification of CD31 immunoreactivity and capillary number are shown (n=3). Scale bar, 50 μ m. **c**, Cardiac qRT-PCR analysis of *Vegfa* expression normalized to *Rplp0* levels (n=6). **d**, Representative TUNEL staining of heart sections for cardiomyocyte apoptosis. Quantification of TUNEL-positive nuclei is shown (n=3). Scale bar, 50 μ m. **e**, Quantification of cardiomyocyte diameters (n=3) from WGA-stained mouse heart sections shown in Fig. 1a. Data in **a-e** represent means $\pm$ SEM, *p < 0.05 by ANOVA relative to WT controls, unless otherwise indicated. See also Fig. 1.

Supplementary Figure 2

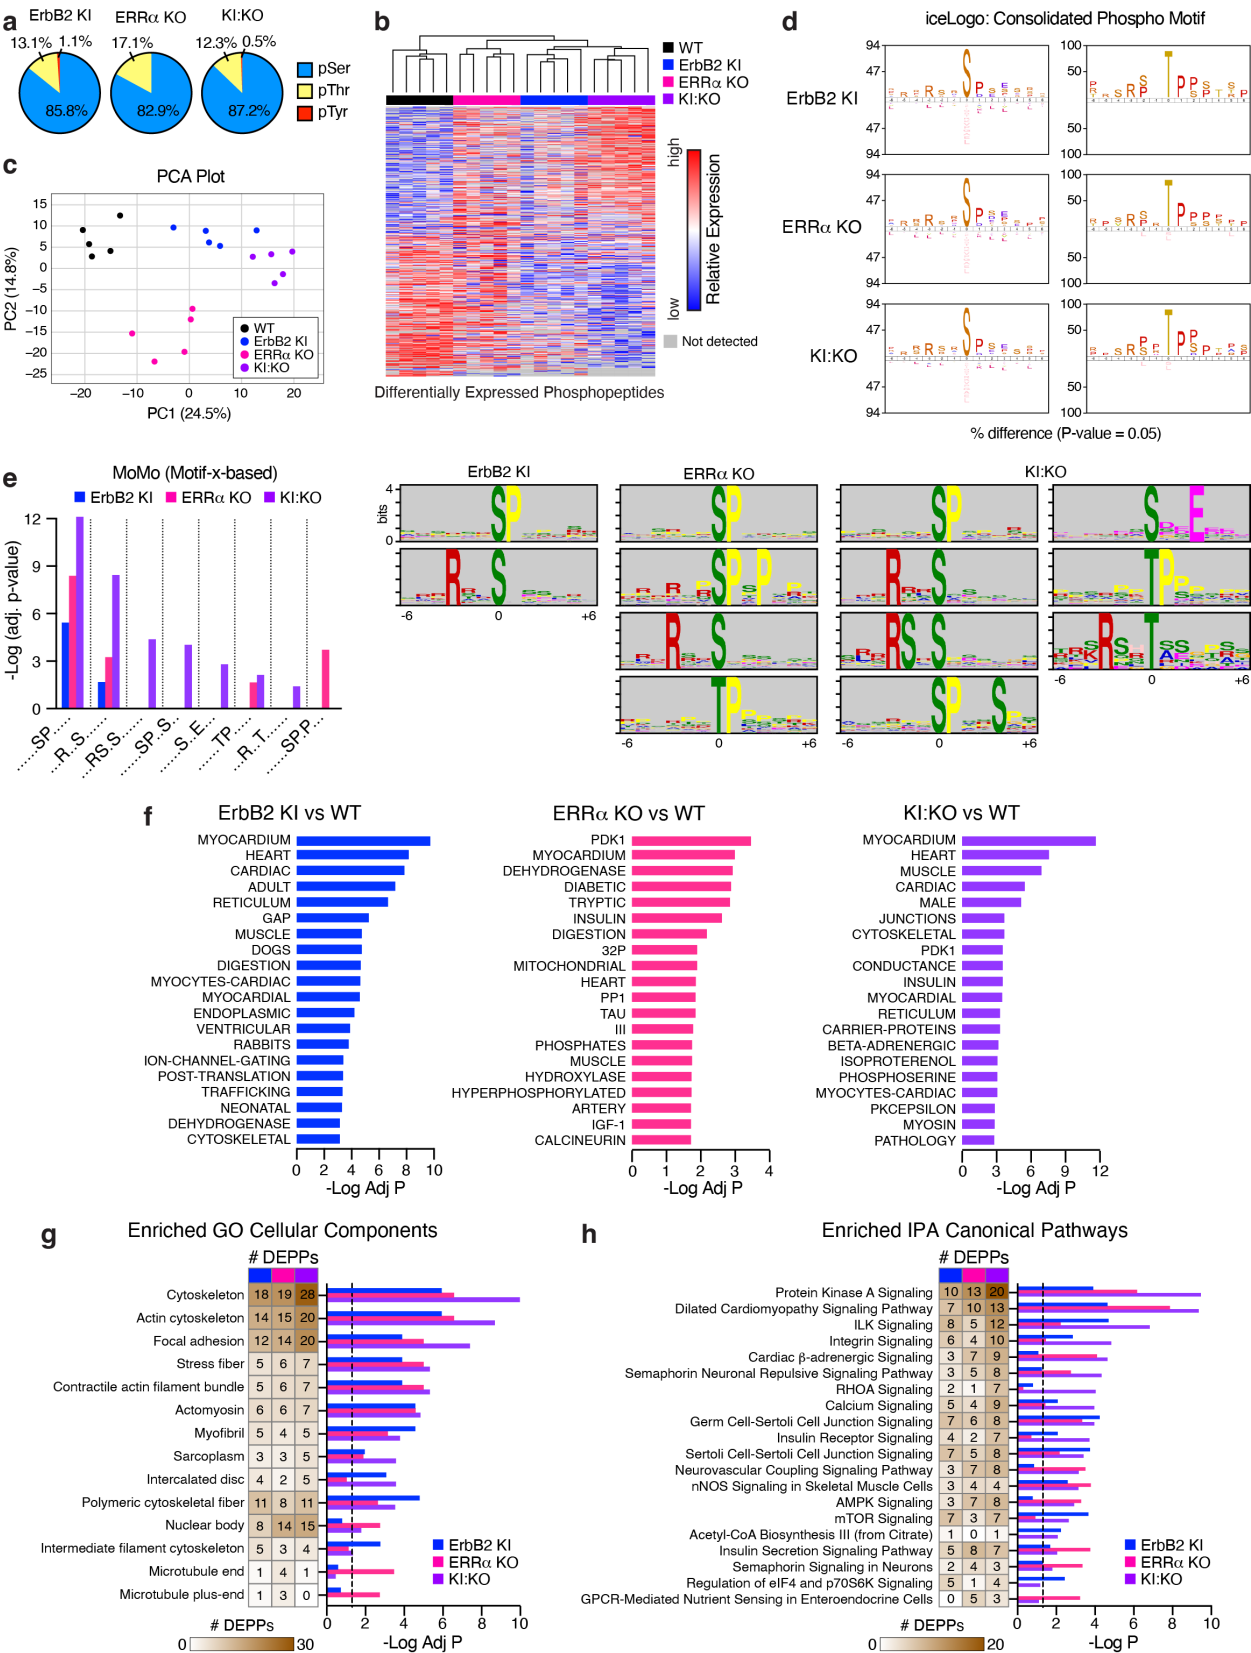

Supplementary Fig. 2 | Phosphoproteomics analysis of mouse hearts lacking ERRA and/or ErbB2 signaling. **a**, Pie charts representing the distribution of phosphorylated serine (pSer), threonine (pThr) and tyrosine (pTyr) residues identified by phosphoproteomics profiling in the mouse models relative to WT controls (limma, $p < 0.05$, $|FC| \geq 1.5$; $n=5$). **b**, Heatmap of cardiac differentially expressed phosphopeptides identified in (**a**). For the heatmap, phosphopeptides were first sorted from most up-regulated to most down-regulated in KI:KO hearts compared to WT prior to unsupervised sample clustering using Euclidean distance measure and average linkage. **c**, Principal component analysis (PCA) of the total list of cardiac phosphopeptides identified in Fig. 2a found significantly altered across the mouse models vs WT (limma, $p < 0.05$, $|FC| \geq 1.5$; $n=5$). **d**, Consolidated phosphomotifs generated by iceLogo⁶⁹ of pSer- and pThr-modified phosphopeptides found differentially expressed in the mouse models compared to WT showing site-specific amino acid preferences adjacent to the central phosphorylated residue. **e**, Phosphopeptide sequence motif discovery by the MoMo²⁴ software tool based on the Motif-x²⁵ algorithm using the list of differentially expressed phosphopeptides found in each mouse model vs WT as input. **f**, Top 20 over-represented KEA2-determined biological terms in the altered mouse cardiac protein phosphosites. **g,h**, Top 10 significantly over-represented GO cellular component enriched terms (**g**) and IPA Canonical Pathways (**h**) among the altered cardiac DEPPs in each model vs WT. Terms are ordered by descending significance in the KI:KO model vs WT alongside a heatmap showing the number of associated DEPPs. See also Fig. 2.

Supplementary Figure 3

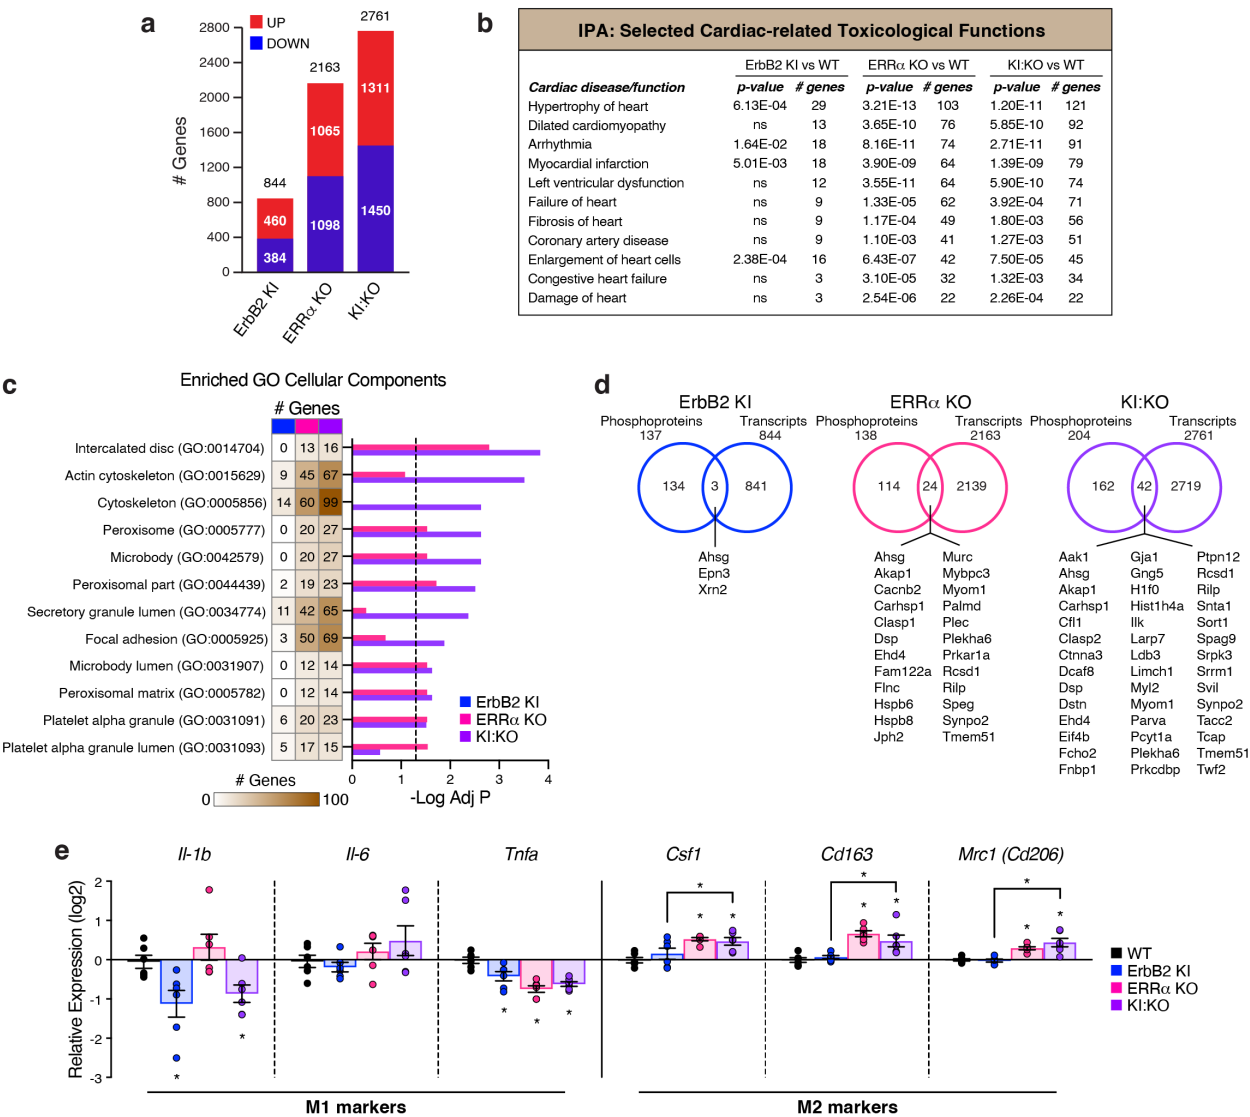

Supplementary Fig. 3 | Gene expression profiling of mouse hearts. **a**, Bar chart showing the number of up- and down-regulated cardiac DEGs identified by microarray analysis in the mouse models versus WT (ANOVA, $p < 0.05$, $|FC| \geq 1.2$; $n=3$). **b**, Enrichment of selected cardiac disease/functions identified by IPA analysis in mouse heart transcriptomes from (**a**). Terms are ordered by descending number of DEGs in the KI:KO model vs WT. ns: not significant ($p > 0.05$). **c**, Significant GO cellular component enriched terms in the cardiac DEGs identified in (**a**). Terms are ordered by descending significance in the KI:KO model vs WT alongside a heatmap showing the number of associated DEGs. No terms were significantly enriched in ErbB2 KI hearts. **d**, Overlap of cardiac DEPPs and DEGs identified by phosphoproteomics ($n=5$) and transcriptomics ($n=3$) experiments, respectively. **e**, qRT-PCR analysis of M1 and M2 macrophage gene markers in mouse hearts ($n=6$). Data are normalized to *Rplp0* levels. Data represent means $\pm$ SEM, * $p < 0.05$ by ANOVA relative to WT controls, unless otherwise indicated. See also Fig. 3.

Supplementary Figure 4

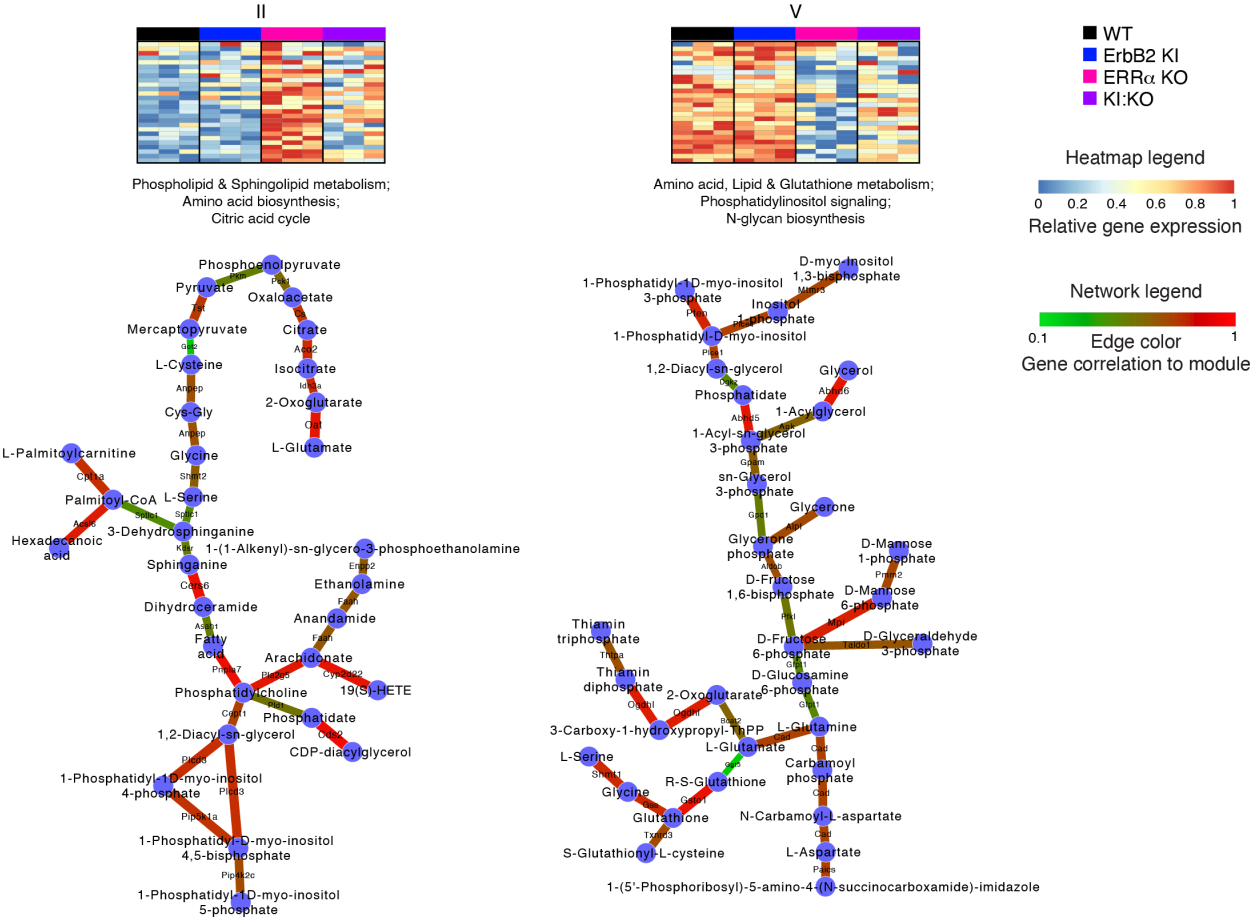

Supplementary Fig. 4 | Altered mouse cardiac metabolic modules identified from integrating transcriptomics data into metabolic networks. Computational integration of gene-level datasets with metabolic networks uncovered 7 significantly perturbed metabolic modules with the gene signature heatmap and network along with key enriched metabolic pathways for 2 of these metabolic modules shown. See also Fig. 4.

Supplementary Figure 5

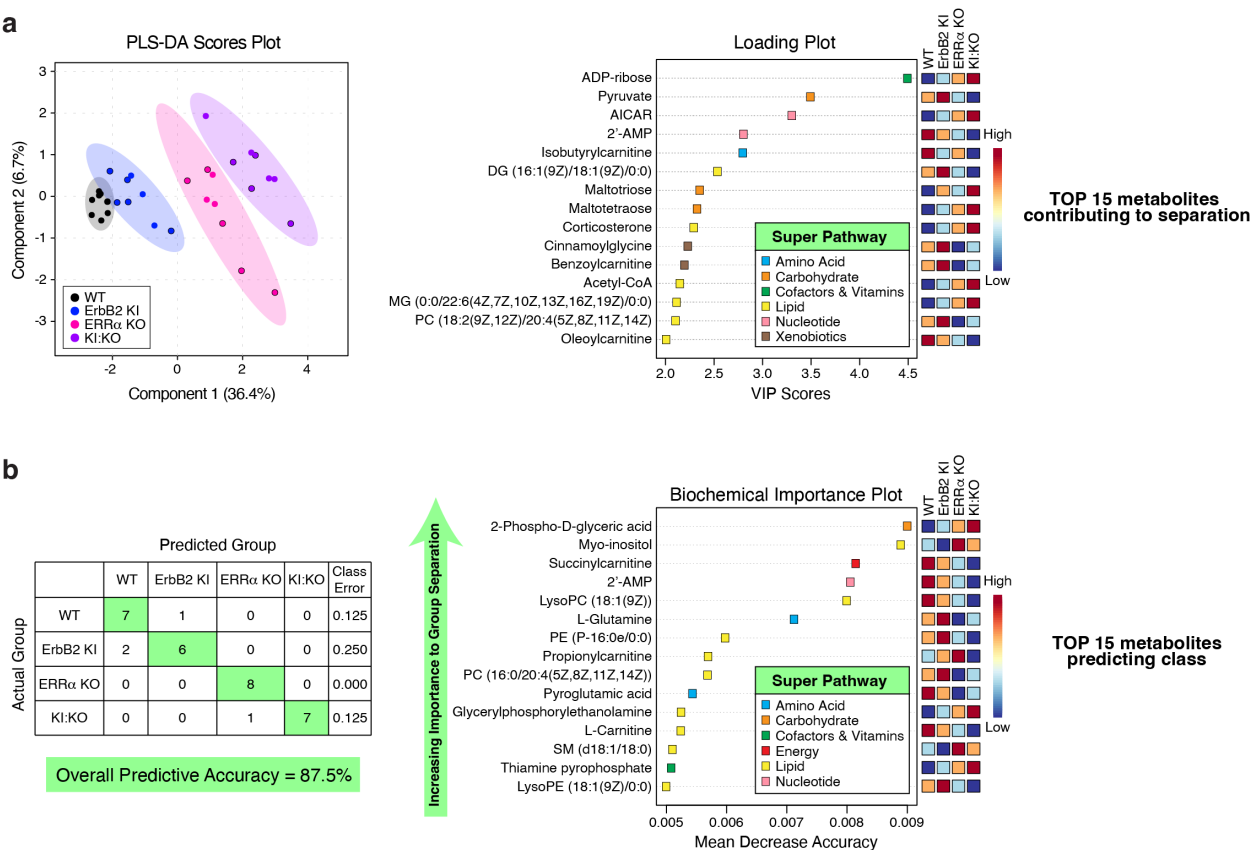

Supplementary Fig. 5 | Statistical classification of mouse cardiac metabolomes. a, Scores plot separation of genotypes based on the mouse heart metabolomes (n=8) using the supervised classification method partial least squares–discriminant analysis (PLS-DA). Loading plot of the top 15 metabolites contributing to the mouse group separation ranked by Variable Importance in Projection (VIP) scores is also shown. **b**, Random forest analysis of the mouse heart metabolomes (n=8) classified the genotypes with an overall predictive accuracy of 88%. Biochemical importance plot of the top 15 metabolites owing to the classification shows key differences in lipids. See also Fig. 5.

Supplementary Figure 6

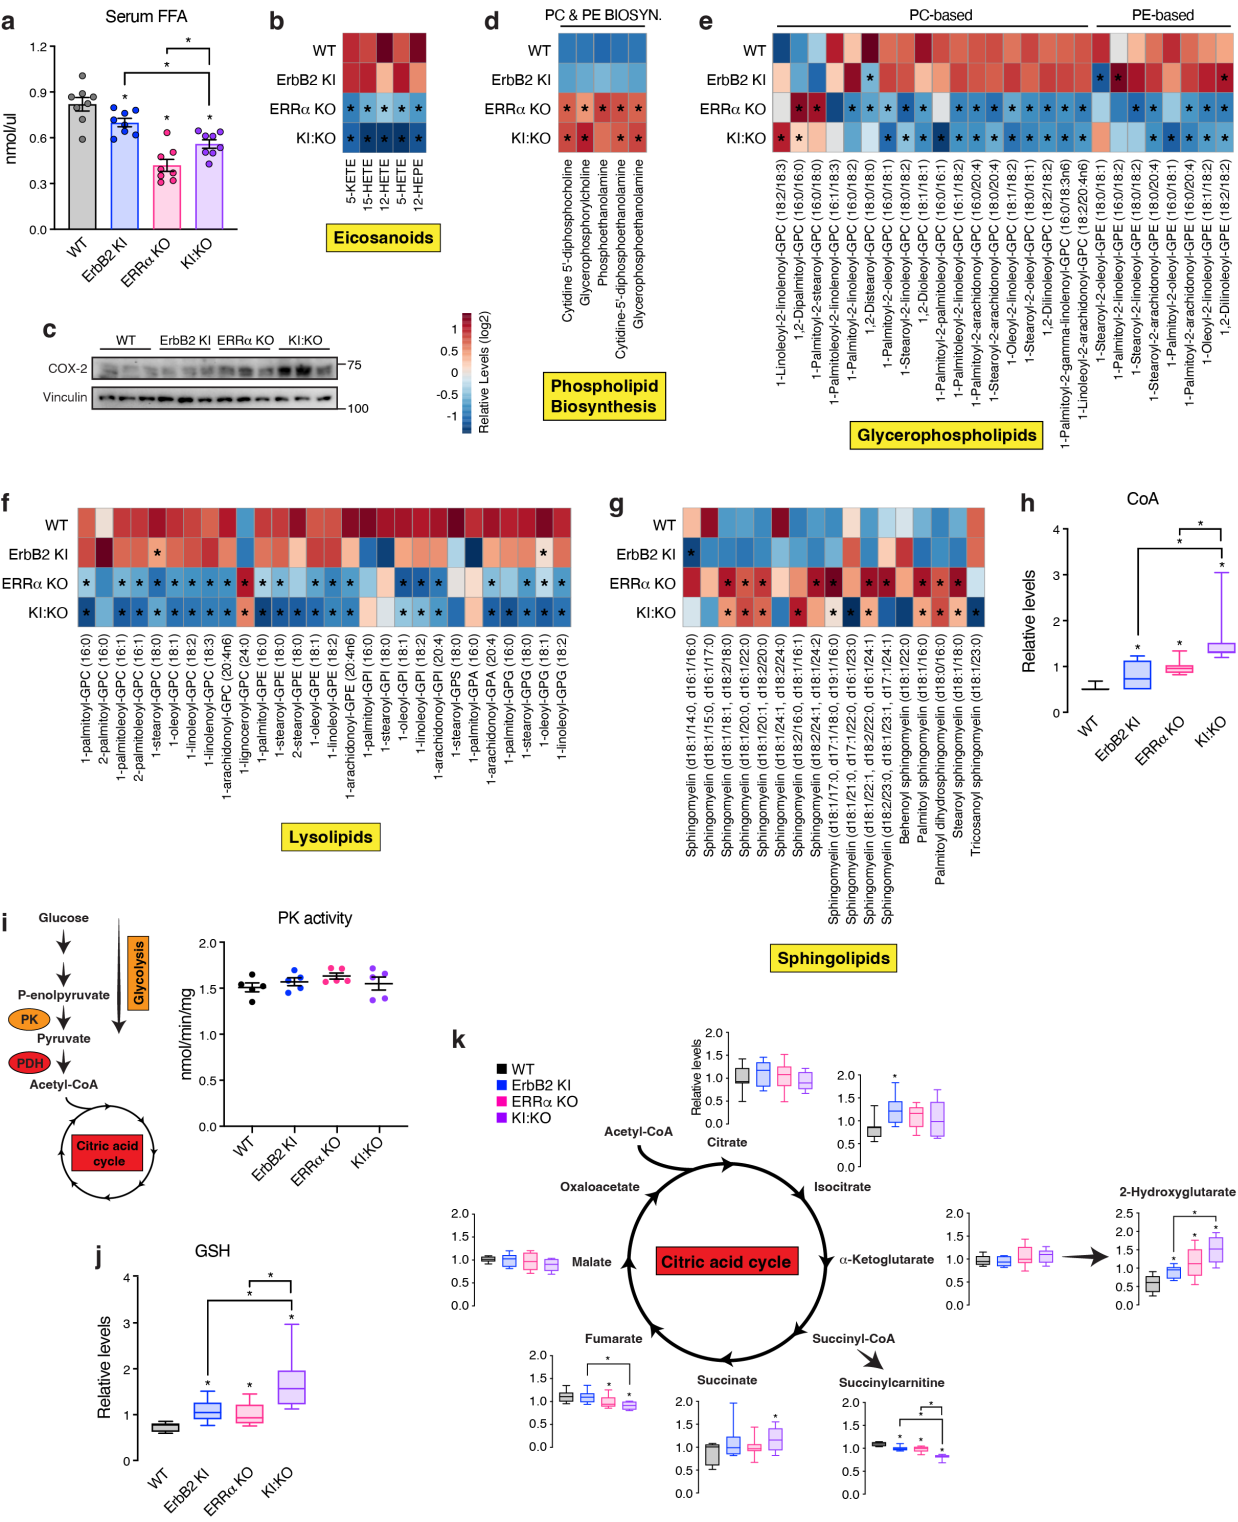

Supplementary Fig. 6 | Cardiac metabolomics reveals perturbations in membrane lipid composition, citric acid cycle, and glutathione levels. **a**, Bar chart of circulating free fatty acid levels in the mice (n=8). **b**, Heatmap of the expression profiles of eicosanoids in the mouse hearts (n=8). **c**, Immunoblot analysis of COX-2 in heart tissue extracts (n=3). Vinculin levels are shown as a loading control. **d-g**, Heatmap of the expression profiles of precursors in the biosynthesis of PC and PE phospholipids (**d**), glycerophospholipids (**e**), lysolipids (**f**) and sphingomyelin (**g**) lipid species in the mouse hearts (n=8). **h**, Box plot of mouse cardiac CoA levels (n=8). **i**, Schematic of pyruvate metabolism and scatter dot plot of mouse cardiac pyruvate kinase (PK) activities (n=5). **j**, Box plot of mouse cardiac glutathione (GSH, reduced) levels (n=8). **k**, Schematic of the citric acid cycle with box plots showing levels of intermediates and derivatives (n=8). Data in **h**, **j**, and **k** are shown as box and whiskers plots: center line denotes median, box extends from 25th to 75th percentiles, and whiskers extend to the lowest and highest values; * $p < 0.05$ by ANOVA relative to WT controls, unless otherwise indicated. Data in **a** and **i** represent means $\pm$ SEM; * $p < 0.05$ by ANOVA relative to WT controls, unless otherwise indicated. Metabolites with an asterisk (*) in the heatmap representations (**b**, **d-g**) were found significantly altered in the indicated mouse model versus WT; * $p < 0.05$ by ANOVA. See also Fig. 5.

a

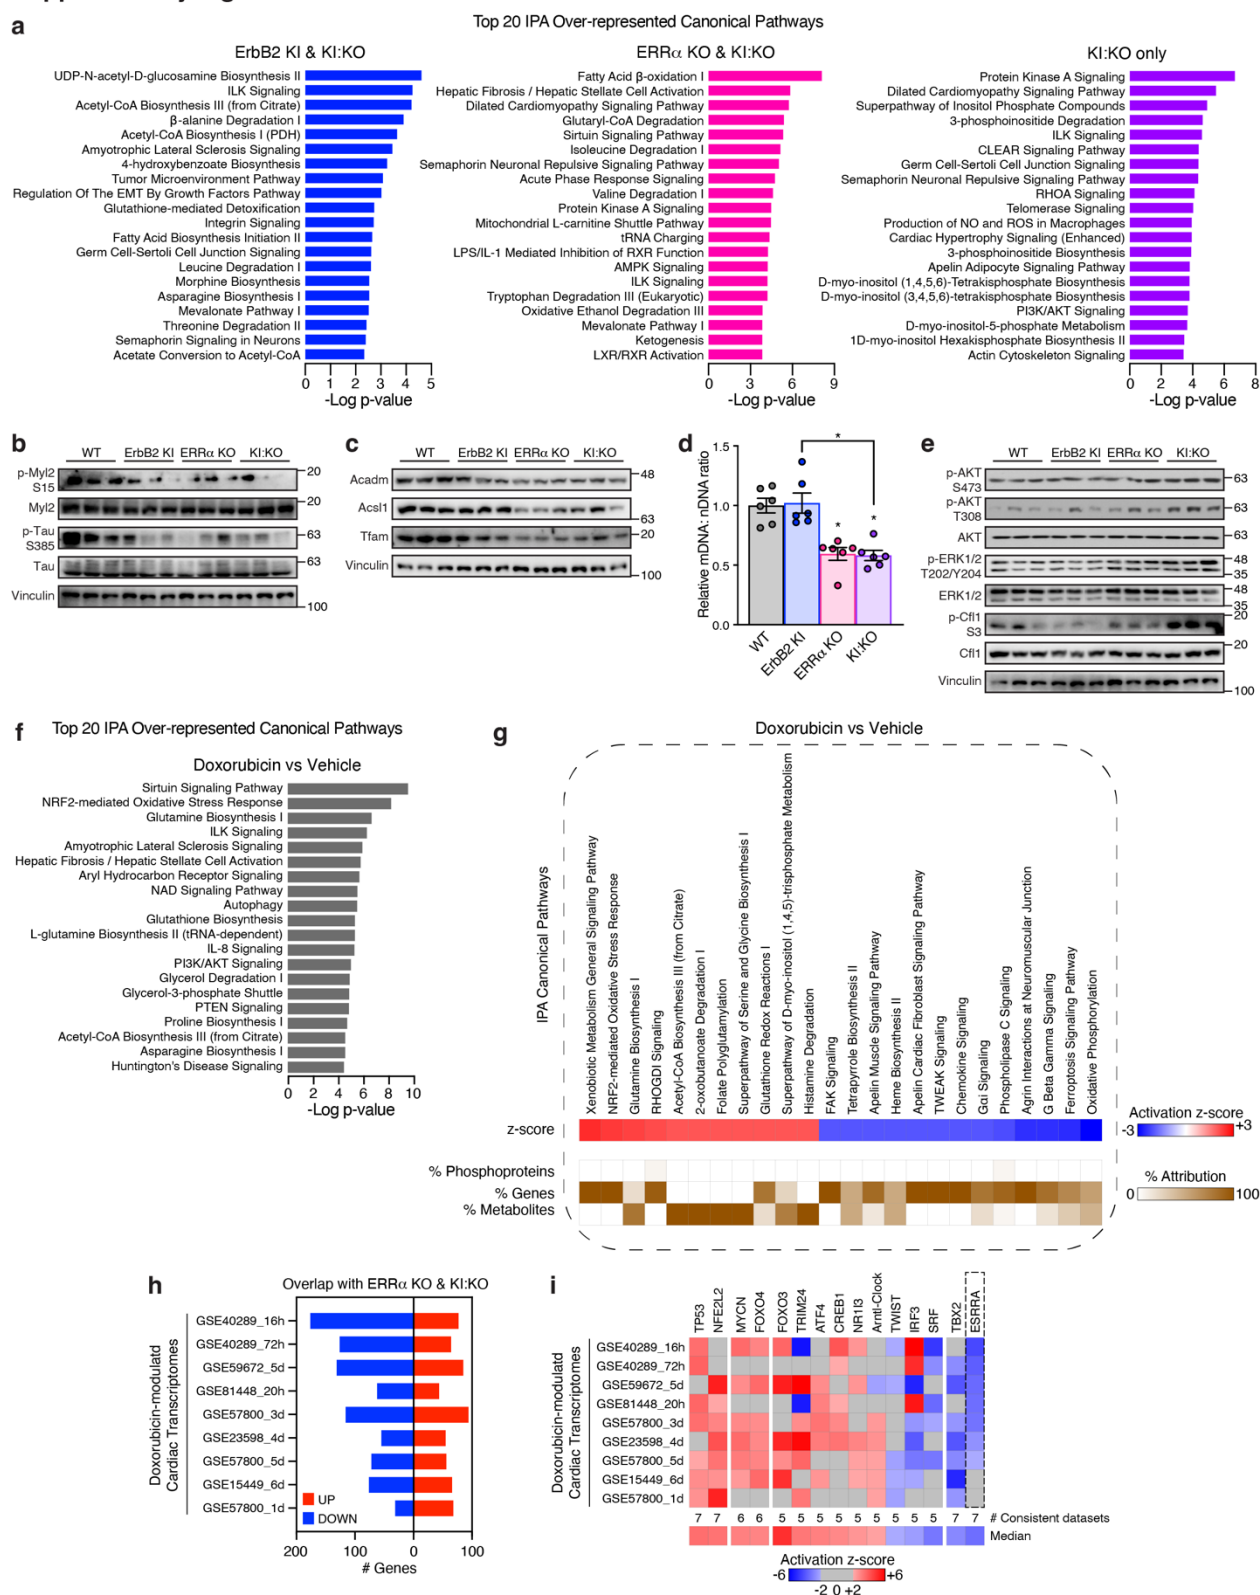

Supplementary Fig. 7 | Characterization of a cardiac doxorubicin multi-omics signature. a,

Top 20 over-represented IPA-determined canonical pathways in the multi-omics signatures identified in Fig. 6a. **b,c**, Immunoblot analysis of phospho-My12 S15 and phospho-Tau S385 (**b**) as well as mitochondrial function-related proteins (**c**) in heart tissue extracts (n=3). Vinculin levels are shown as a loading control. **d**, Relative mouse cardiac mitochondrial to nuclear DNA (mtDNA:nDNA) ratios (n=6). **e**, Immunoblot analysis of AKT and ERK1/2 signaling activities and phospho-Cfl1 S3 levels in heart tissue extracts (n=3). Vinculin levels are shown as a loading control. **f,g**, IPA canonical pathway enrichment (**f**) and activity (**g**) analyses of the constructed multi-omics cardiac doxorubicin signature identified in Fig. 6d. Pathways with significantly associated activation (z-score ≥ 2) or inhibition (z-score ≤ -2) states are shown with the relative contribution of each omics layer (phosphoprotein, gene, metabolite) to the predictions. **h**, Number of up- and down-regulated genes commonly deregulated in ERR α KO and KI:KO hearts that were also found similarly deregulated in 9 independent cardiac doxorubicin-modulated transcriptomes. **i**, IPA upstream regulator analysis of 9 independent cardiac doxorubicin-modulated transcriptomes. Transcriptional regulators/nuclear receptors associated with significant activation (z-score ≥ 2) or inhibition (z-score ≤ -2) states are shown and organized by both their degree of consistency across the datasets and median activation score. Data in **d** represent means $\pm$ SEM; *p < 0.05 by ANOVA relative to WT controls, unless otherwise indicated. See also Fig. 6.

Supplementary Figure 8

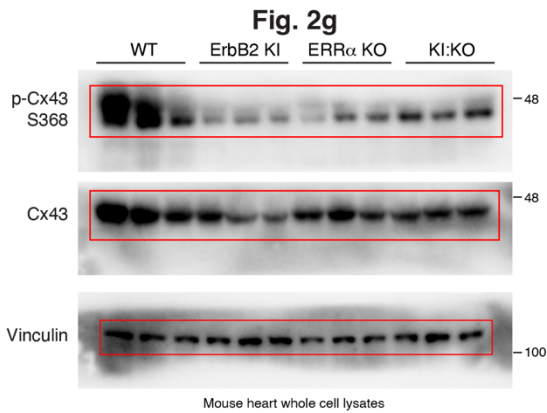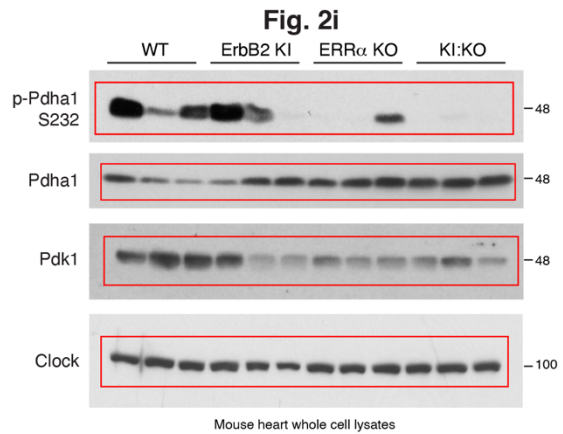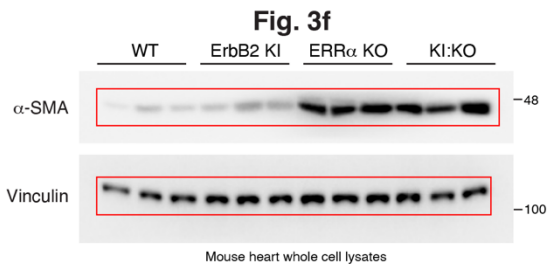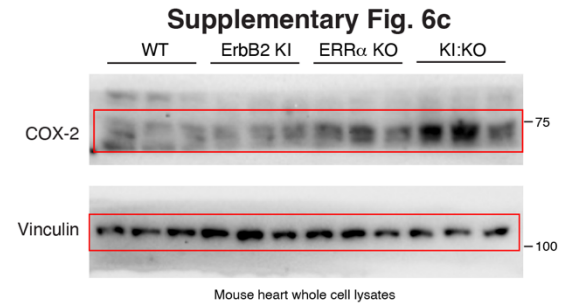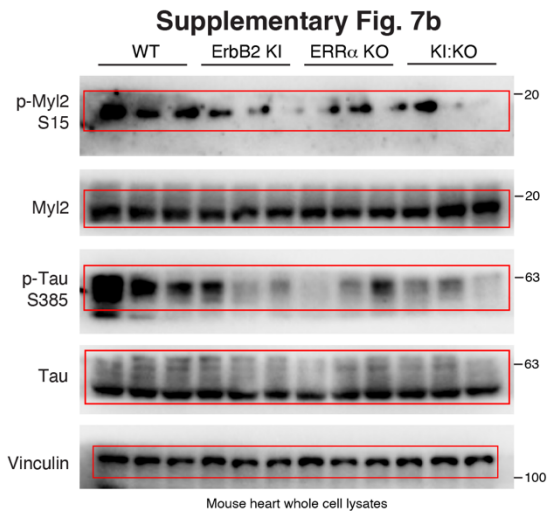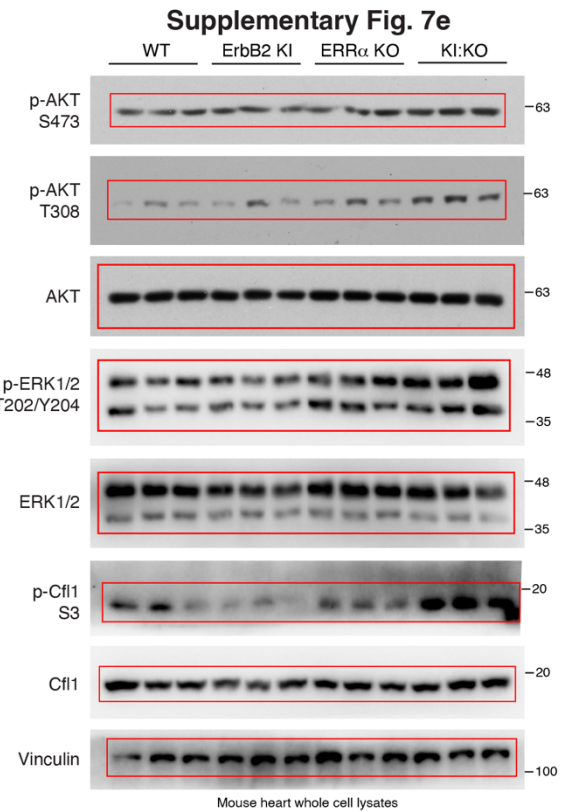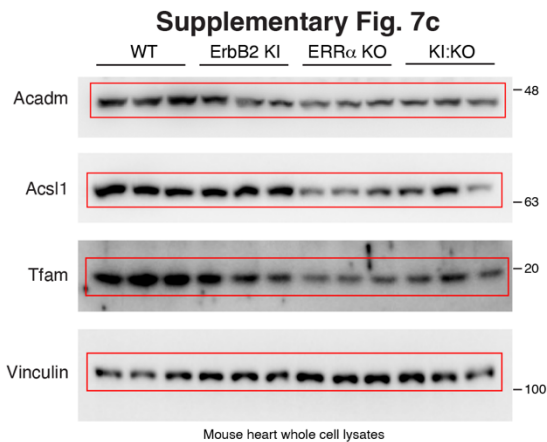

Supplementary Fig. 8 | Uncropped immunoblots. Western blot membranes were generally sliced to maximize sample use by increasing the number of protein detections per gel. Portions of the blots used to generate figures are indicated by red boxes. Related to Fig. 2g,i, 3f, and Supplementary Fig. 6c, 7b,c,e.

# Supplementary material for: Integrated multi-omics analysis of adverse cardiac remodeling and metabolic inflexibility upon ErbB2 and ERRα deficiency
**Source:** Commun Biol. 2022 Sep 12;5:955. doi: 10.1038/s42003-022-03942-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Phosphoproteomics profiling and functional analysis of ErbB2 KI, ERR α KO and KI:KO mouse hearts versus WT (related to Figures 2 and S2).

File name: Supplementary Data 2

Description: Transcriptomics profiling and functional analysis of ErbB2 KI, ERR α KO and KI:KO mouse hearts versus WT (related to Figures 3, 4, S3, and S4).

File name: Supplementary Data 3

Description: Metabolomics profiling of ErbB2 KI, ERR α KO and KI:KO mouse hearts versus WT (related to Figures 5, S5, and S6).

File name: Supplementary Data 4

Description: ErbB2- and/or ERR α - dependent integrated omics signatures with increased likelihood for DCM disease causality in KI:KO mouse hearts and associated perturbed IPA canonical pathways (related to Figures 6 and S7).

File name: Supplementary Data 5

Description: Functional and comparative analysis of an assembled cardiac doxorubicin multi-omics signature with the ERR α & KI:KO multi-omics signature (related to Figures 6 and S7).

File name: Supplementary Data 6

Description: Mouse primers for mitochondrial content determination and RTqPCR (related to Figures 1, 3, 5, S1, S3, and S7).

File name: Supplementary Data 7

Description: Source data underlying the graphs (related to Figures 1, 2, 3, 5, S1, S3, S6, and S7).

# Supplementary material for: Integrated multi-omics analysis of adverse cardiac remodeling and metabolic inflexibility upon ErbB2 and ERRα deficiency
**Source:** Commun Biol. 2022 Sep 12;5:955. doi: 10.1038/s42003-022-03942-4
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

-Vevo 2100 (VisualSonics) for echocardiography.
-Zeiss Axio Scan.Z1 instrument for IF images.
-Aperio ScanScope instrument for H&E, Masson's trichrome, TUNEL assay, and IHC images.
-Epson Perfection V700 Photo or Bio-Rad's ChemiDoc MP imaging System for immunoblot images.
-Roche LightCycler 480 instrument for RT-qPCR.
-MaxQuant (v 1.6.1.0) and Perseus (v 1.6.0.7) software for phosphoproteomics analysis.

Data analysis

-Vevo 2100 (VisualSonics) for echocardiography.
-Fiji software for IF analysis.
-Aperio's ImageScope software for histological and IHC analyses.
-HALO software (Indica Labs) for detection of TUNEL-positive cells.
-GraphPad Prism 9 for statistics and graphing purposes.
-Limma R/bioconductor package (PMID: 25605792) for phosphoproteomics statistical analysis.
-Morpheus (<https://software.broadinstitute.org/morpheus/>) for heatmap generation.
-Phantasus v 1.11.0 (<https://artyomovlab.wustl.edu/phantasus/>) for principal component analysis (PCA).
-The algorithms PHOSIDA, iceLogo, and MoMo (v 5.4.1; based on Motif-x) for phosphopeptide consensus motifs.
-PhosphoMotif Finder tool (http://www.hprd.org/PhosphoMotif_finder) for kinase prediction of phosphomotifs.
-KEA2 (<https://www.maayanlab.net/KEA2/>) for enriched biological terms of altered phosphosites.
-Ingenuity Pathway Analysis (IPA, Qiagen, v Spring release 2022) for enriched and/or modulated canonical pathways, cardiac-related toxicological functions, and upstream regulator analysis.
-Enrichr (<https://maayanlab.cloud/Enrichr/>) for enriched GO cellular component analysis (2018).
-GSEA (<https://www.gsea-msigdb.org/gsea/index.jsp>) for enriched Molecular Signature Database (MSigDB, v 5.2) hallmark signatures.
-Expression Console (v 1.4.1) and Transcriptome Analysis Console (v 3.0) software (Affymetrix, Inc.) were used for microarray analysis.
-The transcriptome-based metabolic network clustering analysis was done as described in PMID: 27771149 and <https://>

doi.org/10.1101/2020.07.15.204388).

-Metabolon's hardware and software for untargeted metabolomics data analysis.

-MetaboAnalyst (v 5.0) for heatmap, PLD-DA, and Random forest classification of groups based on metabolites.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Phosphoproteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD032766. Microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE199150. Metabolomics data have been deposited to the EMBL-EBI metabolomics repository, MetaboLights, with the dataset identifier MTBLS795. All omics datasets involving doxorubicin studies in mice or rats analyzed in the current study are publicly available and summarized in Supplementary Table 5.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes for each experiment are indicated and were based on previous reports in the literature with statistical analyses validating the significance of the findings.
Data exclusions	N/A
Replication	Experimental design was based on the use of at least 3 biological replicates as described in the figure legends and methods section generating consistent data as indicated by the significance of the results.
Randomization	Mice from each genetic model were age- and sex-matched. Body weights were not matched given the influence of the genetic model on body weight.
Blinding	For blood/tissue collection from mice, animals were not blinded as mice were sacrificed in rotation between mouse models to minimize potential circadian effects. Omics data collection were performed in a blinded manner. Data analyses were performed by different individuals.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

-anti-rabbit (GE Healthcare, Cat# NA9340, Research Resource Identifier (RRID):AB_772191).
 -anti-mouse (GE Healthcare, Cat# NA934, RRID:AB_772206).
 -anti-goat (Santa Cruz Biotechnology, Cat# sc-2020, RRID:AB_631728).
 -phospho-Cx43 Ser368 (Cell Signaling Technology, Cat# 3511, RRID:AB_211016).
 -Cx43 (Millipore, Cat# 3512, RRID:AB_229459).
 -Vinculin (Santa Cruz Biotechnology, sc-25336, RRID:AB_628438).
 -phospho-Pdha1 Ser232 (Millipore, Cat# AP1063, RRID:AB_10616070).
 -Pdha1 (Cell Signaling, Cat# 3205, RRID:AB_2162926).
 -Pdk1 (Enzo Life Sciences, Cat# ADI-KAP-PK112, RRID:AB_10618932).
 -Clock (Santa Cruz Biotechnology, Cat# sc-6927, RRID:AB_2082577).
 - α -SMA (Thermo Fisher Scientific, Cat# 14-9760-82, RRID:AB_2572996).
 -COX-2 (Cell Signaling Technology, Cat# 12282, RRID:AB_2571729).
 -phospho-Myl2 Ser15 (Thermo Fisher Scientific, Cat# PA5-104265, RRID:AB_2816014).
 -Myl2 (Cell Signaling Technology, Cat# 3672, RRID:AB_10692513).
 -phospho-Tau Ser396 (Ser385 in mouse) (Abclonal, Cat# AP1028, RRID:AB_2863912).
 -Tau (Abclonal, Cat# A0002, RRID:AB_2756869).
 -Acadm (St John's Laboratory, Cat# STJ96389, RRID:AB_2922676).
 -Acs1 (Cell Signaling Technology, Cat# 4047, RRID:AB_2222411).
 -Tfam (Abcam, Cat# ab131607, RRID:AB_11154693).
 -phospho-AKT Ser473 (Cell Signaling Technology, Cat# 9271, RRID:AB_329825).
 -phospho-AKT Thr308 (Cell Signaling Technology, Cat# 9275, RRID:AB_329828).
 -AKT (Cell Signaling Technology, Cat# 9272, RRID:AB_329827).
 -phospho-ERK1/2 (p44/42 MAPK) T202/Y204 (Cell Signaling Technology, Cat# 9101, RRID:AB_331646).
 -ERK1/2 (p44/42 MAPK) (Cell Signaling Technology, Cat# 9102, RRID:AB_330744).
 -phospho-Cfl1 S3 (Cell Signaling Technology, Cat# 3313, RRID:AB_2080597).
 -Cfl1 (Abclonal, Cat# A2658, RRID:AB_2922675).
 -Aif-1 (Iba-1, FUJIFILM Wako Pure Chemical Corporation, Cat# 019-19741, RRID:AB_839504) for IHC.
 -CD31 (PECAM-1, Cell Signaling, Cat# 77699, RRID:AB_2722705) for IHC.
 - α -SMA (alpha-smooth muscle actin, Thermo Fisher Scientific, Cat# 14-9760-82, RRID:AB_2572996) for IHC.
 -Wheat germ agglutinin (WGA) conjugated to Alexa Fluor 488 (Invitrogen, W11261) for IF.

Validation

All antibodies were commercially available and validated by the manufacturer. The antibodies were all used in other publications.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

In this study, male mice aged 15 weeks of age in an FVB genetic background were used. The genetic mouse models used are: WT, ERR α KO (PMID:14585956), Erbb2 cDNA knock-in (Erbb2 KI; PMID:15496447), and KI:KO mice generated herein from breeding ERR α KO mice with Erbb2 KI mice.

Wild animals

N/A

Field-collected samples

N/A

Ethics oversight

All animal experimentations were conducted in accord with accepted standards of humane animal care and all protocols were approved by the McGill Facility Animal Care Committee and the Canadian Council on Animal Care.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

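RNA of whole hearts from male FVB mice aged 15 weeks was measured on 12 Affymetrix Mouse Gene 2.0 ST arrays, with 3 arrays for each of the WT, ErbB2 KI, ERRα KO and KI:KO groups. The authors normalized the arrays by RMA in Affymetrix Expression Console (version 1.4.1), and the table they deposited holds log2 values, 1 per probe set and array, which were used as they are. The raw intensities were not used here. The medians of the arrays lay between 4.58 and 4.65, and the correlation between 2 arrays, across probe sets, between 0.982 and 0.994.

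The table has 41345 probe sets, of which 23521 were paired with 1 gene, 1814 with several genes and 16010 with no name here. A gene was represented by its probe set with the highest mean over the 12 arrays, which left 22180 genes tested, 22139 of them with a position on GRCm38. Probe sets with several genes or no name were left out of the tests of genes and kept in an alternative over all probe sets. Some genes the paper names are not analysed here.

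Groups were compared with limma (version 3.58.1, R 4.3.3) in 1 model with 4 group means, with residual degrees of freedom of 8 and prior degrees of freedom of 3.81. Each model was compared with WT, KI:KO with each single model, and the interaction of the alleles was tested. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested, all tests being two-sided. The methods' threshold, an unadjusted p under 0.05 and at least 1.2-fold, was counted from the same fit. The methods' test of the groups compared was computed as an alternative. On the 512 probe sets of Supplementary Data 2 used here, out of 34472, its p differed from the listed p by at most 5.2e-05. The listed fold changes had r = 0.785 across probe sets with those from group means and r = 1.00 with those from Tukey bi-weight averages.

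Gene lists (67, of which 66 had at least 5 genes measured) were written from general knowledge and tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Several lists cover topics that the paper reports from these arrays. The adjusted p of a list is over the lists tested in a comparison. Counts adjusted over the list alone apply Benjamini-Hochberg within the list. Overlaps with the doxorubicin signature and shares of neighbouring genes were tested with Fisher's exact test, two-sided. Sharing of genes between comparisons with the same WT arrays was set beside 100 simulated draws in which the groups had no effect.

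Genes were named by rule. For each comparison with WT these were the 10 with the largest rise and the 10 with the largest fall among called genes whose 3 arrays lay beyond the 3 WT arrays, or the 10 with the smallest p where fewer than 10 were called. For the interaction and for KI:KO against each single model they were the 6 with the smallest p, and from each list described up to 4 members with the smallest p. Genes the paper names for these arrays were added, as were Esrra and Erbb2. 1 of the genes named by this rule is not reported here. Values in the paper's figures and supplements had been seen when the rule was written.

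The fit was tested on simulated data, with noise drawn independently for each gene and array and 50 genes changed at each fold. The real arrays need not share these settings. For KI:KO against WT, with 22180 genes, an adjusted p under 0.05 recovered 0% of genes changed 1.2-fold, 36% at 1.5-fold, 94% at 2-fold and 98% at 3-fold, and called 1 of 21980 unchanged genes, of which 830 were at the methods' threshold. With 3 arrays against 3 the smallest exact permutation p is 0.1, and only 10 splits of the arrays exist.

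The alternatives were the methods' test, a fit of only the 2 groups compared, a filter on dim genes (mean above 4.10, the 40th percentile, which keeps 15649 genes), all probe sets, the mean of a gene's probe sets, quantile normalization, centring on the median, an intensity trend, array weights, the replicate number as a block, fold limits of 1.2 and 1.5, an adjusted p in both comparisons, and leaving out each array in turn. Alternatives added after seeing the data were a block for a set of 4 arrays, leaving that set out, and the methods' test with bi-weight fold changes over the genes tested and over all probe sets. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.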

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

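The tests on neighbouring genes were chosen after the results for Kcnt2 and Msl3 were seen, and the test on adipocyte markers was set beforehand.

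Ddit4, a stress-induced inhibitor of mTOR, departed from the sum of the changes in the single models by 1.59 on the log2 scale (interaction, limma, adjusted p = 0.0495). Its log2 value was 6.88 ± 0.04 (SD, n = 3 hearts) in WT, 6.53 ± 0.21 in ErbB2 KI, 6.39 ± 0.22 in ERRα KO and 7.63 ± 0.20 in KI:KO hearts. The call was lost without any of the WT arrays, ErbB2 KI replicate 2, ERRα KO replicate 1 or 3 or KI:KO replicate 1 or 2 (adjusted p = 0.0946 to 0.191), after quantile normalization (0.0804) and with the replicate number as a block (0.109). No explanation was tested.

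Kcnt2 and Msl3 are changed genes that the paper does not discuss. Kcnt2 was higher by 2.99 in ErbB2 KI hearts, as in the other mutant groups, so that its interaction was -3.05 (adjusted p = 4.6e-05). A candidate explanation is a chromosome segment that differs between the WT and the mutant mice, but of the 60 genes within 5 Mb, 11.7% were at the methods' threshold in KI:KO hearts, against 14.6% elsewhere (Fisher's exact test, p = 0.713). This leaves the explanation open, since a segment may hold a single changed gene. Msl3 was at -0.94 in ErbB2 KI hearts, and within 5 Mb of it 8 of 37 genes were at the threshold, 21.6% against 4.26% elsewhere (Fisher's exact test, p = 1.4e-04, adjusted p = 0.0017 over the 12 tests of neighbours). The KI:KO hearts, which carry the same ErbB2 allele, had 10 of 37 genes at the threshold (5 higher and 5 lower, 27.0% against 14.6% elsewhere, Fisher's exact test, p = 0.0566, adjusted p = 0.226), which did not pass. Of the genes lower in ErbB2 KI hearts, however, Msl3 (-1.12), Arhgap6 (-0.80), Hccs (-0.62), Prps2 (-0.60) and Mid1 (-0.47) fell in KI:KO hearts too (adjusted p = 3.6e-05, 0.0010, 0.0043, 0.0071 and 0.026), that of Mid1 lost without WT replicate 2 (0.0931) or KI:KO replicate 1 (0.0942) or 3 (0.0572), and none was called in ERRα KO hearts. The other genes of the window lower at the threshold in ErbB2 KI hearts were Tlr7 (-0.88), Tlr8 (-0.53) and Ofd1 (-0.36). They were not called in KI:KO hearts (-0.07, 0.13 and -0.22, limma, adjusted p = 0.85, 0.78 and 0.44). Msl3 and Arhgap6 were also lower in KI:KO than in ERRα KO hearts (-0.80 and -0.90, limma, adjusted p = 0.0033 and 0.0037). Both calls held when any ERRα KO or KI:KO array was left out. The WT arrays do not enter these differences, but they do enter the estimate of the spread. In ERRα KO hearts, which lack the ErbB2 KI allele, 6 of 37 genes of the window were at the threshold (5 higher and 1 lower, Fisher's exact test, p = 0.272). Msl3 was at -0.31 there (limma, adjusted p = 0.11). Erdr1, at 0.47 in ErbB2 KI hearts (adjusted p = 0.41), rose by 0.82 in ERRα KO and 0.75 in KI:KO hearts (adjusted p = 0.0011 and 0.0012), and so did not follow that allele. The falls seen in both ErbB2 KI and KI:KO hearts could come from a segment of chromosome X that differs between mice with and without the allele. This hypothesis was tested on the data in which it was seen.

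Adipocyte markers had a median of 0.68 in ErbB2 KI hearts (15 genes, camera, adjusted p = 7.3e-15, and adjusted p = 0.443 with an estimated correlation), and limma called 0 of them over all genes (10 at an unadjusted p under 0.05, and 0 by the methods' test after adjustment, 8 higher adjusted over the list alone). They were as high in ERRα KO hearts (median 0.68, camera, adjusted p = 1.8e-04, and adjusted p = 0.328 with an estimated correlation), with 7 higher and 1 lower adjusted over the list alone and 2 higher and 1 lower over all genes, 3 calls that became 1 without WT replicate 3 or ERRα KO replicate 1 and 0 without any other of the 6 arrays, but not in KI:KO hearts (median 0.14, camera, adjusted p = 0.165). Fat tissue in some heart samples could give this, and Ucp1 should then rise and fall between hearts of a group with the other 14 markers. Across the 12 arrays, as deviations from the group means, r was 0.70 (permutation p = 0.071 over 1296 orders) and rho 0.678 (permutation p = 0.0509), and r was 0.648 without the 2 arrays farthest from the median. In ErbB2 KI hearts Ucp1 deviated by 1.31, -0.46 and -0.85 and the other markers by 0.33, 0.03 and -0.41 (replicate 1, 2 and 3). In ERRα KO hearts the deviations were -0.92, 0.32 and 0.60 against 0.00, 0.08 and 0.01. Fat tissue and a change within the heart cannot be told apart. The relation over the 12 arrays falls short of the threshold, and markers that change together within the heart would give it too.

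Genes induced by glucocorticoids and acute stress, which the paper does not discuss, had a median of 0.77 in KI:KO hearts (16 genes, camera, adjusted p = 4.2e-14, and adjusted p = 0.052 with an estimated correlation), with 10 higher over all genes and 14 adjusted over the list alone. They were also higher in KI:KO than in ERRα KO hearts (0.65, camera, adjusted p = 1.3e-15, and adjusted p = 0.0378 with an estimated correlation). Among them in KI:KO hearts were Fkbp5 at 1.57, Lcn2 at 1.39 and Cdkn1a at 1.39 (adjusted p = 1.7e-05, 2.4e-04 and 8.4e-04). No explanation was tested.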

How the results depend on the processing

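The block for a set of 4 arrays, leaving that set out and the methods' test with bi-weight fold changes were chosen after seeing the data.

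No result that passed in the main fit or in the alternative reversed its direction. Changes of sign among lists and genes that passed in neither were not counted. For results that crossed the threshold the cause was not tested, unless a setting's construction shows it. The values of the main results that crossed are given below, and other lists and genes as counts. Of the list results, 4 newly passed and 2 no longer did with the filter on dim genes, 5 and 4 with quantile normalization, 2 and 22 with fry, 8 and 5 without a set of 4 arrays, 1 and 0 with that set or the replicate number as a block, and 0 and 65 with an estimated correlation. Leaving out each array gave 24 and 41 such changes. Values of named genes that newly passed numbered 50 with array weights, 6 with quantile normalization, 3 with the methods' test, 1 with the replicate number as a block and 35 over the arrays left out.

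With the methods' test after adjustment, the genes changed were 0 in ErbB2 KI, 110 in ERRα KO and 81 in KI:KO hearts, and 0 in KI:KO against ERRα KO and 0 against ErbB2 KI, and 562 were at the methods' threshold in ErbB2 KI hearts. Esrra at -1.19 in ERRα KO and -1.32 in KI:KO hearts and Erbb2 at -0.66 in KI:KO hearts no longer passed (adjusted p = 0.0561, 0.0539 and 0.114). The signatures had 90.0% (ErbB2 KI & KI:KO, in ErbB2 KI), 97.5% (ERRα KO & KI:KO, in KI:KO) and 91.2% (KI:KO only) at the threshold. With bi-weight fold changes the count in ErbB2 KI hearts was 569. A fit of only the groups compared, which has fewer arrays, gave 1, 316, 626, 12 and 337 genes (ErbB2 KI, ERRα KO and KI:KO against WT, then KI:KO against ERRα KO and ErbB2 KI).

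The filter on dim genes gave 6 genes in ErbB2 KI hearts, 624 at the methods' threshold there and 194 between KI:KO and ERRα KO hearts. All probe sets gave 5 in ErbB2 KI hearts, 1777 at the methods' threshold there, 303 in ERRα KO hearts, 34 and 513 for KI:KO against ERRα KO and ErbB2 KI, and 5 for the interaction. Quantile normalization gave 1 gene for the interaction and an adjusted p of 0.116 for the intercalated disc in ERRα KO hearts. An intensity trend gave 11 genes in ErbB2 KI and 908 in ERRα KO hearts, 294 and 1358 for KI:KO against ERRα KO and ErbB2 KI, and 18 for the interaction. Array weights gave 7 in ErbB2 KI and 871 in ERRα KO hearts, 204 for KI:KO against ERRα KO and 4 for the interaction. A limit of 1.5-fold, which is stricter, gave 127, 438 and 800 genes in ErbB2 KI, ERRα KO and KI:KO hearts. With an adjusted p in both comparisons, KI:KO hearts shared 29.1% with ERRα KO and 0.241% with ErbB2 KI hearts.

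With an estimated correlation, camera called 0, 0 and 0 lists in ErbB2 KI, ERRα KO and KI:KO hearts. In ERRα KO hearts the adjusted p was 0.431 for the actin cytoskeleton, 0.331 for collagens, 0.282 for fatty acid oxidation and for the inflammatory response, 0.328 for the intercalated disc and 0.117 for each part of the doxorubicin signature. In KI:KO hearts it was 0.199, 0.232, 0.132, 0.0842 and 0.0765 for the same lists and 0.229 for the doxorubicin-repressed genes. With fry, 0 lists passed in ErbB2 KI and 19 in ERRα KO hearts, where the actin cytoskeleton (0.134), collagens (0.134) and the inflammatory response (0.0784) did not.

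The replicate numbers do not pair the arrays. Of 18 pairs of arrays with the same number, 3 had deviations from the group means correlated above 0.1 (range -0.19 to 0.20, across genes). With the number as a block the genes changed were 38 for KI:KO against ERRα KO and 1 for the interaction, and focal adhesion passed in KI:KO hearts (adjusted p = 0.0455). Of 288 called values of named genes, 47 lost their call with this block, and it changed no other call of a count, share or list.

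WT replicate 2, ErbB2 KI replicate 3, ERRα KO replicate 2 and KI:KO replicate 3 had correlated deviations (r = 0.18 to 0.25, across genes). A block for this set gave 1 gene for the interaction and an adjusted p of 0.0478 for focal adhesion. Leaving the set out gave 13, 243 and 657 genes in ErbB2 KI, ERRα KO and KI:KO hearts, 1452 at the methods' threshold in ErbB2 KI hearts, 127 and 462 for KI:KO against ERRα KO and ErbB2 KI, 22 for the interaction, 22 lists in ErbB2 KI hearts and 0.0136 for focal adhesion. The signatures then had 60.7% and 72.6% (ErbB2 KI & KI:KO, in ErbB2 KI and KI:KO), 79.8% and 85.2% (ERRα KO & KI:KO, in ERRα KO and KI:KO) and 66.4% (KI:KO only).

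Leaving out each array in turn gave 2 to 15 genes in ErbB2 KI (15 without replicate 3), 210 to 332 in ERRα KO and 710 to 1235 in KI:KO hearts, 17 to 248 and 401 to 839 for KI:KO against ERRα KO and ErbB2 KI, and 1 to 22 for the interaction. The lists called in ErbB2 KI hearts were 5 to 20. The adjusted p was 0.0212 to 0.0634 for the intercalated disc and 0.00704 to 0.172 for doxorubicin-induced genes in ERRα KO hearts, and 0.00429 to 0.591 for focal adhesion in KI:KO hearts. At the threshold were 62.7% to 73.1% and 80.1% to 87.1% of the ErbB2 KI & KI:KO signature (in ErbB2 KI and KI:KO), 84.0% to 88.6% and 92.1% to 93.9% of the ERRα KO & KI:KO signature (in ERRα KO and KI:KO) and 71.3% to 74.2% of the KI:KO only signature. Of the called values of named genes, 102 lost their call without at least 1 array, 13 with quantile normalization, 1 with array weights and, of 286, 239 with the methods' test.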

Differences from the paper's values

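The alternatives that leave out a set of 4 arrays or take bi-weight fold changes were chosen after seeing the data, and the others were set before the data were examined.

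No value differed from the paper's by the criteria used, which ask for a ratio above 1.5 and a difference beyond the spread over the arrays left out. The paper's shares of KI:KO genes, 38% with ERRα KO and 8% with ErbB2 KI hearts, stand beside 39.4% and 9.72% here. The counts at the methods' threshold were 953, 2296 and 3232 here and about 840, 2200 and 2800 in Fig. 3a, read by eye. Over all probe sets the counts were 1777, 3416 and 4463, and without the set of 4 arrays 1452 in ErbB2 KI hearts, and these do differ. With the methods' test and bi-weight fold changes over all probe sets, the counts were 1139, 2526 and 3169, which do not differ. The methods do not name bi-weight averages, which were inferred from the listed fold changes, and the paper's sheet has 34472 probe sets where the table used here has 41345.

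The paper's signatures hold 201, 1045 and 1614 entries for genes (ErbB2 KI & KI:KO, ERRα KO & KI:KO and KI:KO only), and 302, 1266 and 1805 genes met the same conditions at the methods' threshold here. The units differ, since the paper's entries are probe sets. Of these, 164, 918 and 1354 were paired with 1 gene here, so that the gap is wider on like units. The pair of 201 and 302 has a ratio just above 1.5, and it is not counted as different only because the spread of the count over the arrays left out is 198. Over all probe sets the counts were 528, 1635 and 2548 in limma, which differ, and 242, 1135 and 1900 with the methods' test and bi-weight fold changes, which do not.

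The paper gives Mapk11, Myd88 and Stat3 as increased in KI:KO hearts and Fgf6, Fgf16, Igf1 and Pgf as deregulated in ErbB2 KI hearts. Here none of these 7 genes passed an adjusted p over all genes in limma (adjusted p = 0.053, 0.058 and 0.082 in KI:KO hearts, and 0.74, 0.49, 0.89 and 0.69 in ErbB2 KI hearts). All 7 were at the methods' threshold, which is the paper's and takes no adjustment. With array weights, Myd88 and Stat3 passed an adjusted p in KI:KO hearts (0.0277 and 0.0231), and so they did without KI:KO replicate 3 (0.0308 and 0.0144).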

Other observations

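The comparison of cardiomyocyte markers at the level of the fatty acid oxidation genes was chosen after the result was seen, and the other tests in this part were set beforehand.

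Interferon response genes and antigen presentation genes had medians of opposite sign in the single models, a difference that was not tested directly. In ErbB2 KI hearts their medians were -0.30 (36 genes) and -0.47 (15 genes; camera, adjusted p = 1.6e-08 and 1.1e-05, and adjusted p = 0.607 and 0.673 with an estimated correlation), and in ERRα KO hearts 0.32 and 0.54 (camera, adjusted p = 1.4e-06 and 4.8e-07, and adjusted p = 0.340 and 0.328 with an estimated correlation). Markers of the conduction system were higher in ERRα KO hearts (12 genes, median 0.28, camera, adjusted p = 3.7e-06, and adjusted p = 0.209 with an estimated correlation) and lower in KI:KO than in ERRα KO hearts (-0.25, camera, adjusted p = 8.9e-06, and adjusted p = 0.117 with an estimated correlation).

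Of 22 markers of M2-type macrophages, 12 rose in KI:KO hearts over all genes and 14 rose and 1 fell adjusted over the list alone (median 0.62, camera, adjusted p = 5.4e-12, and adjusted p = 0.0765 with an estimated correlation). The 16 M1-type markers had a median of -0.01 and a mean of 0.17 there and did not pass as a list (camera, adjusted p = 0.30), although 3 rose and 1 fell over all genes (4 and 1 adjusted over the list alone). These 4 calls became 1 without WT replicate 1 or 3 and 2 without KI:KO replicate 1 or 2. Besides genes described above, such as Esrra, Erbb2, Acta2, Ptgs2 and Acadm, 12 genes measured by RT-qPCR or immunoblot in the paper were followed. Of these, Nppb at 0.87 (limma, adjusted p = 0.0019), Mrc1 at 0.85 (adjusted p = 0.0016) and Cd163 at 0.69 (adjusted p = 0.023) rose in KI:KO hearts on the arrays. The call of Cd163 in KI:KO hearts was lost without WT replicate 1 or 3 or KI:KO replicate 2 or 3 (adjusted p = 0.0715 to 0.091). The other 9 did not pass there: Nppa at 0.21, Ldha at 0.20, Vegfa at 0.14, Csf1 at 0.42, Tnf at 0.20, Tfam at -0.14, Pdk1 at -0.24, Il1b at -0.11 and Il6 at -0.05 (adjusted p = 0.19, 0.33, 0.57, 0.30, 0.63, 0.77, 0.28, 0.88 and 0.91). For Nppa and Ldha the paper reports increases by RT-qPCR on more hearts per group. It does not say whether these include the hearts of the arrays. Its results for Tfam and Pdk1 are immunoblots of protein, a different measure from RNA.

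The falls of fatty acid oxidation genes in KI:KO hearts and the rises of matrix and inflammatory genes were set against a change in the cell types of the tissue, which may change all genes of a cell type together. Cardiomyocyte markers fell less than fatty acid oxidation genes, by a difference of medians of 0.19 (SE 0.071). The rule set beforehand, a difference beyond its SE, was met. The markers were brighter, with a median log2 value of 12.2 against 10.6. For 12 markers within the range of levels of the fatty acid oxidation genes (11.3 against 10.6), the difference was 0.19 (SE 0.098). Since the levels still differ and the SE is large, the comparison does not decide on a lower share of cardiomyocyte RNA. Fibroblast markers outside the matrix differed from the matrix genes by -0.16 (SE 0.320) and from the matrix genes that rose, the comparison set beforehand, by -0.87 (SE 0.335). The latter takes genes chosen for having risen, whose median lies high by that choice, and it was set aside, so that a higher share of fibroblast RNA and more matrix mRNA per cell cannot be told apart. Macrophage markers rose more than the inflammatory genes, by 0.57 (SE 0.134), which is consistent with a higher share of macrophage RNA. Loss of ERRα and ErbB2 function itself remains among the explanations.

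Other splits of the same arrays were fitted as well. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. For genes at an adjusted p under 0.05, 1 split, the real one, gave as many in each comparison: 3 in ErbB2 KI (highest other split 0), 521 in ERRα KO (17) and 1243 in KI:KO hearts (0), 73 for KI:KO against ERRα KO (0) and 867 against ErbB2 KI (0). At the methods' threshold, 5 splits gave as many as the 953 in ErbB2 KI hearts (1459), 1 as many as the 2296 in ERRα KO (1426) and 1 as many as the 3232 in KI:KO hearts (1483). The camera p of KI:KO against WT was smallest in 1 split, the real one, for the inflammatory response (5.1e-09, smallest other 9.6e-07), collagens (6.6e-12 and 2.5e-11), fatty acid oxidation (8.1e-13 and 1.4e-09), the intercalated disc (3.8e-06 and 2.9e-04), the actin cytoskeleton (1.7e-06 and 2.4e-06) and doxorubicin-induced genes (6.9e-06 and 7.8e-04). For the interaction, 6 of 100 regroupings of the 12 arrays gave as many genes as the real 2, with 1192 as the highest. Since a regrouping mixes the genotypes, changes that each allele brings can fall on the interaction, and these numbers decide nothing about chance.

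The set of 4 arrays that shared deviations lay on a first component with 26.3% of the variance left after the group means. It holds 1 array of each group, and what these arrays have in common was not tested.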
